# PAD2-Mediated Citrullination Contributes to Efficient Oligodendrocyte Differentiation and Myelination

**DOI:** 10.1016/j.celrep.2019.03.108

**Published:** 2019-04-23

**Authors:** Ana Mendanha Falcão, Mandy Meijer, Antonella Scaglione, Puneet Rinwa, Eneritz Agirre, Jialiang Liang, Sara C. Larsen, Abeer Heskol, Rebecca Frawley, Michael Klingener, Manuel Varas-Godoy, Alexandre A.S.F. Raposo, Patrik Ernfors, Diogo S. Castro, Michael L. Nielsen, Patrizia Casaccia, Gonçalo Castelo-Branco

**Keywords:** oligodendrocytes, myelin, Padi2, PAD2, citrullination, deamination, chromatin accessibility, multiple sclerosis, proteomics, SILAC

## Abstract

Citrullination, the deimination of peptidylarginine residues into peptidylcitrulline, has been implicated in the etiology of several diseases. In multiple sclerosis, citrullination is thought to be a major driver of pathology through hypercitrullination and destabilization of myelin. As such, inhibition of citrullination has been suggested as a therapeutic strategy for MS. Here, in contrast, we show that citrullination by peptidylarginine deiminase 2 (PAD2) contributes to normal oligodendrocyte differentiation, myelination, and motor function. We identify several targets for PAD2, including myelin and chromatin-related proteins, implicating PAD2 in epigenomic regulation. Accordingly, we observe that PAD2 inhibition and its knockdown affect chromatin accessibility and prevent the upregulation of oligodendrocyte differentiation genes. Moreover, mice lacking PAD2 display motor dysfunction and a decreased number of myelinated axons in the corpus callosum. We conclude that citrullination contributes to proper oligodendrocyte lineage progression and myelination.

## Highlights

• PAD2 is increased upon OL differentiation
• OL differentiation is facilitated by PAD2-mediated chromatin remodeling in myelin genes
• PAD2 contributes to efficient myelination and motor and cognitive functions
• Nuclear and myelin proteins interact and are citrullinated by PAD2

## Introduction

The conversion of a peptidylarginine into a peptidylcitrulline can introduce profound changes in the structure and function of the modified protein. This posttranslational modification, also known as protein citrullination or deimination, is calcium dependent and is mediated by the family of enzymes called peptidylarginine deiminases (*Padi*s or PADs) (Wang and Wang, 2013). Five PAD isozymes (PAD1, PAD2, PAD3, PAD4, and PAD6) have been identified in mammals, and their expression patterns and function are tissue specific (Vossenaar et al., 2003). Citrullination has been recently shown to play key roles in multiple cellular processes, such as inflammatory immune responses (Neeli et al., 2008), apoptosis (Liu et al., 2006), and regulation of pluripotency (Christophorou et al., 2014). In the central nervous system (CNS), PAD2 is the most prevalent expressed PAD and occurs preferentially in oligodendrocytes (OLs) and other glial cells (Zeisel et al., 2015). OLs arise at postnatal stages from the differentiation of OL precursor cells (OPCs), and their most prominent function is the formation of the myelin sheath, an electrical insulating layer for the axons, essential for proper neuronal communication and thus CNS function (Bergles and Richardson, 2015).

PAD2 has been reported to heavily citrullinate myelin binding protein (MBP), a fundamental myelin component. The ratio of citrullinated MBP (MBPcit) to total MBP (MBPtotal) is high in the first 4 years of life and similarly in multiple sclerosis (MS), a disease in which demyelination occurs (Moscarello et al., 1994). Upon citrullination, MBP arginine residues lack positive charges and thereby have reduced interaction with negatively charged lipids. Consequently, MBPcit does not form compact sheaths, and the myelin remains immature or becomes unstable (Beniac et al., 2000). In accordance, transgenic mice overexpressing PAD2 in OL cells display myelin loss (Musse et al., 2008). In light of this, PADs, in particular PAD2, have been thought to have a detrimental effect in MS, and thus alleviation of symptoms can be achieved by inhibiting their actions (Caprariello et al., 2018). Indeed, treatment of an MS mouse model of experimental autoimmune encephalomyelitis (EAE) with 2-chloroacetamidine (2-CA), a PAD2 and PAD4 inhibitor, leads to disease attenuation (Moscarello et al., 2013). The reduction of disease progression by 2-CA treatment was not specifically assigned to the lack of PAD activity in OL lineage cells alone but to inhibition of all PAD-expressing cells, including immune cells that play an essential role in disease development.

Interestingly, however, no changes in disease progression were observed upon EAE induction in PAD2 KO mice (Raijmakers et al., 2006). This could point to a possible compensation of PAD2 functions by other PADs or to additional functions of PAD2 in EAE disease progression. Although citrullination of myelin might play an important role in MS, other proteins, such as histone H3, have been found to be citrullinated in MS (Mastronardi et al., 2006). Thus, the role of PAD2-mediated citrullination in MS might not be confined to myelin. Furthermore, although the effects of *Padi2* overexpression in mature OLs have been characterized, its absence in OL lineage cells has not been further investigated, nor its physiological function in OL lineage cells and its significance for myelin integrity maintenance.

## Results

### *Padi2* Expression Is Increased upon OL Differentiation

By analyzing our single-cell RNA sequencing (RNA-seq) dataset of the OL lineage in the adult and juvenile mouse brain (Marques et al., 2016), we identified *Padi2* as the predominant *Padi* expressed in OLs (Figure S1A). Interestingly, *Padi2* expression is found in OPCs, increases in committed OL precursors (COPs) and newly formed OLs (NFOLs), and peaks at more mature stages (Figure S1A). Surprisingly, we did not observe expression of *Padi4*, which has been previously suggested to be present in myelin (Mastronardi et al., 2006, Wood et al., 2008). To further investigate the pattern of expression of *Padi2* during early OL lineage progression, we cultured OPCs isolated from postnatal day (P) 1 to P4 brains of the transgenic mouse line *Pdgfra*-histone 2b (H2B)-GFP (Klinghoffer et al., 2002) in which nuclear GFP expression is under the control of the endogenous *Pdgfra* promoter locus. GFP^+^ OPCs were collected with fluorescence-activated cell sorting (FACS) to plates and expanded in media containing the growth factors (GFs) basic fibroblast growth factor (bFGF) and platelet-derived growth factor (PDGF)-AA and differentiated into OLs by removing the GFs for 2 days (Figure 1A). Gene expression of the differentiation markers *Mbp* and *Sox10* was upregulated, and the progenitor marker *Pdgfra* was reduced upon GF removal (Figure 1B). In agreement with the single-cell RNA-seq data, *Padi2* was expressed in OPCs, and it was greatly enhanced upon differentiation (Figure 1B; Figure S1B, for the mouse oligodendroglia cell line Oli-neu; Jung et al., 1995). To investigate *Padi2* expression in the OL lineage *in vivo*, we isolated OPCs and OLs from the brain of the transgenic mouse line *Pdgfra*-Cre-loxP-GFP (Kang et al., 2010), in which all OL lineage cells express the GFP reporter (Figure 1C). GFP^+^ OPCs were collected with FACS from P1–P4 pups (all GFP^+^ cells are OPCs because OLs are not formed yet), and GFP^+^ CD140a^−^ OLs were collected with FACS from juvenile (P21) and adult (P60) mice (at this stage, GFP^+^ cells comprise all OL progeny, including CD140a^+^ OPCs). As a confirmation of the sorted populations, we assessed the expression of *Pdgfra* and *Mbp* as markers for OPCs and differentiated OLs, respectively (Figure 1D). *Padi2* mRNA was substantially enriched in OLs from both juvenile and adult brains compared with postnatal OPCs (Figure 1D). At the protein level, and in agreement with our gene expression data, we observed a continuous increase in PAD2 protein from P1 to adult in the spinal cord of wild-type mice, concomitant with the increase in the OL marker MBP (Figure 1E). Thus, PAD2 is rapidly upregulated upon OPC differentiation, suggesting a role of this citrullinating enzyme at this stage of OL lineage progression.

**Figure 1:**
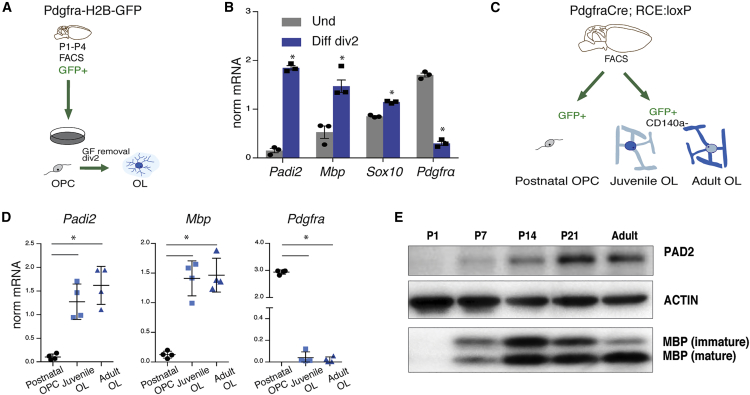
Padi2 Expression Is Substantially Increased upon OL Differentiation (A) Schematic representation of the methodology used for OPC *in vitro* cultures. P1–P4 GFP^+^ OPCs are dissociated from brains of the transgenic mice line Pdgfra-H2B-GFP and FACS-sorted to plates to expand in the presence of growth factors (GFs). GFs are removed to induce differentiation for 2 days. (B) Comparative gene expression analysis of OPCs and 2 day differentiated OLs. Means ± SEM are shown, n = 3; ^∗^p < 0.05, two-tailed t test. (C) Schematic representation of the methodology used to specifically isolate OPCs and juvenile and adult OLs from the postnatal (P1–P4), juvenile (P21), and adult (P60) brains of the transgenic mice PdgfraCre;RCE:loxP (R26R CAG-boosted EGFP); GFP^+^ cells were depleted of the OPC marker CD140a to specifically isolate OLs. (D) Comparative gene expression analysis of OPCs and juvenile and adult OLs. Means ± SEM are shown, n = 4; ^∗^p < 0.05, one-way non-parametric ANOVA. (E) Western blot for PADI2 and MBP on the spinal cords of P1, P7, P14, P21, and adult wild-type mice. ACTIN signal is an internal loading control. See also Figure S1.

### Reduction of PAD2 Activity Hinders OL Differentiation

In order to investigate whether the increased expression of *Padi2* upon OL differentiation has functional significance, we inhibited PAD activity in mouse Oli-neu cells and rat primary OPCs using Cl-amidine, a pan-inhibitor of PAD enzymes. The concentration used of PAD inhibitor (200 μM) has been used in other studies (Christophorou et al., 2014, Xiao et al., 2017) and had no effect on cell death in Oli-neu cells, as assessed using cleaved CASP3 immunostaining (Figure 2A). Strikingly, Oli-neu cell differentiation was compromised in the presence of this inhibitor, as observed by the reduction of cell branching typical of differentiating OLs shown with CNPase immunostaining (Figure 2A). In accordance, gene expression analysis on undifferentiated and differentiated Oli-neu cells treated with Cl-amidine revealed a striking impairment of OPC differentiation. The increase of *Mbp*, *Sox10*, and *Mog* mRNA levels, crucial for proper OPC differentiation, were no longer observed after Cl-amidine during differentiation (Figure 2B). Interestingly, the expression of the transcription factor (TF) *Sox9*, required for OL specification (Stolt et al., 2003) and downregulated upon OPC differentiation (Marques et al., 2016), was increased upon PAD inhibition (Figure 2B). Because *Sox9* is highly expressed in astrocytes, we further investigated if the upregulation of *Sox9* drove OPCs into astrocytes. We did not observe any upregulation of the astrocytic marker *Gfap* upon PAD inhibition, ruling out a possible differentiation of OPCs into astrocytes instead of OLs (Figure S1D). Similar results on impairment of OPC differentiation were obtained by treating Oli-neu with another PAD inhibitor, 2-CA (Figure S1C). Importantly, these effects were also observed in rat OPC primary cultures, in which under differentiating conditions, treatment with 50 or 100 μM Cl-amidine impaired differentiation, as observed by the lower mRNA expression levels of the differentiation markers *Mbp*, *Sox10*, and *Mog* (Figure 2C). In contrast to Oli-neu, *Sox9* was reduced upon PAD2 inhibition in rat OPC primary cultures (Figure 2C).

**Figure 2:**
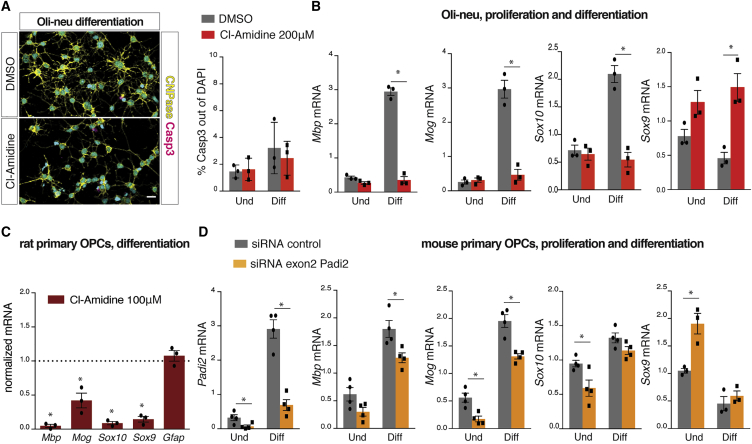
PAD Inhibition and Padi2 Knockdown Hinders OPC Differentiation (A) Immunocytochemistry for CNPase and cleaved Casp3 on 2 day differentiated Oli-neu upon 2 days treatment with DMSO or Cl-amidine 200 μM and quantification of the percentage of cleaved Casp3^+^ cells out of total DAPI in all conditions. Scale bar, 20 μm. (B) Comparative gene expression analysis of proliferating and undifferentiated (Und) Oli-neu cells and 2 day differentiated Oli-neu cells (Diff) treated with DMSO or Cl-amidine 200 μM for 2 days. Means ± SEM are shown, n = 3; ^∗^p < 0.05, two-tailed t test. (C) Gene expression analysis on proliferating rat primary OPCs treated with Cl-amidine 100 μM; dashed line represents control levels, normalized to 1. Means ± SEM are shown, n = 3; ^∗^p < 0.05, one-sample t test. (D) Comparative gene expression analysis on mouse primary undifferentiated (Und) and 2 day differentiated OLs (Diff) transfected with either scrambled siRNA or Padi2 siRNA targeting exon 2. Means ± SEM are shown, n = 4; ^∗^p < 0.05, two-tailed t test; error bars represent SEM. See also Figure S1.

To investigate whether the effect of PAD inhibitors was due to PAD2 inhibition, we specifically decreased *Padi2* mRNA levels in mouse primary OPCs by transfecting cells with small interfering RNA (siRNA) against *Padi2* (targeting exon 2). Similar to PAD inhibition, the reduction of *Padi2* expression led to decreases in the mRNA levels of *Sox10* and *Mog* and an increase in *Sox9* without altering *Gfap* mRNA levels (Figures 2D and S1F). *Mog*, *Mbp*, and *Sox10* mRNA levels were also reduced in *Padi2* knockdown conditions after 2 days of differentiation (Figure 2D). Likewise, *Padi2* knockdown in Oli-neu cells mimicked the effects of PAD inhibition (Figure S1E). The results with inhibitors in Oli-neu are stronger than in primary OPCs, most likely because the inhibitors act in a quicker manner and irreversibly inhibit all PAD2 present in Oli-neu cells, whereas *Padi2* knockdown is slower and not as effective in reducing PAD2 activity. Thus, our findings indicate that PAD2 is dramatically increased at the onset of OL differentiation, when it contributes to the transition from an OPC state to an NFOL state.

### OLs Are Transiently Reduced in the Spinal Cord of Juvenile Mice upon Conditional *Padi2* Knockout in the OL Lineage

To investigate if the observed effects of PAD2 have an impact on OL differentiation and myelin maintenance *in vivo*, we generated a *Padi2* conditional knockout (cKO) mouse line, *Pdgfra*Cre;RCE:loxP;*Padi2*^−/−^, in which *Padi2* is not present in any cells derived from *Pdgfra*^+^ cells, which include the whole OL lineage. We estimated the number of CC1^+^ cells per area at P21, in the corpus callosum, anterior commissure, and dorsal funiculus of the spinal cord. In accordance with our results in Oli-neu and primary OPC cultures (Figure 2), we observed a reduction in the number of CC1^+^ OLs in the spinal cord of PAD2 cKO mice, compared with littermate controls (Figures 3A and 3B). Nevertheless, we did not observe such an effect in the brain (corpus callosum and anterior commissure) (Figure 3A). Accordingly, we observed that *Pdgfra*, *Mbp*, and *Mog* mRNA were unaltered in FACS cKO GFP^+^ cells from P21 brains (Figure S2C), indicating that the *Padi2* cKO does not affect OL cell number or transcription in the brain but rather has a more prominent effect in OPC differentiation in posterior regions of the CNS. To further address if the effect in the spinal cord is sustained in adulthood, we estimated CC1^+^ cell densities in 4-month-old mice. We did not observe any difference in the three regions analyzed (Figure 3A), suggesting that there is a recovery in the number of generated CC1^+^ cells in adult stages in the spinal cord.

**Figure 3:**
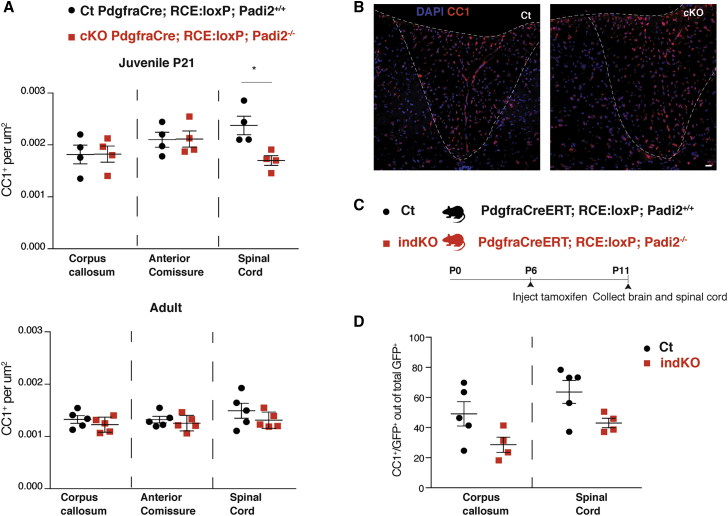
Padi2 Knockout Mice Display a Transient Decrease in OPC Differentiation in the Spinal Cord (A) CC1^+^ cells are presented as number of positive cells per area in the corpus callosum, anterior commissure, and spinal cord of PdgfraCre;RCE:loxP;Padi2^+/+^ and PdgfraCre;RCE:loxP;Padi2^−/−^ juvenile (P21) and adult mice. Means ± SEM are shown, n = 4 (P21) and n = 5 (adult); ^∗^p < 0.05, two-tailed t test. (B) Representative images of the spinal cord dorsal funiculus of PdgfraCre;RCE:loxP;Padi2^+/+^ and PdgfraCre;RCE:loxP;Padi2^−/−^ mice stained with CC1 antibody and DAPI. Scale bar, 20 μm. (C) Schematic representation of the strategy used to deplete Padi2 immediately before the peak of OPC differentiation: PdgfraCreERT;RCE:loxP;Padi2^+/+^ and PdgfraCreERT;RCE:loxP;Padi2^−/−^ mice were injected with tamoxifen at postnatal day 6 (P6) and sacrificed at P11, and brains and spinal cords were collected. (D) The number of CC1 and GFP double-positive cells was estimated out of total GFP^+^ cells in both corpus callosum and spinal cord of PdgfraCreERT;RCE:loxP;Padi2^+/+^ and PdgfraCreERT;RCE:loxP;Padi2^−/−^ mice. Means ± SEM are shown, n = 5 (control [Ct]) and n = 4 (indKO); ^∗^p < 0.05, two-tailed t test. See also Figure S2.

We also generated an inducible *Padi2* cKO (indKO) mouse line, *Pdgfra*CreERT;RCE:loxP;*Padi2*^−/−^, for which *Padi2* could be ablated from OPCs by tamoxifen treatment at early postnatal stages (Figure 3C). Because we observed that PAD2 mainly modulates the transition between OPCs and NFOLs *in vitro* (Figure 2), we depleted *Padi2* specifically at the onset of OPC differentiation by injecting mice with tamoxifen at P6 and collecting the brains and spinal cord at P11 (Figure 3C). We observed a slight effect of the number of OLs formed upon tamoxifen-induced OPC *Padi2* depletion, which nevertheless was not statistically significant (p = 0.0828 for corpus callosum and p = 0.0567 for spinal cord; Figure 3D). Thus, our results with *Padi2* constitutive ablation in OPC suggest that PAD2 facilitates the generation of OLs *in vivo* in the spinal cord.

### *Padi2* KO Mice Display Impaired Motor and Cognitive Functions and a Decrease in the Number of Myelinated Axons

Given the transient decrease in OLs upon *Padi2* cKO in the OL lineage in the spinal cord and the targeting of myelin proteins by PAD2, we investigated whether *Padi2* cKO mice presented a motorical phenotype. Interestingly, *Padi2* cKO mice exhibited impairment in motor coordination and balance as assessed by decreased latency to fall in the rotarod test (Figure 4A). Moreover, we observed similar impairments in the full *Padi2* KO (*Padi2* fKO), in which exon 1 of *Padi2* is deleted in all cells (Raijmakers et al., 2006). In addition, we found an increase in the number of slips on the beam test in the *Padi2* cKO mice, strengthening the motor impairment phenotype (Figure 4B). Interestingly, when testing the *Padi2* cKO mice for cognitive functions, these mice also performed worst in the novel object recognition test, displaying a decrease in the discrimination index that provides an indication of recognition memory (Figure 4C).

**Figure 4:**
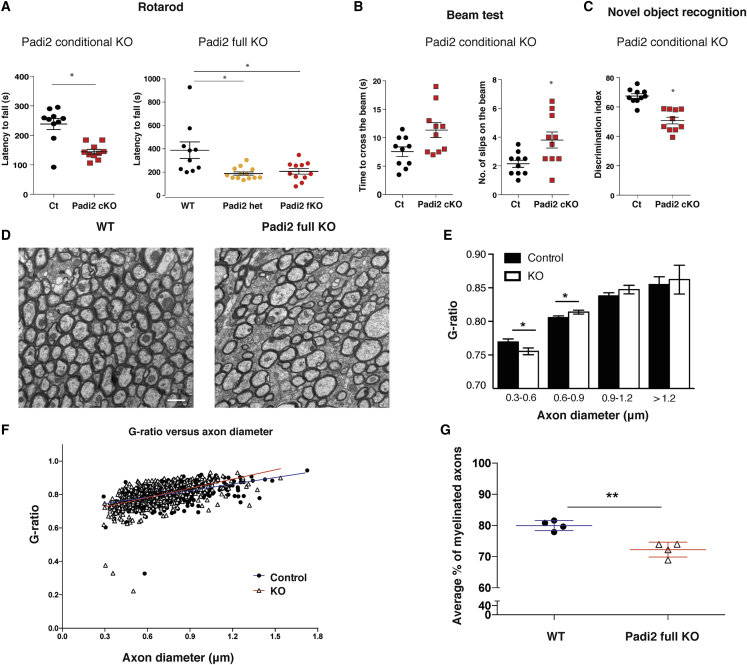
Padi2 Conditional and Full Knockout Mice Exhibit Impaired Motor and Cognitive Functions and Decreased Myelinated Axons (A–C) Behavior tests for motor (rotarod [A] and beam test [B]) and cognitive (novel object recognition [C]) performance in controls (PdgfraCre;RCE:loxP;Padi2^+/+^ and wild-type [WT]), Padi2 heterozygous (Padi2 het), and Padi2 full knockout (fKO) and conditional KO (Padi2 cKO; PdgfraCre;RCE:loxP;Padi2^−/−^). For the rotarod test, the time spent on rotating rod, latency to fall, was measured in seconds, and for the novel object recognition, test the discrimination index corresponds to percentage ratio between the time exploring the novel object and the total time spent exploring both objects. Means ± SEM are shown, WT n = 8, Padi2 het n = 11, Padi2 fKO n = 11 (^∗^p < 0.05, one-way ANOVA), control (Ct) n = 10, and Padi2 cKO n = 10 (^∗^p < 0.05, Mann-Whitney test). (D) Representative electron microcopy (EM) images for WT and Padi2 fKO corpus callosum. Scale bar, 1 μm. (E and F) Scatterplot of g-ratio as a function of axon diameter (μm) (F) and graph plot for the g-ratio distribution across different axon diameters (E) in WT (n = 4) and Padi2fKO (n = 4). (G) Percentage of myelinated axons present in the corpus callosum of WT and Padi2 fKO. Means ± SEM are shown, n = 4; ^∗^p < 0.05, Mann-Whitney test.

To further investigate the mechanisms underlying the impact of PAD2 on motor and cognitive functions, we analyzed the myelin structure of the *Padi2* fKO mice and respective controls using electron microcopy (EM). We found a significant decrease in the g-ratio of small-diameter axons and an increase in the g-ratio of axons with 0.6–0.9 μm diameter (Figures 4D–4F). Moreover, the percentage of myelinated axons in the corpus callosum was decreased in *Padi2* fKO mice compared with controls (Figure 4G). As such, our results indicate that PAD2 plays a role initially for efficient OL differentiation in the spinal cord and later on in myelination in the corpus callosum, which is reflected in the motoric and cognitive defects occurring upon its ablation.

### PAD2 Is Present in Both the Nucleus and Cytoplasm in OL Lineage Cells

To disclose the possible mechanisms of action underlying the observed *in vitro* and *in vivo* effects, we further investigated the cellular location of PAD2 in OL lineage cells. Despite that PAD4 is the only one displaying a nuclear localization signal (NLS), PAD2 has recently been detected in the nuclei of mammary epithelial cells (Cherrington et al., 2010) and has been found to inhibit transcription through RNA polymerase (Pol) II citrullination in breast cancer cell line T47D (Sharma et al., 2019). Furthermore, PAD2 was able to citrullinate nuclear histone H3R26 in MCF-7 breast cancer cells (Zhang et al., 2012). Remarkably, immunocytochemistry analysis showed the presence of PAD2 protein both in the nucleus and the cytoplasm of differentiated Oli-neu (Figure 5A) and in primary OPCs (MBP negative) and OLs (MBP positive) (Figure S2E). In order to confirm the localization of PAD2 in the nucleus of OPCs, we transfected Oli-neu cells with the fusion vector *Padi2*-ZsGreen. We observed the presence of the green fusion protein both in the nucleus and cytoplasm of these cells (Figure 5B), indicating that PAD2 can indeed be nuclear in OL lineage cells and might thereby regulate transcription through epigenetic mechanisms.

**Figure 5:**
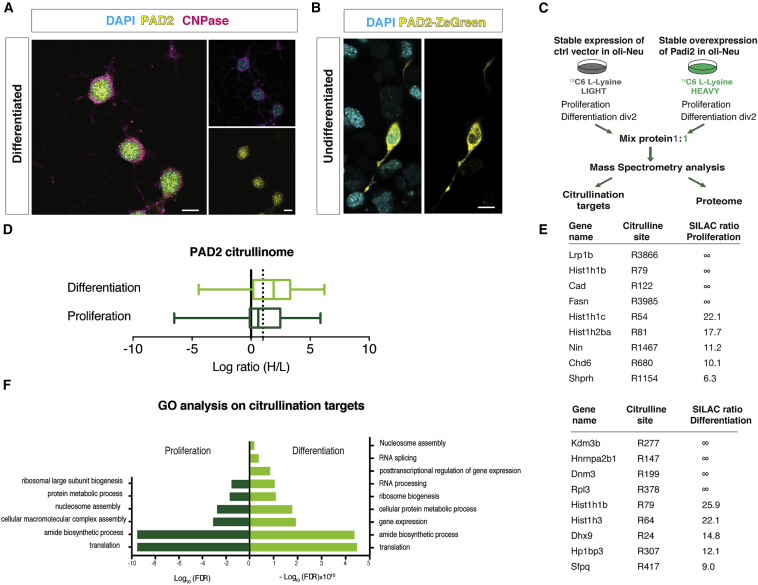
Padi2 Overexpression Unveils Citrullination Targets (A) Immunocytochemistry in 2 day differentiated Oli-neu for PAD2 (yellow) and CNPase (magenta) depicting PAD2 in the nucleus and cytoplasm of cells. Scale bar, 20 μm. (B) Transfection of Oli-neu cells with Padi2 fused with ZsGreen (depicted in yellow) shows the PAD2-ZsGreen both in the cytoplasm and in the nucleus. Scale bar, 20 μm. (C) Schematic representation of the strategy used to determine the citrullination targets by means of SILAC followed by mass spectrometry. Control and overexpressing Padi2 cell lines are fed with ^12^C (light) and ^13^C (heavy) media, respectively. Proteins from proliferating and 2 days differentiating cells are collected from both light and heavy media and mixed 1:1 for further mass spectrometry analysis. (D) Boxplot representing the fold change of the identified citrullination targets in Oli-neu cells in both proliferation and differentiation conditions. Ratios are represented as log_2_(H/L ratio), and PAD2-mediated citrullination targets were considered above a threshold of 1 (dashed line). (E) Table representing top citrullination targets of PAD2 in proliferation and differentiation conditions. ∞ represents proteins for which only peptides with heavy labeling were detected. (F) Gene Ontology (GO) analysis for biological processes on the PAD2 citrullinated proteins. The most significant categories (±log_10_[false discovery rate]) were plotted. See also Figure S2 and Tables S1 and S4.

### PAD2 Citrullinates Nuclear Proteins

To determine what could be the molecular targets of PAD2 in both nuclei and cytoplasm, we generated a stable *Padi2*-overexpressing Oli-neu cell line, in which citrullination activity was greatly enhanced when tested in an antibody-based assay for PAD activity (ABAP) (Zendman et al., 2007) (Figure 7C) and performed quantitative proteomics by applying stable isotope labeling of amino acids in cell culture (SILAC) followed by mass spectrometry (Ong et al., 2002). SILAC relies on the incorporation of a light (^12^C) or a heavy (^13^C) isotopic version of lysine into proteins of control and overexpressing *Padi2* cell lines, respectively. The proteomes of fully light (L) and heavily (H) labeled cells were mixed 1:1, and the relative dissimilarities in the proteome citrullination target sites of these cell populations were determined and quantified using mass spectrometry (Figure 5C; STAR Methods). Interestingly, we observed a striking difference in the number of citrullination targets and ratios between proliferating and differentiating Oli-neu cells (Figure 5D). In the proteome of proliferating Oli-neu, we found up to 151 citrullination sites, of which 81 were upregulated (H/L SILAC ratio higher than 1.5) with *Padi2* overexpression. In contrast, up to 500 citrullination sites were identified in differentiating Oli-neu cells, of which 347 were upregulated upon *Padi2* overexpression (Figure 5D; Table S1). These observations indicate that OLs have an intracellular environment that is more permissive to PAD2 activity than OPCs.

We also uncovered citrullination sites arising only with *Padi2* overexpression (no H/L SILAC ratio with peptides detected only in heavy proteomes; Figure 5E; Table S1). Consistent with our previous observations on the localization of PAD2 in the OL lineage (Figures 4A and 4B), PAD2 targets were not only cytoplasmic, such as ribosomal proteins and myelin proteins (such as HSPA8, CNP and RAB1, ENO1 and EEF1A; Jahn et al., 2009), but also nuclear (Figure 5E; Table S1). Chromatin components and modulators such as histone H1 (HIST1H1B), histone H2b (HIST1H2BA), histone H3 (HIST1H3), the histone demethylase KDM3B, and the chromodomain helicase DNA binding protein 6 (CHD6), among others, were identified to be citrullinated by PAD2 at specific arginines (Figure 5E). We also observed citrullination of several RNA binding proteins, consistent with the abundance or arginines in their RNA binding motifs (Figure 5F). Gene Ontology (GO) analysis indicated that proteins citrullinated by PAD2 are involved in translation, ribosomal biogenesis, and nucleosome assembly in both proliferating and differentiating conditions and RNA splicing, RNA processing, and posttranscriptional regulation of gene expression in differentiating conditions (Figure 5F; Table S4). Thus, PAD2 activity is not circumscribed to myelin and cytoplasmic proteins but is also relevant to nuclear processes.

### PAD2 Protein-Protein Interaction Network Is Enriched in Cytoplasmic and Myelin Proteins

Our data suggest that PAD2 might be involved in different biological cell processes occurring both in the nucleus and in the cytoplasm. To further explore the PAD2 role in OL lineage cells, we identified the PAD2 protein interactors by pulling down biotin-tagged PAD2. Control (expressing biotin ligase, BirA, and empty vector) and biotin-tagged *Padi2* (bio*Padi2*) Oli-neu cell lines (expressing BirA and the biotin-tagged *Padi2*) were fed with ^12^C or ^13^C isotopes, respectively, immunoprecipitated with streptavidin beads, and combined for further mass spectrometry analysis (Figure 6A). As expected, PAD2 was the protein enriched the most (Figure 6B). We uncovered up to 74 shared PAD2 protein interactors in proliferating and 2 days differentiated Oli-neu cells (Figures 6B–6E; Table S2), including nuclear proteins such as elongator protein complex 1 (ELP1). Nevertheless, the number of interactors was much smaller than citrullination targets, suggesting that most of the PAD2 interactions leading to citrullination are transient and cannot be captured. Yet, GO analysis of the biological processes showed common categories with the GO analysis of the PAD2 citrullination targets, such as translation and posttranscriptional regulation of gene expression (Figure 6D), suggesting once again a role for PAD2 in these processes. Interestingly, one of the categories in the GO analysis, the intracellular protein transport, comprises RAN and KPNB1, two key regulators for active nuclear transport, which suggests that these proteins can be involved in the PAD2 nuclear-cytoplasmic shuttling (Table S2). When performing GO analysis for the cellular component, we also have identified a myelin sheath component of PAD2 interactors (Figure 6E, myelin sheath partners highlighted in red; Table S4). Furthermore, comparison with a previously published myelin proteome (Jahn et al., 2009) uncovers additional myelin proteins that interact with PAD2, such as WDR1 and FASN, among others (Figure 6E; Table S2). Thus, although interactions of PAD2 with nuclear proteins might be more transient, we observed several myelin proteins interacting with this enzyme.

**Figure 6:**
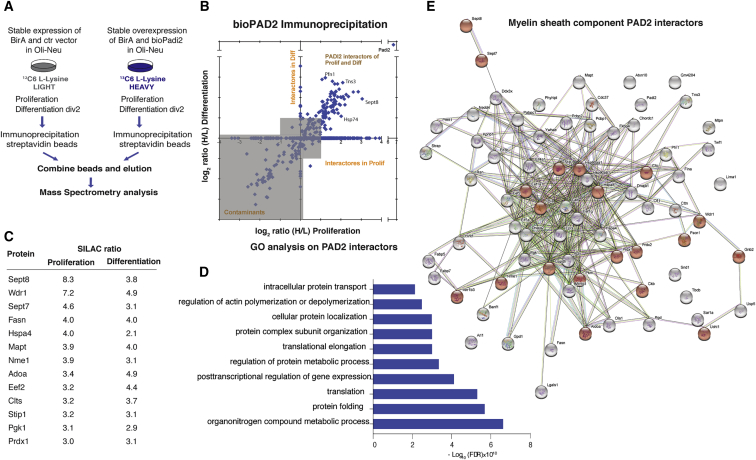
PAD2 Protein Interactors in Oli-neu Cells (A) Schematic representation of the strategy used to uncover PAD2-interacting proteins by means of SILAC followed by mass spectrometry. Control cells (expressing biotin ligase BirA and empty vector) and biotin-tagged *Padi2* (bio*Padi2*) cell lines (expressing BirA and the biotin-tagged *Padi2*) are fed with ^12^C (light) and ^13^C (heavy) media, respectively. Immunoprecipitation (IP) with streptavidin beads is performed on the same amount of proteins collected from control or bio*Padi2* cells. After IP, the streptavidin beads from the two conditions are mixed are analyzed using mass spectrometry. (B) Graph plot representing all detected immunoprecipitated proteins by mass spectrometry in both proliferating and upon 2 days differentiation of Oli-neu cells. Ratios are represented as log_2_(H/L ratio) and PAD2-interacting proteins were considered for analysis when displaying a threshold above 1 and detected in both proliferation and differentiation (all targets in the upright quadrant). (C) Short list of the top ten PAD2-interacting proteins that were previously shown in the myelin proteome. (D) GO analysis for biological processes on the PAD2 interacting proteins. The most significant categories (+/− Log10 (false discovery rate)) were plotted. (E) Network analysis of all PAD2 interactors, proteins found on the cellular component GO analysis for the myelin sheath are highlighted in red. See also Tables S2 and S4.

### Histone Citrullination by PAD2 Is Associated with Regulation of OL Differentiation Genes

Because we found PAD2 in the nucleus of OL lineage cells and identified several chromatin-associated proteins as targets of PAD2, we investigated whether citrullinated nuclear proteins, such as histones, are present in OL lineage cells using an orthogonal technique. Indeed, western blot analysis of histone citrullination showed the presence of histone H3R_26_Cit and histone H3R_2+8+17_Cit in proliferating Oli-neu cells (Figure 7A). Treatment with 200 μM of the pan PAD inhibitor Cl-amidine or 60 μM of 2-CA led to a reduction on these modifications (Figure 7A). We also observed increases of histone H3R_2+8+17_Cit and Histone H3R_26_Cit in the *Padi2*-overexpressing cell lines, indicating that PAD2 is mediating histone H3 citrullination and thus acts as an epigenetic regulator in OL lineage cells (Figure 7B). Although the expression of *Mog*, *Sox10*, and *Sox9* was not altered upon *Padi2* overexpression, we observed upregulation of *Mbp* in differentiating cells (Figure 7C), corroborating their downregulation upon PAD2 inhibition or *Padi2* knockdown (Figure 2). Thus, histone citrullination might be one of the mechanisms by which PAD2 regulates the transition of OPCs to NFOLs.

**Figure 7:**
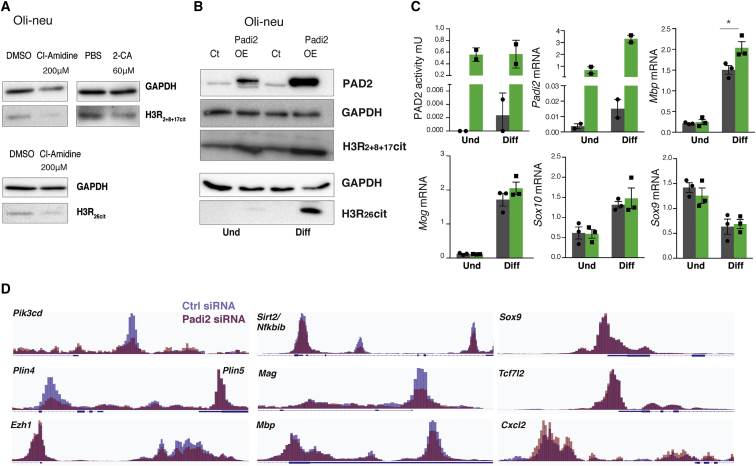
PAD2 Citrullinates Histones and Regulates the Expression and Chromatin Accessibility of Genes Involved in OL Differentiation (A) Western blot for H3R2+8+17cit and H3R26cit upon treatment of proliferating Oli-neu cells with either DMSO or Cl-amidine 200 μM for 2 days. GAPDH signal is an internal loading control. Images represent n = 2. (B) Western blot analysis for PAD2, histone H3R2+8+17cit, and H3R26 on *Padi2*-overexpressing cell line versus control. GAPDH was used as a loading control. Representative images of n = 3. (C) Analysis of Oli-neu cell line overexpressing *Padi2* or scramble control. *Padi2*-overexpressing cells display higher PAD activity, as assessed using the ABAP kit assay, and high mRNA *Padi2*, as assessed using qRT-PCR. Comparative gene expression gene analysis of proliferating and undifferentiated (Und) Oli-neu cells and 2 days differentiated Oli-neu cells (Diff) overexpressing *Padi2*, n = 3 (*Mbp*, *Mog*, *Sox10*, and *Sox9*). Means ± SEM are shown; ^∗^p < 0.05, two-tailed t test. (D) IGV genome browser overlay views depicting chromatin accessibility (assessed using ATAC-seq) near transcription start sites, in Oli-neu cells transfected with control (Ctrl) siRNAs (blue) and siRNA against Padi2 (red) (n = 3, samples pooled for visualization, same scale for Ctrl siRNA and Padi2 siRNA). See also Tables S3 and S4.

### *Padi2* Knockdown Results in Reduced Accessibility in OL Differentiation Genes

To further examine the possible role of PAD2 in transcriptional regulation and the chromatin structure, we investigated if the knockdown of *Padi2* would affect the chromatin accessibility. We performed assay for transposase-accessible chromatin using sequencing (ATAC-seq; Buenrostro et al., 2013) to identify changes in accessibility of regulatory regions in differentiating Oli-neu upon knockdown of *Padi2* with siRNAs (Figure 7D). Interestingly, we observed a general reduction in accessibility upon knockdown of *Padi2* (Figures 7D and S3A; Table S3). 

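Acetylation of lysine 27 of histone H3 (H3K27ac), a histone mark of active promoters and enhancers, was mapped by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in Oli-neu cells, a mouse cell line of the oligodendrocyte lineage. Proliferating and differentiating cells gave 1 library each, so no difference between the 2 states can be set against a spread between replicates, and no test between them was run. The paper's culture methods give 2 days of differentiation for Oli-neu cells, whereas the labels of the deposited samples give 1 day. By the paper's methods, the authors aligned the reads to the mouse genome (GRCm38/mm10) and kept uniquely mapped reads without PCR duplicates. They called broad peaks in each library and filtered these against blacklisted regions, a step not repeated here. Wide peaks in repeats and at a ribosomal RNA gene remain in the deposited lists. The paper's depths are 17000000 uniquely mapped reads for the proliferating library and 19500000 for the differentiating library. It gives them before the step that removes PCR duplicates. The deposited lists give peaks and no read counts, so the depth behind a single peak is unknown. Each peak carries the authors' fold enrichment, a ratio, and its significance on a −log10 scale, and these were ranked only within their own list. The proliferating list holds 28924 peaks that cover 22.0 Mb, or 0.808% of the genome, with a mean width of 761 bp. The differentiating list holds 27965 peaks that cover 23.5 Mb, or 0.863% of the genome, with a mean width of 841 bp. Genes were taken from GENCODE release M21, which is on the same genome build, and promoter regions reach from 3000 bp upstream to 100 bp downstream of the transcription start site (TSS) of a protein-coding gene. The reads of the 6 ATAC-seq samples, 3 with siCtrl and 3 with siPadi2, were not analysed here.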

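Among 26 genes that the paper names for chromatin accessibility or mRNA levels, or that belong to the Padi family, 5 had an H3K27ac peak in the promoter region in proliferating Oli-neu cells, 6 in differentiating cells and 8 in either state. Counting the TSS of every annotated transcript moved the last number most among the promoter definitions, to 13 genes. Sox10 (ENSMUSG00000033006.10, chromosome 15, TSS at 79165240 on the minus strand) had a peak over its TSS in both states, from 79163884 to 79166626 in proliferating cells and from 79163097 to 79166750 in differentiating cells. These peaks ranked above 95.1% and 92.5% of the peaks of their lists by −log10 q. The promoter region of Olig2 (ENSMUSG00000039830.9, chromosome 16, TSS at 91225457) also held a peak in both states, at percentiles 73.6 and 93.6. Padi2 had promoter peaks in both states as well, with a fold enrichment of 9.13 in proliferating cells and 8.57 in differentiating cells. Every peak over this gene lay on a coding exon. DNA that holds Padi2 exons without introns, such as an expression construct, may be their source, so Padi2 is counted here with that limit. Sox9 and Tcf7l2 had a promoter peak in the proliferating list alone, and Id1, Plin4 and Plin5 in the differentiating list alone. With a region of 1000 bp on both sides of the TSS, Tcf7l2 had a peak in both lists, and Olig2 had none in the differentiating list. With −log10 q of at least 5 in both lists, only Padi2 and Plin5 kept a promoter peak. Genes without a promoter peak in either list included Pik3cd, Ezh1, Sirt2, Mag, Mbp, Mog, Cxcl2, Hspb8, Gabra6, Nfkbib, Pdgfra, Gfap, Cnp and the other Padi genes. For Ezh1 the nearest peaks began 3760 bp and 3345 bp from the TSS in proliferating and differentiating cells, and for Mog they lay 4974 bp and 4777 bp from it, so a region that begins 6000 bp upstream includes them. For Cnp the nearest peaks lay 156 bp and 158 bp from the TSS, downstream of the promoter region.
The paper's Table S3 marks each accessible region with or without H3K27ac, and 1869 of its 4853 regions with a significant change were at hand. Of 10 regions listed for named genes among these, the paper tagged 6 with H3K27ac, and 5 of the 6 overlapped a peak of either state. None of the 4 regions without the paper's tag did.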

We further investigated accessibility of OL enhancers and promoters, presenting H3K27ac in Oli-neu cells (see STAR Methods) or H3K27ac and/or H3K4me3 in OPCs (Lu et al., 2016). Indeed, we observed decreased chromatin accessibility in regulatory regions of genes such as *Pik3cd*, *Plin4*, and *Ezh1*. Importantly, we also observed such reduction in accessibility in important regulators of OL myelination, including *Sirt2*, *Mag*, and *Mbp* (Figure 7D) and in *Plp1*, *Sox10*, and *Mog*, although to a minor extent (Figure S3A). Accordingly, GO analysis indicated an enrichment in regulatory regions of genes involved in lipid metabolism (Figure S3B; Table S4). Nevertheless, PAD2 appears to target specific regulatory regions, because we did not find regulation of chromatin accessibility at regulatory regions of other genes modulating OL differentiation, such as *Sox9*, *Tcf7l2* (Figure 7D), *Id1*, and *Olig2* (Figure S3A). Interestingly, we also find a cohort of genes in which accessibility of their regulatory regions was instead increased by Padi2 knockdown, including *Cxcl2* (Figure 7D), *Hspb8*, and *Gabra6* (Figure S3A). GO analysis indicated involvement in the processes of chemotaxis, Polycomb activity, and apoptosis, among others (Figure S3B; Table S4). As such, recruitment of PAD2 to specific regulatory regions in OLs regulates their accessibility, which will also ultimately modulate transcriptional output, as observed for *Mog*, *Mbp*, and *Sox10*.

## Discussion

The formation of myelin is a fundamental biological process that encompasses subsequent steps of OPC specification, differentiation, and myelin sheath formation and wrapping of axons. Our study highlights PAD2 as an important player in these last two steps by (1) facilitating OPC differentiation and influencing the OL epigenetic landscape through histone citrullination and (2) interacting with and mediating the citrullination of several myelin protein components. Although *Padi2* expression in OLs and its occurrence in myelin were described before (Wood et al., 2008), we report its presence in OPCs and the dramatic upregulation of *Padi2* in the transition from OPCs to NFOLs and its function facilitating OL lineage progression. To uncover PAD2 mechanisms of action, we further determined the citrullination targets and the binding partners of PAD2. Our data revealed proteins citrullinated by and interacting with PAD2, both located in the nuclear and cytoplasmic compartments. We also demonstrate, using different *Padi2* KO mouse lines, that PAD2 is important for OL development and motoric and cognitive behavior. Our findings indicate that PAD2-mediated citrullination is required for efficient OL development, not only acting as a myelin modulator, through MBP citrullination, but also displaying other functions in the cytoplasm and nucleus, for instance as an epigenetic modulator. Additional mechanisms underlying PAD2 actions in OPC differentiation remain to be investigated.

Using an unbiased proteomics methodology based on SILAC followed by mass spectrometry, we revealed hundreds of citrullination protein targets and the respective arginine locations, some of those in core histones such as HIST1H1, HIST1H2, and HIST1H3. PAD2-mediated H3R_26_Cit has been shown to lead to local chromatin decondensation and targeted transcriptional activation in breast cancer cells (Guertin et al., 2014). In a similar manner, when we knocked down *Padi2*, we observed a general decrease in chromatin accessibility, as revealed by ATAC-seq. Furthermore, upon PAD inhibition or *Padi2* knockdown, we observed a decrease in the pro-differentiation and myelin genes such as *Mbp*, *Mog*, and *Sox10*, suggesting that PAD2 might be locally enhancing transcription through histone H3 citrullination.

Interestingly, we detected HIST1H1C citrullination on arginine (R) R54 in our cells. This modification was previously described to induce global chromatin decondensation in induced pluripotent stem (iPS) cells (Christophorou et al., 2014) and to be specifically mediated by PAD4, which suggests that there is an overlap of the substrates of PAD2 and PAD4. Moreover, H3R_2+8+17_Cit was also induced upon *hPadi4* overexpression (Christophorou et al., 2014). hPAD2 and hPAD4 were shown to exhibit different substrate preferences and hPAD4 had more pronounced substrate specificity, in both Cos-1 and HEK cells or by adding recombinant hPADs to cell lysates (Assohou-Luty et al., 2014). Additional hPAD2 targets were disclosed by overexpressing hPAD2 in HEK cells using a different technology (Lewallen et al., 2015). Although these are targets for hPAD2 in different human cell types, we observed many common targets with our mouse OL lineage cells, such as ribosomal proteins and splicing factors. Thus, PAD2 might have a widespread and undetermined role in basic cellular processes such as mRNA splicing and translation.

Differentiated Oli-neu cells displayed considerably more citrullination targets, higher citrullination activity in basal conditions with the ABAP kit, and a more pronounced increase in H3R_2+8+17_Cit and H3R_26_Cit upon *Padi2* overexpression, suggesting that PAD2 activity can be enhanced upon differentiation. In agreement, most of PAD2 effects are more noticeable upon OPC differentiation. Of note, PAD activity can also be context dependent, as these enzymes need a high concentration of calcium to become active, and calcium signaling has been shown to be fundamental for OPC migration, differentiation, and myelination (Pitman and Young, 2016). Although several citrullination targets found in proliferating and 2 days differentiated Oli-neu were common and/or showed additional citrullinated arginine in differentiation, they did not overlap completely, indicating that there is a preference for the targeted arginine between these conditions that could be due, for instance, to differences in binding partners. Likewise, not all proteins found to interact with PAD2 were citrullinated, and vice versa. Nevertheless, GO analysis for the biological processes on the PAD2 interactors also revealed categories similar to the citrullination targets, such as translation and posttranscriptional regulation of gene expression, reinforcing once again a putative role for PAD2 in these processes.

Mice overexpressing *Padi2* under the *Mbp* promoter display abnormal myelination with structural changes of the myelin (Musse et al., 2008). This effect was attributed to the increased citrullination of MBP and also of histones that would ultimately cause OL apoptosis (Musse et al., 2008). However, a striking finding in our study is the abundance of myelin component proteins within the interactors of PAD2, which might also mediate the effect of PAD2 on myelin when overexpressed (Musse et al., 2008). Citrullination of myelin proteins is naturally occurring, and thus normal citrullination levels must certainly have a physiological function. 2′,3′-Cyclic-nucleotide 3′-phosphodiesterase (CNPase), which has an important role in the generation of cytoplasmic channels in OLs (Snaidero et al., 2017), displayed PAD2-mediated citrullination of several arginines (Table S1). It is possible that hypocitrullination of CNPase upon knocking out PAD2 could lead to disruption of cytoplasmic channels and ultimately to the observed defects on myelination in our *Padi2* fKO mice (Figure 7). Further investigation would be necessary to determine which citrullination targets of PAD2 in the myelin could be responsible for these defects.

We found that PAD2 absence in OL lineage cells caused decreased OL cell density in the spinal cord in juvenile mouse and a decrease in the number of myelinated axons in the corpus callosum of adult mice that were reflected in motor and cognitive dysfunctions. Because *Pdgfra* and *Padi2* can also be co-expressed in other non-CNS cells, such as Schwann cells, the impairment on motor functions could also be due to the absence of PAD2 in peripheral cells. However, overexpression of *Padi2* did not have any effect on the peripheral myelin (Musse et al., 2008), and the electron microcopy and OL density analysis in the brain and spinal cord (Figure 7) indicated a phenotype in OLs. In addition, the cognitive behavior test also supports a CNS-specific PAD2 effect.

Analysis of single-cell RNA-seq data (Figure S1) suggested that PAD2 is the only member of the PAD family robustly expressed in the OL lineage. Although PAD4 was identified by immunohistochemistry in the myelin (Wood et al., 2008), we could not detect *Padi4* mRNA in any OL lineage cell tested, nor it was identified in the myelin proteome (Jahn et al., 2009). However, we did detect very low mRNA levels of *Padi3* and *Padi1* in Oli-neu cells and found it expressed in very few cells in OPCs or OLs collected from P90 brains (data not shown). As such, we cannot rule out that these PADs have a function in OL lineage progression and that compensatory mechanisms might be operational upon PAD2 knockdown, KO, or inhibition, particularly as PADs can have overlapping substrates.

PAD2 has been long investigated in the context of MS because MBP hypercitrullination is a hallmark of the disease (Yang et al., 2016). Our study demonstrates that PAD2-mediated citrullination is also required for OL lineage progression and myelination and uncovers several citrullination targets in the OL lineage. Thus, targeted activation of PAD2 in the OL lineage might be beneficial in the context of remyelination in diseases as MS.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Chicken polyclonal anti-GFP	abcam	ab13970; RRID:AB_300798
Mouse monoclonal anti-CC1 (anti-APC)	Millipore	OP80; RRID: AB_446161
Mouse monoclonal anti-CNP	abcam	ab6319; RRID:AB_2082593
Rat monoclonal anti-MBP (ICC)	abcam	ab7349; RRID:AB_305869
Mouse monoclonal anti-MBP (Western)	Covance	SMI99; #808402 RRID:AB_10120129
Rabbit polyclonal anti-PAD2	ProteinTech	12110-1-AP; RRID:AB_2159475
Rabbit polyclonal anti-cleaved Casp3	Cell Signaling Technology	9661; RRID:AB_2341188
Rabbit polyclonal anti-GFAP	Dako	Z0334; RRID:AB_10013382
Rabbit monoclonal anti-GAPDH	Cell Signaling Technology	5174S; RRID:AB_10622025
Rabbit polyclonal anti- H3Cit2+8+17	abcam	ab5103; RRID:AB_304752
Rabbit polyclonal anti-H3Cit26	abcam	ab19847; RRID:AB_873856
Mouse monoclonal H3K27ac	Millipore	17-683; RRID:AB_1977529
Mouse monoclonal anti-A2B5	Miltenyi Biotec	Clone 105HB29, 130-093-582; RRID:AB_10827602
Mouse Monoclonal anti-β-ACTIN	Sigma	Clone AC15, #A5441; RRID:AB_476744
Mouse monoclonal anti-MBP (Western)	Covance	SMI99; RRID:AB_10120129
Rat monoclonal anti-CD140a	BD Bioscience	Clone APA5, #562777; RRID:AB_2737788
rat anti-mouse IgM beads	Miltenyi	130-047-302; RRID:AB_244359

**Experimental models: Organisms/Strains**		

Mouse: Pdgfrα-CreERT	The Jackson Laboratory	B6N.Cg-Tg(Pdgfra-CreERT)467Dbe/J; RRID:IMSR_JAX:018280
Mouse: Pdgfrα-Cre	The Jackson Laboratory	C57BL/6-Tg(Pdgfra-cre)1Clc/J; RRID:IMSR_JAX:013148
Mouse: Pdgfrα-H2BGFP	Philippe Soriano	B6.129S4-Pdgfra^tm11(EGFP)Sor^/J; RRID:IMSR_JAX:007669
Mouse: RCE: loxP	Gord Fishell, Harvard Medical School	Gt(ROSA)26Sor^tm1.1(CAG-EGFP)Fsh^ in CD1 background; RRID:MMRRC_032037-JAX
Mouse: *Padi2*^*tm1a*(KOMP)Wtsi^ knockout first (promoter driven)	UC Davis KOMP Repository	C57BL/6N-A^tm1Brd^*Padi2*^*tm1a*(KOMP)Wtsi^; RRID:IMSR_KOMP:CSD29542-1a-Wtsi
Mouse: Flp deleter	The Jackson Laboratory	B6; SJL-Tg(ACTFLPe)9205Dym/J; RRID:IMSR_JAX:003800
Mouse: C57BL/6-PAD2-KO	Kerri Mowen, Scripps Research Institute	N/A

**Experimental models: cell line**		

Oli-neu	Jacqueline Trotter, Johannes Gutenberg University, Germany	RRID:CVCL_IZ82
Oli-neu + Padi2_Zc_Green	This paper	N/A
Oli-neu + pB-CAG-Ctr + PBase	This paper	N/A
Oli-neu + pB-CAG-Padi2 + PBase	This paper	N/A
Oli-neu + pB-CAG-BirA + PB-CAG-IRES-GFP + pBase	This paper	N/A
Oli-neu + pB-CAG-BirA + pB-CAG-*bioPadi2*-IRES-GFP + PBase	This paper	N/A

**Recombinant DNA**		

pZsGreen1-N1	Clontech	Cat#632448
pDEST HYGRO	Christophorou et al., 2014	N/A
PBase	Christophorou et al., 2014	N/A
pCAG-DEST-Ctr	Christophorou et al., 2014	N/A
pCAG-Padi2-Hygro	This paper	N/A
pCAG-bioPadi2-IRES-GFP	This paper	N/A
pCAG-IRES-GFP	This paper	N/A
PB-CAG-eGFP	Chen and LoTurco, 2012	N/A
pCALNL-IRES-GFP	Dra. Ursula Wyneken, Universidad de los Andes, Chile	N/A
pEF1aFlagbio (FLBIO)-puro	Stuart Orkin, Harvard Medical School, US (Kim et al., 2009)	N/A
pEF1aBirAV5-neo	Stuart Orkin, Harvard Medical School, US (Kim et al., 2009)	N/A

**Oligonucleotides**		

ON-TARGETplus Non-targeting siRNA #1	Dharmacon GE Healthcare	D-001810-01-20
mouse *Padi2* sense: 5′ CGUACGUGAUGGAGA GGCAUU 3′	This paper	N/A
mouse *Padi2* antisense: 5′ UGCCUCUCCAUCA CGUACGUU 3′	This paper	N/A
Primers for genotyping, see Table S5	This paper	N/A
Primers for qPCR, see Table S5	This paper	N/A

**Critical Commercial Assays**		

Neural tissue dissociation kit (P)	Miltenyi	130-092-628
miRNeasy mini kit	QIAGEN	217004
MaxTract High density	QIAGEN	29046
SILAC Advanced DMEM/F12-FLEX kit	Life Technologies/Thermo Fisher Scientific	MS10033
Antibody Based Assay for PAD activity (ABAP) kit	Modiquest Research	MQ17.101-96
High-Capacity cDNA Reverse Transcription Kit	Applied Biosystems	4368813

**Chemicals, enzymes and recombinant Proteins**		

Gateway® LR Clonase® II Enzyme mix	Invitrogen, ThermosFisher Scientific	11791020
Gateway® BP Clonase® II Enzyme mix	Invitrogen, ThermosFisher Scientific	11789020
Poly-L-lysine	Sigma	P4707
Fibronectin	Sigma	F1141
NeuroBrew	Miltenyi	Miltenyi 130-093-566
bFGF	Peprotech	100-18B
PDGF-AA	R&D	520-BB-050
T3	Sigma	T6397
L-thyroxine	Sigma	89430
N2 supplement	Life Technologies/Thermo Fisher Scientific	17502048
Accutase solution	Sigma	A6964
Erb inhibitor (PD174265)	St Cruz	sc-204170
Cl^−^Amidine	Millipore	506282
Cl^−^Amidine	Cayman Chem	10599
2-chloroacetamidine	Sigma	C0267
Lipofectamine® 2000	Invitrogen, ThermosFisher Scientific	11668019
Hygromycin B Gold	InvivoGen	Ant-hg-1
Fast SYBR® Green Master Mix	Applied Biosystems	4385616
Tamoxifen	Sigma	T5648
ECL™Prime Western Blotting Detection Reagent	GE Heathcare	RPN2236
Supersignal west femto	ThermoFisher Scientific	34095
Streptavidin beads, DB Myone Streptavidin T1	Invitrogen, ThermosFisher Scientific	65601
Protease Inhibitors	Sigma	11873580001
Phenol:Chloroform:Isoamyl (25:24:1)	Invitrogen, ThermosFisher Scientific	15593031
Nextera Tn5 Transposase	Illumina	#FC-121-1030

**Deposited data**		

ChIP seq	This work	GEO: GSE115929

**Software and algorithms**		

Cytoscape	Shannon et al., 2003	http://www.cytoscape.org/; RRID:SCR_003032
Cell profiler	Broad Institute, Cambridge, MA	RRID:SCR_007358
GraphPad Prism 6	www.graphpad.com	www.graphpad.com; RRID:SCR_002798
Mass Spectrometry, Ver. 1.3.0.5	MaxQuant	RRID:SCR_014485
Fiji (ImageJ), Ver. 1.0	https://fiji.sc	RRID:SCR_002285
PeakAnalyzer	Salmon-Divon et al., 2010	RRID:SCR_001194
Bowtie2	Langmead et al., 2009	RRID:SCR_005476
Cutadapt 1.9.1	Martin, 2011	RRID:SCR_011841
SAMtools	Li et al., 2009	RRID:SCR_002105
MACS2	Zhang et al., 2008	https://github.com/taoliu/MACS/, RRID:SCR_013291
Picard 1.126	Broad Institute. “Picard.” (2014).	http://broadinstitute.github.io/picard/; RRID:SCR_006525
bedtools.2.17	Quinlan and Hall, 2010	RRID:SCR_006646
Deeptools2	Ramírez et al., 2016	https://deeptools.readthedocs.io/en/develop/; RRID:SCR_016366

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Goncalo Castelo-Branco ().

### Experimental Models and Subject Details

#### Transgenic Mice Strains

All mice were maintained under a pathogen-free environment at the animal facility. Animals were used in adult stage, between 10-12 weeks old and both genders were included. The following light/dark cycle was used: dawn 6.00-7.00; daylight 07.00-18.00; dusk 18-00-19.00; night 19.00-06.00. A maximum of 5 adult mice per IVC-cage of type II Allentown. Breedings were done with 1 male and up to 2 females. All experimental procedures were performed following the guidelines and recommendations of local animal protection legislation and were approved by the local committee for ethical experiments on laboratory animals (Stockholms Norra Djurförsöksetiska nämnd in Sweden). The following transgenic mice strains were used:

*Pdgfra*-H2BGFP knock-in mice(Klinghoffer et al., 2002) where H2B-eGFP fusion gene is expressed under the promoter of *Pdgfra. Pdgfra*-H2BGFP pups of both genders from postnatal day P1 to P4 were used for primary cultures.
*Pdgfra*-Cre BAC transgenic mice (The Jackson Laboratories, CA, USA), where Cre recombinase is under the control of the *Pdgfra* promoter;
RCE:loxP, an EGFP reporter mice (Gord Fishell, NYU Neuroscience Institute);
*Pdgfra*-CreERT BAC transgenic mice (The Jackson Laboratories, CA, USA)
*Padi2*^*tm1a*(KOMP)Wtsi^ (UCDAVIS KOMP Repository Knockout Mouse Project)
*Actb*:FLPe (The Jackson Laboratories, CA, USA).
All individual mice strains were in a C57BL/6NJ genetic background, at the exception of RCE:loxP-GFP that was in a CD1 background.
*Padi2*^fl/fl^ was generated by breeding *Padi2*^*tm1a*(KOMP)Wtsi^ with Flp deleter mice. *Padi2*^fl/fl^ mice were crossed with RCE:loxP, *Pdgfra*-Cre or *Pdgfra*-CreERT.

PdgfraCre; RCE:loxP and PdgfraCre; RCE:loxP; Padi2 mouse lines were used for qPCR analysis at several ages (postnatal P1-P4, juvenile P21 and adult P60) with both genders included. Behavioral analysis of PdgfraCre; RCE:loxP; Padi2 was performed in 4 month adult and both genders were included. Immunohistochemistry analysis was performed in both juvenile P21 (both genders included) and 4-month old adults (only females).

Tamoxifen (Sigma T5648) was dissolved in corn oil and administrated i.p. in P6 *Pdgfra*-CreERT;RCE:loxP;*Padi2*^fl/fl^ pups at a dose of 2mg/40 g. Brain and spinal cord were subsequently collected at P11. Genders were not confidently determined at this age in these pups.

Use of full PAD2 KO mice was strictly compliant with the guidelines set forth by the US Public Health Service in their policy on Human Care and Use of Laboratory Animals, and in the Guide for the Care and Use of Laboratory Animals. Mice were maintained under a pathogen-free environment at the animal facility of Mount Sinai Medical Center. All procedures received prior approval from the Institutional Animal Care and Use Committee (IACUC). The C57BL/6-PAD2-KO mice were obtained from the Scripps Research Institute (Kerri Mowen’s laboratory) which was originally from Lexicon Genetics (Woodlands, TX). Behavioral analysis was performed in 4 month old mice, both genders were included. EM analysis comprised 7 month old males.

#### Cell Lines

Oli-neu + Padi2_Zc_Green, Oli-neu + pB-CAG-Ctr + PBase, Oli-neu + pB-CAG-Padi2 + PBase, Oli-neu + pB-CAG-BirA + PB-CAG-IRES-GFP + pBase and Oli-neu + pB-CAG-BirA + pB-CAG-*bioPadi2*-IRES-GFP + PBase were all generated in this paper from Oli-neu cell lines donated by Jacqueline Trotter, Johannes Gutenberg University, Germany.

### Methods Details

#### Genotyping of Padi2^fl/fl^ Mice

We have assessed the presence of the floxed cassette and the product of the Cre/CreERT mediated DNA deletion (Figure S2A) by performing genotyping in mouse ear or tail DNA. Mouse ear and tail DNA have Pdgfra positive and negative cells and therefore allowed us to classify mice as WT, hetero or homozygous for the floxed cassette but also for the presence or absence of a PCR product band that occurs only when Cre/CreERT is active (post-cre band). We also confirmed the disruption of Padi2 mRNA, at P4 and P21, by qPCR in Figure S2B.

DNA was extracted by incubating biopsies at 98°C for 1h in 75ul of NaOH25mM/EDTA 0.2mM. The reaction was neutralized by adding 75ul of TrisHCl 40mM pH5.5. After centrifugation for 4min at 4000rpm 2 μL were collected and used in PCR reaction using DreamTaq Green PCR Master Mix 2x (Thermo Scientific K1081) following manufacturer’s instructions. Primers:

Padi2-F:AGTTAGAGGCCAACTGTGTGAGACC
Padi2-ttR: CCAGAAAGGACCCACATTCAAGAGC
Padi2-R: AGACTCTGTGCTGACATTCTCAGGG

#### Behavioral Analysis

For the beam balance test the fine motor coordination and balance was assessed by beam walking assay. Performance on the beam was quantified by measuring the time taken by the mouse to traverse the beam and the number of paw slips that occurred in the process. The beam apparatus consisted of a PVC plastic beam (1.2 cm wide × 100 cm long) located 50 cm above the table top on two poles. A black box was placed at the end of the beam as the finish point. Nesting material and feces from home cages was placed in the black box to attract the mouse to the finish point. A nylon or cotton pad was placed below the beam, to cushion any falls. Mice were trained three times a day for two consecutive days until they were able to cross the beam without hesitation. No data were collected during these sessions. During the test session, the time needed to cross the beam and the number of paw slips were recorded. The beam and box were cleaned of mouse droppings and wiped with 70% ethanol before the next animal was placed on the apparatus.

The novel object recognition task was conducted as described previously (Fortress et al., 2013), and was used to assess the non-spatial hippocampal memory. A mouse was presented with two similar objects during the first session, and then one of the two objects was replaced by a new object during a second session. The amount of time taken to explore the new object provided the index of recognition memory. The task consisted of habituation, training, and testing phases conducted on separate days. During habituation, mice were allowed to freely explore an empty white box (60 cm wide × 60 cm long × 47 cm high) for 5 min/day for two days. Twenty-four hours later, mice were re-habituated (familiarization session) in the same box for 10 min, with two identical objects placed inside, 5 cm away from the walls. Mice were allowed to freely investigate until they accumulated a total of 20 s exploring the objects. Exploration and recognition of the object were determined when the nose of the animal was in contact with an object or directing nose to the object within a defined distance (< 2 cm). Mice were then immediately returned to their home cage. After the familiarization session, the objects and the open field was cleaned with 70% ethanol to minimize olfactory cues. After 1 hour of familiarization session, object recognition was tested, using the same procedure as in training except that one of the familiar objects was substituted with a novel object (cleaned and free of olfactory cues). The position of the novel object (left or right) has to be randomized between each mouse and each group tested. Time spent with each object was recorded using a stopwatch by a trained observer. Mice inherently prefer to explore novel objects; thus, a preference for the novel object indicates intact memory for the familiar object. A discrimination index was calculated according to the following formula: time of novel object exploration/time of novel plus familiar object exploration × 100.

Rotarod behavioral analysis was performed for evaluation of coordination and motor learning. Mice were trained on a Rotarod (Ugo Basile, Comerio VA, Italy) at a constant speed (4 rpm), 120 s per day for 3 consecutive days. Subsequently, test day consisted of three trials on an accelerating rotarod for up to 300 s (starting at 4 rpm accelerating to a final speed of 40 rpm), with mice returned to their home cages for at least 30 min between trials. The time at which each animal fell from the rod was recorded as a measure of motor coordination and repeated-measurements of speed at the time of animal falling were averaged.

#### Electron Microscopy

For EM analysis, deeply anesthetized C57BL/6-PAD2-KO mice (n = 4 per condition) were perfused transcardially using a varistaltic pump (Manostat) with 0.1M PBS (pH 7.4) followed by cold Karnovsky’s fixative (2.0% PFA/2.5% Glutaraldehyde in 0.1M Sodium Phosphate buffer).

Using a McIlwain tissue chopper, coronal brain sections between −2.2 and −2.5 bregma were obtained and corpus callosum tissue was micro-dissected and post-fixed overnight in 2.0% PFA/ 2.5% Glutaraldehyde in 0.1M Sodium Phosphate buffer. The samples were then processed using standard protocols employed by the Stony Brook University Microscopy Core (see below, and Menezes et al. [2014] and Relucio et al. [2009]). The following day (after overnight post-fixation), an additional fixation step was carried out using 2% osmium tetroxide in 0.1M PBS (pH 7.4), after which samples were dehydrated in a graded series of ethyl alcohol. Finally, samples were embedded using Durcupan resin in between two pieces of ACLAR sheets (Electron Microscopy Sciences). Ultrathin sections of 80nm were obtained using a Lecia EM UC7 ultramicrotome and placed on formvar coated slot copper grids (Electron Microscopy Sciences). Uranyl acetate and lead citrate counterstained samples were viewed under a FEI Tecnai12 BioTwinG2 electron microscope. Digital images (minimum 10 per animal, taken at 11,000x) were acquired using an AMT XR-60 CCD Digital Camera system and compiled using Abobe Photoshop software.

G-ratio was determined by dividing the mean axon diameter without myelin by the same axon diameter with myelin. A minimum of 100 healthy axons were considered per animal. To determine the size distribution of myelinated fibers in corpus callosum, diameters of all measured axons were separated into four ranges (0.3-0.6, 0.6-0.9, 0.9-1.2, and >1.2 μm). No axons with diameters smaller than 0.3 μm were considered. Data are expressed as comparison of means between the control and knock-out for each range. Percentage of myelinated axons was determined by placing a centered grid over the image using ImageJ software, and counting whether the axon at each intersection was myelinated or not. Each data point in the graph corresponds to the percentage of myelinated/unmyelinated axons, quantified from 4 animals per each condition (4 wild-type and 4 PAD2 mutant mice). Quantification has been performed by counting at least 100 axons per image, for a total of 10 images per animal. All measurements were acquired on electron microscopy sections images using an ImageJ software. Unpaired t test were performed to assess statistical differences between control and knock out mice for both differences in g-ratio per axon diameter range and percent myelinated axons.

#### Tissue Dissociation

Cells were isolated from postnatal, juvenile, and adult brains from PdgfraCre;RCE:loxP mice, and from juvenile brains from PdgfraCre;RCE:loxP;*Padi2*^+/+^ and PdgfraCre;RCE:loxP;*Padi2^-/-^* mice with Neural (for postnatal) and Adult (for juvenile and adult) Tissue Dissociation kits (P) (Miltenyi Biotec). Cell suspensions were then filtered with 30 μm filter (Partec) and FACS sorted for selection of GFP^+^. FACS sorted cells were collected in Eppendorf tubes, centrifuged at 400xg, resuspended in Qiazol and frozen for further RNA extraction/cDNA synthesis.

#### FACS

GFP^+^ cells were FACS sorted using a BD FACSAria III Cell Sorter B5/R3/V3 system. Cells were collected either in PBS for further RNA extraction processing or in OPC media directly into coated plates. For OPC removal on OL lineage cells from juvenile and adult brains, CD140a (anti-mouse CD140 APC conjugated, BD Bioscience) labeling was performed in tissue-isolated cells and GFP^+^CD140a^+^ cells were excluded. To define the gates for specific CD140a^+^ cells we have performed an additional labeling with APC conjugated IgG (BD Bioscience) as a negative control.

#### Cell Culture

##### Primary OPC Culture

GFP^+^ OPCs were obtained with FACS from P1-P4 brains (mixed genders) from the *Pdgfra*-H2BGFP mouse line. The mouse brains were removed and dissociated in single cell suspensions using the Neural Tissue Dissociation Kit (P) (Miltenyi Biotec, 130-092-628) according to the manufacturer’s protocol. Cells were seeded in poly-L-lysine (O/N) (Sigma P4707) plus fibronectin (1h) (Sigma F1141) coated dishes and grown in proliferation media comprising DMEM/Gmax (life tec 10565018), N2 media (life tec 17502048), Pen/Strep (life tec 15140122), NeuroBrew (Miltenyi 130-093-566), bFGF 20ng/ml (Peprotech 100-18B) and PDGF-AA 10ng/ml (R&D 520-BB-050). For OPC differentiation, cells were left for 2 days in medium without bFGF and PDGF-AA.

##### Oli-neu Cell Culture

Oli-neu cells were grown in poly-L-lysine coated dishes and expanded in proliferation media consisting of DMEM ((life tec 41965062), N2 supplement, Pen/Strep Glu (life tec 10378016), T3 (sigma T6397) 340ng/ml, L-thyroxine (sigma 89430) 400 ng/ml, bFGF 10ng/ml and Pdgf-BB 1ng/ml. For Oli-neu differentiation, media without growth factors was added for two days *in vitro* and in the presence of 1 μM of erb inhibitor (PD174265, St Cruz, ref sc-204170).

##### Rat OPC Cultures

Primary rat OPCs were isolated as reported previously (Liu et al., 2015). Briefly, mixed glia cultures were first derived from rat brain cortex at postnatal day 1. OPCs were selected by the A2B5 antibody followed by purification with the magnetic rat anti-mouse IgM beads (Miltenyi Biotec). Purified OPCs were cultured in the SATO medium supplemented with PDGFA and bFGF, and were induced to differentiate with T3 replacing the growth factors.

Padi inhibition: Oli-neu cells were treated either with Cl^−^Amidine (Millipore 506282 and Cayman Chem 10599) or 2-chloroacetamidine (2CA) (Sigma C0267) at a concentration of 200 μM and 60 μM for one and two days, respectively, in proliferation and differentiation media.

##### SILAC

To generate LIGHT and HEAVY labeled cell lines, Oli-neu cells were grown and expanded in LIGHT (Lysine ^12^C) or HEAVY (Lysine ^13^C) media for at least five passages. The media was prepared with SILAC Advanced DMEM/F12-FLEX kit (Life Tec, MS10033) and contained 0.1% of dialyzed FBS, 10ng/ml bFGF, 10ng/ml PDGF-BB, 400ng/ml of L-thyroxine and 340ng/ml of T3. For the differentiation, growth factors and the FBS were removed.

LIGHT labeled cells lines correspond to all controls, scramble overexpression control and BirA control, while HEAVY labeled cell lines comprise the overexpression of *Padi2* or the biotin-tagged *Padi2*. A control experiment in which control cells were also fed with heavy media and then mixed 1:1 with light control cells was performed in order to confirm that all proteins in heavy conditions were heavily labeled (Figure S2B).

#### Padi2 Overexpression Cell Lines and Knockdown

*Padi2* and Ctr overexpression cell lines were generated by insertion of the following vectors with piggyBac transposon system: pB-CAG-Ctr, pB-CAG-PADI2 for the control and overexpression of Padi2, respectively; pB-CAG-BirA together with pB-CAG-IRES-GFP as a control and pB-CAG-BirA together with pB-CAG-*bioPadi2*-IRES-GFP for the biotin-tagged *Padi2*. BirA and bioPadi2 cDNA were amplified from the plasmids pEF1aBirAV5-neo and pEF1aFlagbio(FLBIO)-puro (Kim et al., 2009) before inserting in piggyback plasmids. The gateway system was used to clone all these vectors in the final piggyback plasmids (Gateway® LR Clonase® II Enzyme mix, Invitrogen/ThermosFisher Scientific, 11791020 and Gateway® BP Clonase® II Enzyme mix, Invitrogen/ThermosFisher Scientific, 11789020). pCAG-IRES-GFP was generated by modifying the donor plasmid (pB-CAG-eGFP) by replacing the eGFP by a IRES-GFP sequence subcloned from the plasmid pCALNL-IRES-GFP). pB-CAG-Ctr, pB-CAG-*Padi2*, pB-CAG-BirA + pB-CAG-IRES-GFP and pB-CAG-BirA + pB-CAG-*bioPadi2*-IRES-GFP were transfected together with piggyBac transposase (pBase) expression vector by lipofection according to the manufacturer’s instructions (Lipofectamine® 2000, Invitrogen 11668019). To select for biotin-tagged *Padi2* and pB-CAG-IRES-GFP vectors cells were FAC sorted for GFP, all the other cell lines express the hygromycin resistance gene in the DNA integrated vectors and were selected and expanded in media containing 200 μgml^−1^ of hygromycin (Hygromycin B gold ant-hg-1, InvivoGen).

For the expression of the fusion *Padi2* plasmid in Oli-neu OPCs, *Padi2* was cloned into the pZsGreen1-N1 plasmid (Clontech, 632448). Oli-neu and primary mouse OPCs were then transfected with these plasmids with Lipofectamine2000 according to the manufacturer’s instructions.

For silencing *Padi2* we used the siDESIGN center from Dharmacon. 

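The 19-nucleotide target of the Padi2 siRNA, CGTACGTGATGGAGAGGCA, matches chromosome 4 of GRCm38 at 1 place, from 140917636 to 140917654 on the plus strand. It lies in exon 2 of Padi2 (ENSMUSG00000028927.6), which spans 140917573 to 140917756 and is 184 bp long, and covers nucleotides 180 to 198 of the 2019 coding nucleotides before the stop codon. The genome reads GAAGGTGTGAAGGTGGAGGT before the target and GAGGAGGTGGTCACCAACGG after it. Among 141767 annotated mouse transcripts of GENCODE M21, the target was found without mismatch in Padi2 alone. No other gene had a site with 1 or 2 mismatches, and 5 other genes had a site with 3. In Oli-neu cells, with 1 library per state, an H3K27ac peak covered the target site in both states. It reached from 140917391 to 140917956 with a fold enrichment of 8.91 in proliferating cells, and from 140917366 to 140917960 with a fold enrichment of 7.69 in differentiating cells. The proliferating list had 10 peaks over Padi2, which touched 16 of its 16 coding exons, and the differentiating list had 9, which touched 14 of them. None of these peaks lay in introns alone. They may come from DNA that holds Padi2 exons without introns, so the peak at the target site need not be H3K27ac at the gene.

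**Figure D1:**
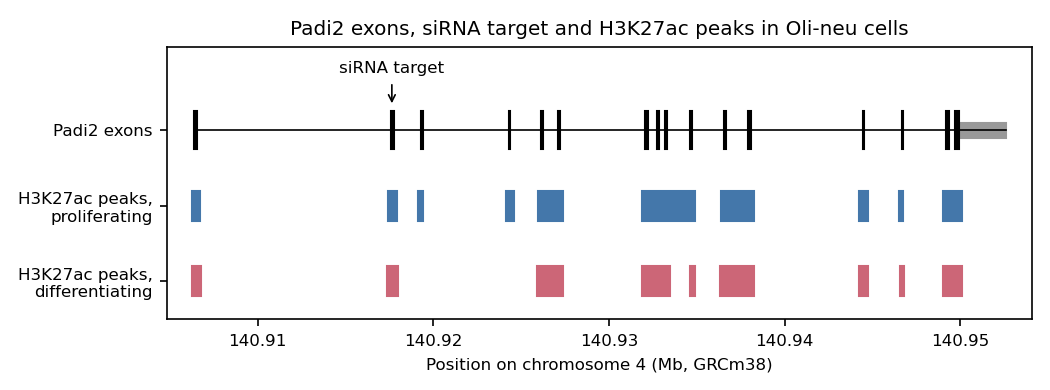
Map of Padi2 on chromosome 4 of GRCm38, with position in Mb on the horizontal axis. Black boxes are the coding parts of the exons, the grey box is the untranslated part of the last exon, the arrow marks the siRNA target in exon 2, and the coloured bars are the H3K27ac peaks of proliferating (10 peaks) and differentiating (9 peaks) Oli-neu cells, each of which overlaps a coding exon.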

The following siRNAs were selected and purchased from Dharmacon GE Healthcare: mouse *Padi2*; sense: 5′ CGUACGUGAUGGAGAGGCAUU 3′; antisense: 5′ UGCCUCUCCAUCACGUACGUU 3′ and ON-TARGETplus Non-targeting siRNA #1 (D-001810-01-20).

Knockdown experiments for *Padi2* were performed both in Oli-neu and mouse primary OPCs with Lipofectamine2000, following manufacturer’s instructions. For mouse primary OPCs, upon 4h of adding the lipids:DNA complexes to the cells, media was changed to either proliferation or differentiation and cells were collected two days after. For Oli-neu experiments, upon 4h of adding the lipids:DNA complexes to the cells, media was changed to proliferation for one day and cells were either collected at this point (proliferation condition) or changed to differentiation media one more day (differentiation condition)

#### ABAP

Cells were collected in lysis buffer [20mM Tris-HCl, pH 7.4; 100mM NaCl; 10mM β-mercaptoethanol; 10% glycerol; protease inhibitor complete (Roche)] and sonicated for 5 minutes at high power with 30 s on/off cycles at 4°C. Then the samples were centrifuged at 13000 x g at 4°C for 30 minutes and the supernatant was immediately used for further application. PAD activity was determined with the Antibody Based Assay for PAD activity (ABAP) kit (Modiquest Research, MQ17.101-96) and performed according to manufacturer’s protocol. HRP-conjugated secondary antibody was visualized with a TMB substrate solution [1 mg/ml TMB (Sigma Aldrich); 0.1M sodium acetate, pH 5.2; 0.01% hydrogen peroxide] and the reaction was stopped with sulfuric acid [2M H_2_SO_4_]. The absorbance at 450 nm was determined with a FLUOstar Omega plate reader (BMG Labtech). Human PAD4 enzyme was used as control enzyme activity and was diluted in deimination buffer [40 mM TrisHCl, pH 7.5; 5 mM CaCl_2_; 1mM DTT] with concentrations between 0.002 mU (minimum deimination) and 2.0 mU (maximum deimination) to create a standard curve to correlate activity to the optical density measured at 450 nm.

#### RNA Extraction, cDNA Synthesis, and Quantitative Real-Time PCR (qRT-PCR)

RNA was extracted with the miRNeasy mini kit (QIAGEN, 217004) for the Oli-neu cells or with the miRNeasy micro kit (QIAGEN, 217084) for the primary OPCs and direct tissue isolated cells according to manufacturer’s protocols. Contaminating DNA was degraded by treatment of the samples with RNase-free DNase (QIAGEN, 79254) in column. 0.35-1μg of RNA from each sample was reversed transcribed for 1h with the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368813) including RNase inhibitor (Applied Biosystems, N8080119). An RT- control was included for each sample. Both the cDNA and the RT- were diluted 1:5 in RNase/DNase free water.

qPCR reactions were run on a StepOnePlus System (Applied Biosystems) in duplicate and with reverse transcriptase negative reactions to control for genomic DNA. Fast SYBR® Green Master Mix (Applied Biosystems, 4385616) was used according to the manufacturer’s instructions, each PCR reaction had a final volume of 10 μL and 1–2.5 μL of diluted cDNA and RT-. The running conditions were 20 s at 95°C, followed by 40 cycles of 3 s of 95°C and 30 s of 60°C, then 15 s at 95°C, 1 minute at 60°C and 15 s at 95°C. A melting curve was obtained for each PCR product after each run, to control for primer dimers and gene-specific peaks. Random PCR products were also run in a 2%–3% agarose gel to verify the size of the amplicon. Tbp, r18S and Gapdh were run as housekeeping genes. Relative standard curves were generated for each gene to determine relative expression (CT values are converted to arbitrary quantities of initial template per sample). Expression levels were then obtained by dividing the quantity by the value of the geometric mean of the housekeeping genes.

PCR primer sequences used are listed in Table S5.

#### Immunofluorescence

For immunocytochemistry cells were fixed in 4% formaldehyde for 10 minutes, washed in PBS and incubated overnight at 4°C with the primary antibodies anti-CNP (abcam ab6319, 1:200) anti-MBP (Abcam, ab7349, 1:200), anti-PAD2 (rabbit polyclonal; 12110-1-AP; ProteinTech; 1:200), anti-cleaved Casp3 (rabbit, cell signaling #9661S; 1:200) in PBS/0.5%Trition/10% normal donkey serum (Sigma, D9663). Cells were washed with PBS and then incubated for 2 hours with Alexa Fluor-conjugated antibodies (Invitrogen, Alexa Fluor anti-mouse 488 1:1000 and Alexa Fluor anti-mouse 555 1:1000).

For immunohistochemistry mice were perfused at P11 (for tamoxifen-induced *Pdgfra*CreERT;RCE:loxP/*Padi2*^+/+^ and *Pdgfra*CreERT;RCE:loxP;Padi2^−/−^) or at P21 and at 4 months (for *Pdgfra*-Cre;RCE:loxP;Padi2^+/+^ and *Pdgfra*Cre;RCE:loxP;Padi2^−/−^) with PBS followed by 4% PFA. Brains and spinal cords were dissected and post-fixed with 4% PFA for 1h, at 4°C. The tissues were then cryo-protected with a 30% sucrose solution for 24 hours. The tissues were embedded into OCT (Tissue-Tek) and sectioned coronally (20 um thickness). Sections were incubated overnight at 4°C in the following primary antibodies: GFP (Abcam, ab13970, chicken 1:2000) and CC1 (anti-APC; Millipore, OP80, Mouse 1:100), GFAP (rabbit Dako, Z0334; 1:500) diluted in PBS/0.5% Triton/10% normal donkey serum. After washing the section with PBS, secondary Alexa Fluor-conjugated antibodies diluted in PBS/0.5% Triton/10% normal donkey serum were incubated for 2h at room temperature (Invitrogen, Alexa Fluor anti-chicken 488 1:1000 and Alexa Fluor anti-mouse/goat 555 1:1000). Slides were mounted with mounting medium containing DAPI (Vector, H-1200) and kept at 4°C until further microscopic analysis.

#### Microscopy and Quantitative Analysis

To estimate the number of OL (CC1^+^ cells), newly formed/Cre recombined OL (GFP^+^CC1^+^) and Cre recombined astrocytes (GFP^+^GFAP^+^), 2-3 sections per animal (at same positions of the anterior-posterior axis) were analyzed. For each section, images were taken for the entire corpus callosum and dorsal funiculus of the spinal cord using a Zeiss LSM700 Confocal. The total number of CC1^+^ cells and GFP^+^CC1^+^ or GFP^+^GFAP^+^ double positive cells was counted using ImageJ software. The percentage of OL and astrocytes out of total recombined cells at P11 corpus callosum and spinal cord was calculated by estimating the percentage ratio of GFP^+^CC1^+^ out of total GFP^+^cells for OLs and GFP^+^GFAP^+^ out of total GFP^+^cells for astrocytes. For the estimation of OL density in juvenile mice confocal images were averaged in ImageJ using z-projection of the max intensity and then loaded into the open-source software program CellProfiler (Broad Institute, Cambridge, MA), followed by segmentation of images and identification and relating of primary (nuclei) and secondary (CC1 stained) objects using otsu and global manual thresholding respectively. The counting of CC1 positive or negative cells was calculated in region of interest (ROI) using custom mask included in the pipeline, and normalized to the area.

#### Western Blot

Cells were collected in 2x Laemmli buffer [120mM Tris-HCl, pH 6.8; 4% SDS; 20% glycerol] and sonicated for 5 minutes at high power with 30 s on/off cycles at 4°C to shear genomic DNA. Protein concentrations were determined on nanodrop and concentrations were equalized with 2x Laemmli buffer. Bromophenol blue (0.1%) and β-mercaptoethanol (10%) were added to the samples and the samples were boiled at 95°C for 5 minutes to denature the protein. Equal volumes were loaded in a SDS-PAGE for protein separation and transferred (100V for 90’) to a PVDF membrane (GE-healthcare) activated in methanol. The membranes were blocked in blocking solution [TBS; 0.1% Tween 20; 5% milk] for 1 hour at room temperature and incubated overnight with primary antibody (diluted in blocking solution) at 4°C, washed 3 times 10 minutes in TBS-T [TBS; 0.1% Tween 20] and incubated with a horseradish peroxidase (HRP)-conjugated secondary antibody (diluted in blocking solution) for 2 hours at room temperature. Proteins were exposed with ECL Prime western blotting detection reagent kit (GE healthcare) or Supersignal west femto (Thermo Scientific) at a ChemiDoc XRS imaging system (Bio-Rad). Primary antibodies were used against PADI2 (rabbit polyclonal; 12110-1-AP; ProteinTech; 1:300; 1:1000 for tissue), GAPDH (rabbit monoclonal; 5174S; Cell Signaling; 1:1000), H3Cit2+8+17 (rabbit polyclonal; ab5103; Abcam; 1:1000), H3Cit26 (rabbit polyclonal; ab19847; Abcam; 1:1000), MBP (Covance, SMI99, 1:1000) and ACTIN (Sigma, AC15, 1:10, 000). Secondary antibodies were used at a dilution of 1:5000, anti-rabbit (A6667; Sigma), anti-mouse (A4416; Sigma).

#### PAD2 Immunoprecipitation

Proliferating and 2-days differentiated BirA controls and biotin-tagged *Padi2* cells were fixed for 8 min at RT in 1% formaldehyde solution by adding 1/10 volume to cell media of freshly prepared 11% formaldehyde solution (formaldehyde 11%, 0.1M NaCl, 1mM EDTA pH8, 0.5mM EGTA pH8 and 50mM HEPES pH8). Glycine was added (final 0.125M) to quench formaldehyde, rinsed twice in cold PBS and scrapped for subsequent centrifugation at 4000 g for 10min at 4°C. At this point cell pellets can be stored at −80°C. Cell pellets were then resuspended in 1mL of lysis buffer (10mM HEPES-KOH pH7.5, 100mM NaCl, 1mM EDTA, 0.5mM EGTA, 0.1% Na-Deoxycolate, 0.5% Na-lauroylsarcosinate, protease inhibitors) and sonicated. Cell suspension was centrifuged at 14000 g for 10min at 4°C to remove the debris. For the immunoprecipitation, protein concentrations were determined in every sample and equal amounts of protein were used for further streptavidin pull-down. 50 μL of streptavidin beads (DB Myone Streptavidin T1, Invitrogen) per 5mg of protein were added to the protein suspensions and incubated overnight at 4°C. Magnetic stand was used to precipitate the beads. At this step beads from BirA controls and biotin-tagged Padi2 were combined for the following washes: 4 times in wash buffer 1 (50mM HEPES pH7.6, 1mM EDTA, 0.1% Na-Deoxycolate), 2 times in wash buffer 2 (50mM HEPES pH7.6) and 2 times in wash buffer 3 (20 mM ammonium bicarbonate NH_4_HCO_3_). The beads can be stored at −80°C in this step.

#### Mass Spectrometry for Citrullination Targets

##### SDS-PAGE Gel

Extracted proteins were resuspended in Laemmli Sample Buffer, and resolved on a 4%–20% SDS-PAGE. The gel was stained with Coomassie blue, cut into 20 slices and processed for mass spectrometric analysis using standard in gel procedure (Shevchenko et al., 2006). Briefly, cysteines were reduced with dithiothreitol (DTT), alkylated using chloroacetamide (CAA), and finally the proteins were digested overnight with endoproteinase Lys-C and loaded onto C18 StageTips prior to mass spectrometric analysis.

##### Mass Spectrometric Analysis

All MS experiments were performed on a nanoscale EASY-nLC 1000 UHPLC system (Thermo Fisher Scientific) connected to an Orbitrap Q-Exactive Plus equipped with a nanoelectrospray source (Thermo Fisher Scientific). Each peptide fraction was eluted off the StageTip, auto-sampled and separated on a 15 cm analytical column (75 μm inner diameter) in-house packed with 1.9-μm C18 beads (Reprosil Pur-AQ, Dr. Maisch) using a 75 min gradient ranging from 5% to 40% acetonitrile in 0.5% formic acid at a flow rate of 250 nl/min. The effluent from the HPLC was directly electrosprayed into the mass spectrometer. The Q Exactive plus mass spectrometer was operated in data-dependent acquisition mode and all samples were analyzed using previously described ‘sensitive’ acquisition method (Kelstrup et al., 2012). Back-bone fragmentation of eluting peptide species were obtained using higher-energy collisional dissociation (HCD) which ensured high-mass accuracy on both precursor and fragment ions (Olsen et al., 2005).

##### Identification of peptides and proteins by MaxQuant

The data analysis was performed with the MaxQuant software suite (version 1.3.0.5) as described (Cox and Mann, 2008) supported by Andromeda (www.maxquant.org) as the database search engine for peptide identifications (Weidner et al., 1990). We followed the step-by-step protocol of the MaxQuant software suite (Cox et al., 2009) to generate MS/MS peak lists that were filtered to contain at most six peaks per 100 Da interval and searched by Andromeda against a concatenated target/decoy (Elias and Gygi, 2007) (forward and reversed) version of the IPI human database. Protein sequences of common contaminants such as human keratins and proteases used were added to the database. The initial mass tolerance in MS mode was set to 7 ppm and MS/MS mass tolerance was set to 20 ppm. Cysteine carbamidomethylation was searched as a fixed modification, whereas protein N-acetylation, oxidized methionine, deamidation of Asparagine and Glutamine, and citrullination of Arginines were searched as variable modifications. A maximum of two mis-cleavages was allowed while we required strict LysC specificity. To minimize false identifications, all top-scoring peptide assignments made by Mascot were filtered based on previous knowledge of individual peptide mass error. Peptide assignments were statistically evaluated in a Bayesian model on the basis of sequence length and Andromeda score. We only accepted peptides and proteins with a false discovery rate of less than 1%, estimated on the basis of the number of accepted reverse hits.

#### Mass Spectrometry for PAD2 Interactome

##### LC-MS/MS Sample Preparation

The beads were thawed and resuspended in 100μl 25 mM ammonium bicarbonate. The samples were reduced for 1 hour at room temperature by addition of 1 mM DTT, followed by alkylation for 10 minutes in the dark with 5 mM iodoacetamide. The reaction was quenched by the addition of 5 mM DTT. 0.2 μg of Trypsin (sequencing grade modified, Pierce) was added to the samples and digestion was carried out over night at 37°C. After digestion, samples were spun briefly and the supernatant carefully transferred to a glass vial and dried in a SpeedVac and resuspended in 3% acetonitrile, 0.1% formic acid. On third of the original sample was injected for LC-MS/MS analysis.

##### LC-ESI-MS/MS Q-Exactive

Online LC-MS was performed using a Dionex UltiMate 3000 RSLCnano System coupled to a Q-Exactive mass spectrometer (Thermo Scientific). Samples were trapped on a C18 guard desalting column (Acclaim PepMap 100, 75um x 2 cm, nanoViper, C18, 5 μm, 100 Å), and separated on a 50 cm long C18 column (Easy spray PepMap RSLC, C18, 2 μm, 100Å, 75 μmx15cm). The nano-capillary solvent A was 95% water, 5%DMSO, 0.1% formic acid; and solvent B was 5% water,5% DMSO, 95% acetonitrile, 0.1% formic acid. At a constant flow of 0.25 μL min^−1^, the curved gradient went from 2%B up to 40%B in 95 min, followed by a steep increase to 100%B in 5 min.

FTMS master scans with 70,000 resolution (and mass range 300-1700 m/z) were followed by data-dependent MS/MS (35 000 resolution) on the top 5 ions using higher energy collision dissociation (HCD) at 30%–40% normalized collision energy. Precursors were isolated with a 2 m/z window. Automatic gain control (AGC) targets were 1e6 for MS1 and 1e5 for MS2. Maximum injection times were 100ms for MS1 and 150-200ms for MS2. The entire duty cycle lasted ∼2.5 s. Dynamic exclusion was used with 60 s duration. Precursors with unassigned charge state or charge state 1 were excluded. An underfill ratio of 1% was used.

##### Peptide and Protein Identification

The MS raw files were searched using Sequest-Target Decoy PSM Validator under the software platform Proteome Discoverer 1.4 (Thermo Scientific) against a mouse database (Uniprot, downloaded on 140320) and filtered to a 1% FDR cut off.

We used a precursor ion mass tolerance of 10 ppm, and a product ion mass tolerance of 0.02 Da for HCD-FTMS. The algorithm considered tryptic peptides with maximum 2 missed cleavage; carbamidomethylation (C) as a fixed modification; oxidation (M), and heavy SILAC labeled lysines (Label 13C(6) / +6.020 Da (K)) as dynamic modifications.

#### ChIP-Seq

Oli-neu cells were rinsed with cold PBS and cross-linked with 1% formaldehyde (Sigma) for 10 min at room temperature (RT) on a rotating platform. Fixation was quenched with 0.125M glycine for 5 min at RT. Cells were rinsed with cold PBS containing 1x Protease Inhibitors (PI, Sigma, 11873580001) and collected spinning at 1500rpm for 5 min at 4°C. Pellets were resuspended in swelling buffer (PIPES 5mM, KCl 85 mM, Igepal-CA630 1%, PI 1x), incubated 15min on ice followed by a centrifugation of 1300 g for 5min. This step was repeated twice and nuclear pellets were resuspended in lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl (pH 8.0) and PI 1x) and incubated for 10 min on ice followed by chromatin sonication using a Bioruptor™ UCD200 (Diagenode), high frequency, 30 s ON/30 s OFF, for 10 min. Protein A/G coated beads (Invitrogen) were washed and resuspended in ChIP dilution buffer (0.01% SDS, 1% Triton, 1.2mM EDTA, 16.7mM TrisHCl pH8, 167mM NaCl and PI 1x). 20μg of chromatin per ChIP was diluted in ChIP dilution buffer and precleared by incubating with 20μl of pre-washed protein A/G coated beads for 1.5h at 4°C on a rotator. Beads were removed and 2μg of the antibody H3K27ac (Millipore, 17-683) was added to the chromatin and incubated overnight at 4°C on a rotator. Incubate 20μl of beads in 1mg/ml of BSA in PBS overnight at 4°C on a rotator. Wash beads in ChIP buffer and add to the chromatin/ab for 1h at 4°C on a rotator. Chromatin/ab/beads were washed 3 times low salt wash buffer (0.1% SDS, 2mM EDTA, 20mM TrisHCl pH8, 1% Triton X-100, 150mM NaCl), once with high salt wash buffer (0.1% SDS, 2mM EDTA, 20mM TrisHCl pH8, 1% Triton X-100, 500mM NaCl), once with LiCl wash buffer (0.25M LiCl, 1% IGEPAL-CA630, 1% deoxycholate, 1mM EDTA, 10mM TrisHCl pH8) and once with TE buffer (10 mM Tris-HCl (pH 7.5), 1mM EDTA). Chromatin was eluted by incubating the beads with elution buffer (1% SDS, 0.1M NaHCO3) for 15 min at RT. Eluted chromatin was reverse cross-linked by adding 10ng/ml of Proteinase K (Thermo Scientific) and 0.1M NaCl. After 2h incubation at 42°C, samples were incubated at 65°C O/N. Following morning, 10ng/ml of glycogen (Invitrogen) and 1 volume of Phenol:Chloroform:Isoamyl (25:24:1, Invitrogen, 15593031) were added and solutions were mixed thoroughly before isolating the DNA with Maxitract High Density Tubes (QIAGEN). 2.5 Volumes of 100% ethanol and 1/10 volume of 3M NaOAc (Sigma) were added to the sample and incubated for 15 min at −80°C. DNA was washed with 70% ethanol and resuspended in nuclease free water.

#### ATAC-Seq

ATAC-seq was performed as previously described (Buenrostro et al., 2013) with minor adaptations. Oli-neu cells (differentiated, siRNA treated as described above) were collected with Accutase solution (Sigma, A6964). 50 000 cells per condition were lysed in lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl2 and 0.1% IGEPAL CA-630) and centrifuged at 500xg at 4°C for 20 minutes. The cells were then resuspended in tagmentation mix (2.5 μL TD buffer, 2.5 μL Tn5 enzyme, Illumina) and the DNA was transposed for 30 minutes at 37°C, where after the DNA was purified using the QIAGEN MinElute kit. After PCR amplification with 7-8 cycles (cycles determined with qPCR) the libraries were sequenced on a HiSeq2500 Illumina sequencer. Three replicates per condition were performed in different days and different passages. Each replicate had >10 million reads with an average of 45 million reads per sample.

#### Bioinformatic Analysis of ChIP-Seq and ATAC-Seq

##### siPadi2 ATAC-seq processing

ATAC-seq siCtrl and siPadi2 replicates were processed separately following the standard ENCODE pipeline for ATAC-seq samples, https://www.encodeproject.org/pipelines/ENCPL792NWO/. Adapters were detected and trimmed with cutadapt 1.9.1 (Martin, 2011) and aligned to mouse genome (GRCm38/mm10) using Bowtie2 (Langmead et al., 2009), with default parameters. After filtering mitochondrial DNA, reads properly paired were retained and multimapped reads, with MAPQ < 30, were removed using SAMtools (Li et al., 2009). PCR duplicates were removed using MarkDuplicates (Picard - latest version 1.126), http://broadinstitute.github.io/picard/.

ATAC-seq peaks were called using MACS2 https://github.com/taoliu/MACS/ (Zhang et al., 2008), with parameters -g mm -q 0.05–nomodel–shift −100–extsize 200 -B –broad. To get the consensus promoter/enhancer regions from each of the replicates we first selected the significant peaks -log10(p value) >1.30103. Using bedtools.2.17 mergeBed, we recovered the consensus ATAC peak region that included more than one replicate for siCtrl samples and siPadi2 samples. From where we recovered 76021 and 55772 union peaks regions for siCtrl and siPadi2, respectively. For visualization and further analyses, the different replicates were merged using Samtools and tracks were normalized using deeptools bamcoverage, normalized with RPKM.

##### H3K27ac ChIP-Seq Data

Raw reads were mapped to the mouse genome (GRCm38/mm10) with Bowtie 2.1.0 (Langmead et al., 2009). Uniquely mapped reads (17 and 19.5 million for proliferation and differentiation chromatin samples) were then processed with SAMTools for format conversion and removal of PCR duplicates (Li et al., 2009). 

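The H3K27ac peaks of proliferating and differentiating Oli-neu cells had a median fold enrichment of 3.33 and 3.13 and a median −log10 q of 1.93 and 1.89, as the authors' peak calling gave them. The weakest deposited peak had a q of 0.0995 in the proliferating list and 0.0983 in the differentiating list. A q of at most 0.05 was reached by 27795 peaks of proliferating cells, or 96.1% (95% exact Clopper-Pearson interval 95.9% to 96.3%), and by 24750 peaks of differentiating cells, or 88.5% (88.1% to 88.9%). A −log10 q of at least 5 was reached by 1257 peaks (4.35%) and 1601 peaks (5.73%). The median width was 652 bp in proliferating cells and 755 bp in differentiating cells. The shortest peaks were 263 bp and 279 bp long, and 22.9% and 17.5% of the peaks had exactly this length.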

Broad peaks corresponding to H3K27ac enrichment were called using MACS 2.0.10, with q-value cutoff at 5^∗^10-2 (Zhang et al., 2008). H3K27ac peaks were filtered against blacklisted genomic regions prone to artifacts (ENCODE Project Consortium, 2012) with BEDTools (Quinlan and Hall, 2010) and annotated to the nearest Transcription Start Site with PeakAnalyzer (Salmon-Divon et al., 2010).

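Of the H3K27ac peaks of proliferating Oli-neu cells, 4562 overlapped a promoter region of a protein-coding gene, or 15.8% (95% interval 15.4% to 16.2%). In differentiating cells 5326 peaks did, or 19.0% (18.6% to 19.5%). The interval covers counting error only. Among the alternatives, the strictest threshold moved these shares most: of the peaks with −log10 q of at least 5, 48.8% and 50.2% overlapped a promoter region. Peaks of the same widths placed at random on the same chromosomes overlapped promoter regions in 3.24% and 3.30% of cases, as means of 100 placements. A further 43.2% and 43.3% of the peaks overlapped a protein-coding gene but no promoter region, and 41.0% and 37.6% overlapped neither. The last group includes peaks in genes of other biotypes. Chromosome 15 had the most peaks per Mb in both states, 27.9 in each, and chromosome 14 had the fewest among chromosomes 1 to 19, with 4.22 in proliferating and 4.01 in differentiating cells. Chromosomes 1, 10 and 15 make up 15.8% of the sequence of the genome and held 33.1% and 33.8% of the peaks. The widest peak of both lists lay near the start of chromosome 9, from 3016987 to 3025998 in proliferating cells and from 3012107 to 3025965 in differentiating cells, and 96.2% and 96.6% of it was marked as repeat in the genome sequence. The second widest, from 39843041 to 39848727 and from 39843146 to 39848663 on chromosome 17, covered an annotated ribosomal RNA gene. These wide peaks remain in the deposited lists although the paper filtered its peaks against blacklisted regions. That filter was not repeated here. The strongest peak of the proliferating list without a counterpart in the differentiating list, by fold enrichment (7.43), lay in Izumo1 on chromosome 7 from 45623475 to 45623952. That of the differentiating list, with a fold enrichment of 7.68, lay on the X chromosome from 145514797 to 145515083, where no gene is annotated.

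**Figure D2:**
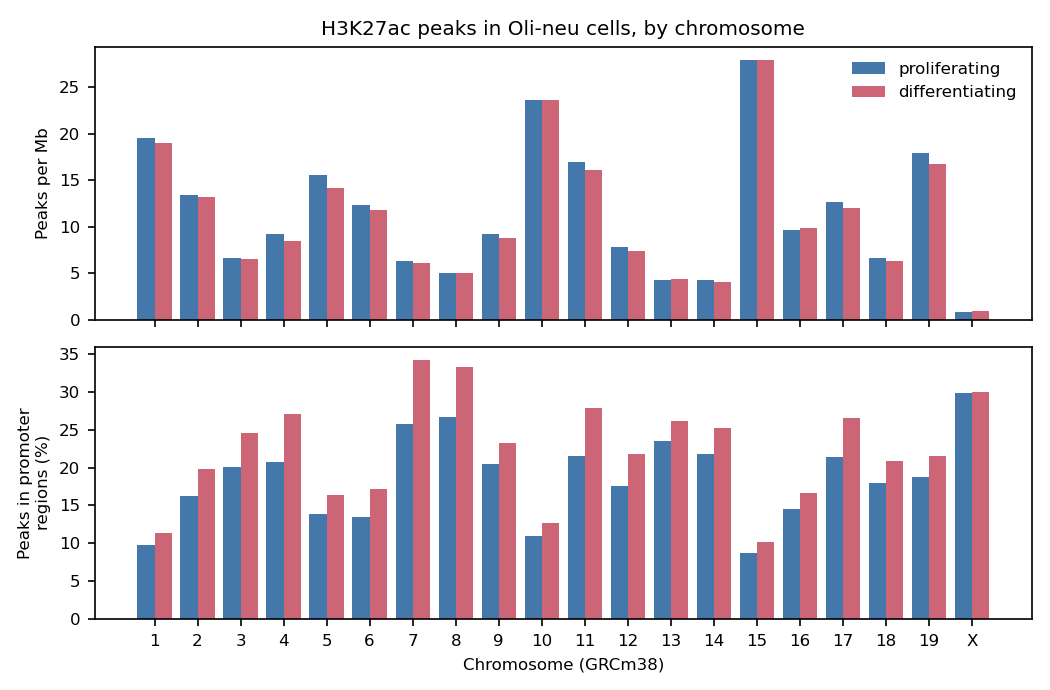
H3K27ac peaks per Mb (upper panel) and percent of these peaks that overlap a promoter region (lower panel) on chromosomes 1 to 19 and X of GRCm38, with a blue bar for the proliferating and a red bar for the differentiating Oli-neu library. Chromosome 15 reaches 27.9 peaks per Mb in both libraries, and chromosome 14 has 4.22 and 4.01.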

#### Defined Promoter/Enhancer Regions

We recovered the regions around the transcription start site (TSS) from gene annotations, ENSEMBL83. The putative promoter regions were extracted as −3KB upstream the TSS and 100bp downstream the TSS, to recover possible promoter and enhancer regions. 

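An H3K27ac peak lay in the promoter region of 5212 of 21951 protein-coding genes in proliferating Oli-neu cells, or 23.7% (95% interval 23.2% to 24.3%), and of 6085 genes in differentiating cells, or 27.7% (27.1% to 28.3%). In either state 7430 genes had such a peak (33.8%, 33.2% to 34.5%), and in both states 3867 genes did (17.6%, 17.1% to 18.1%). A peak in the proliferating list alone was found for 1345 genes and in the differentiating list alone for 2218 genes. The share of genes in either state moved most with the threshold for peaks, to 5.81% with −log10 q of at least 5.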

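Of the 28924 H3K27ac peaks of proliferating Oli-neu cells, 8452 overlapped a peak of differentiating cells, or 29.2% (95% interval 28.7% to 29.7%). Of the 27965 peaks of differentiating cells, 8430 overlapped a peak of proliferating cells, or 30.1% (29.6% to 30.7%). Peaks placed at random did so in 2.38% and 2.48% of cases. The proliferating share moved most when both lists were limited to −log10 q of at least 5, to 52.7% (92.5% of these peaks had a counterpart in the whole differentiating list), and the differentiating share when a reciprocal overlap of at least 0.5 was required, to 17.3%. It was higher among stronger peaks: of the weakest 10% by −log10 q, 11.9% of proliferating and 7.94% of differentiating peaks had a counterpart, and of the strongest 10%, 78.7% and 82.0% had one. Of the strongest 1%, 289 of 290 and 276 of 280 peaks did. Joined into a single set, the peaks of both states form 48416 regions that cover 39.5 Mb, and 8413 of these regions, or 17.4% (17.0% to 17.7%), hold peaks of both states. The paper reasons that accessible regions under H3K27ac give a more reliable signal, and for this it used the H3K27ac peaks of both states.

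**Figure D3:**
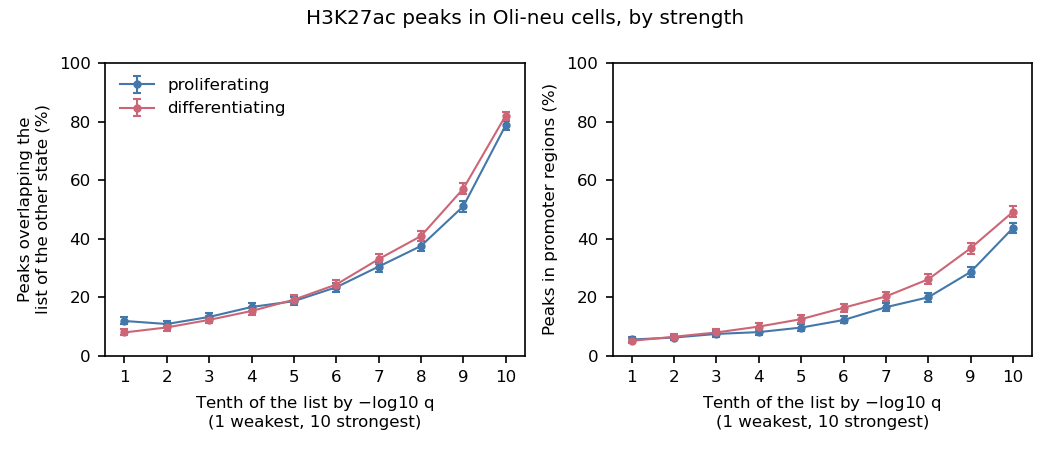
Percent of H3K27ac peaks that overlap a peak of the other state (left) and that overlap a promoter region (right), by strength within the list, from 1 (weakest 10% by −log10 q) to 10 (strongest 10%). Points are the proliferating (blue) and differentiating (red) Oli-neu libraries with 95% exact binomial intervals, and the overlap rises to 78.7% and 82.0% among the strongest peaks.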

To get more reliable signal we intersected the siCtrl union peaks with peaks from H3K27ac ChIP-seq in Oli-neu cells in differentiation and proliferation conditions (see above), ending with 17281 siCtrl/promoter peaks overlapping with H3K27ac peaks. Only the union peaks (7087 peaks) from siCtrl/H3K27ac overlapping the defined promoter regions were retained, using Bedtools intersect (Quinlan and Hall, 2010). In order to recover possible enhancer and promoter regions that could be have been excluded from H3K27ac filtering or due to been more downstream of defined promoter regions, we included in the analysis a known mark of promoters/enhancers, H3K4me3 in OPC-like cells (GSE80089) (Lu et al., 2016). We recovered the peaks bed file of H3K4me3 control peaks, GSM2112628, (liftover mm9 to mm10) and with bedtools intersect, we recovered 10428 peaks corresponding to siCtrl/promoter/enhancer peaks with H3K4me3 peaks regions. The final dataset of peaks included the union of both promoter/enhancer peaks marked by H3K27ac and/or H3K4me3, with a total of 10897 peaks. The final region was extended 200bp up and downstream for further calculations.

For the differential accessibility analysis between conditions the merged replicates from both conditions were used with Pyicos (Althammer et al., 2011) on the final peaks dataset, with parameters pyicoenrich–tmm-norm and default parameters. Including the z-score associated p value and Benjamini & Hochberg (1995) corrected p value (adj p value or FDR) and the log2 fold change for candidates selection, with adjust p value < 0.05 significance threshold.

Data were visualized with IGV, http://www.broadinstitute.org/igv.

#### Gene Ontology Analysis

Gene ontology (GO) enrichment analysis for proteomics data were performed using STRING protein-protein interaction networks (Szklarczyk et al., 2017), and results adjusted for multiple testing using the Benjamini–Hochberg procedure (FDR).

For the GO analyses in ATAC-seq, the top 300 up genes from siCtrl selected peaks and top 300 genes form siPadi2 selected peaks, based on log2(RPKM siCtrl / RPKM siPadi2) were selected (adjusted p-val < 0.05). GO and pathway analysis was performed with the ClueGO (version 2.5.1) (Bindea et al., 2009) plug-in Cytoscape (version 3.5.1) (Smoot et al., 2011) with settings, GO Biological process (20.11.2017) and REACTOME pathways (20.11.2017), showing only pathways with p-val ≤ 0.05. Default settings were used and a minimum of 4 genes per cluster were used.

### Quantification and Statistical Analysis

Statistical analysis was performed in GraphPad Prism7. A parametric and non-paired t test was used to determine statistically significant differences between two groups in qPCR experiments with the exception of the rat primary cultures, where a one sample t test was performed. One-way ANOVA was used to determine differences between three groups in the behavioral analysis of *Padi2* fKO. Mann Whitney tests were performed to compare Ct and *Padi2* cKO behavior.

### Data and Software Availability

The accession number for all raw data has been deposited in GEO: GSE115929.

# Supplementary material for: PAD2-Mediated Citrullination Contributes to Efficient Oligodendrocyte Differentiation and Myelination
**Source:** Cell Rep. 2019 Apr 23;27(4):1090–1102.e10. doi: 10.1016/j.celrep.2019.03.108
**Supplement:** Document S1. Figures S1–S3

**Supplemental Information**

**PAD2-Mediated Citrullination Contributes  
to Efficient Oligodendrocyte Differentiation  
and Myelination**

**Ana Mendanha Falcão, Mandy Meijer, Antonella Scaglione, Puneet Rinwa, Eneritz Agirre, Jialiang Liang, Sara C. Larsen, Abeer Heskol, Rebecca Frawley, Michael Klingener, Manuel Varas-Godoy, Alexandre A.S.F. Raposo, Patrik Ernfors, Diogo S. Castro, Michael L. Nielsen, Patrizia Casaccia, and Gonçalo Castelo-Branco**

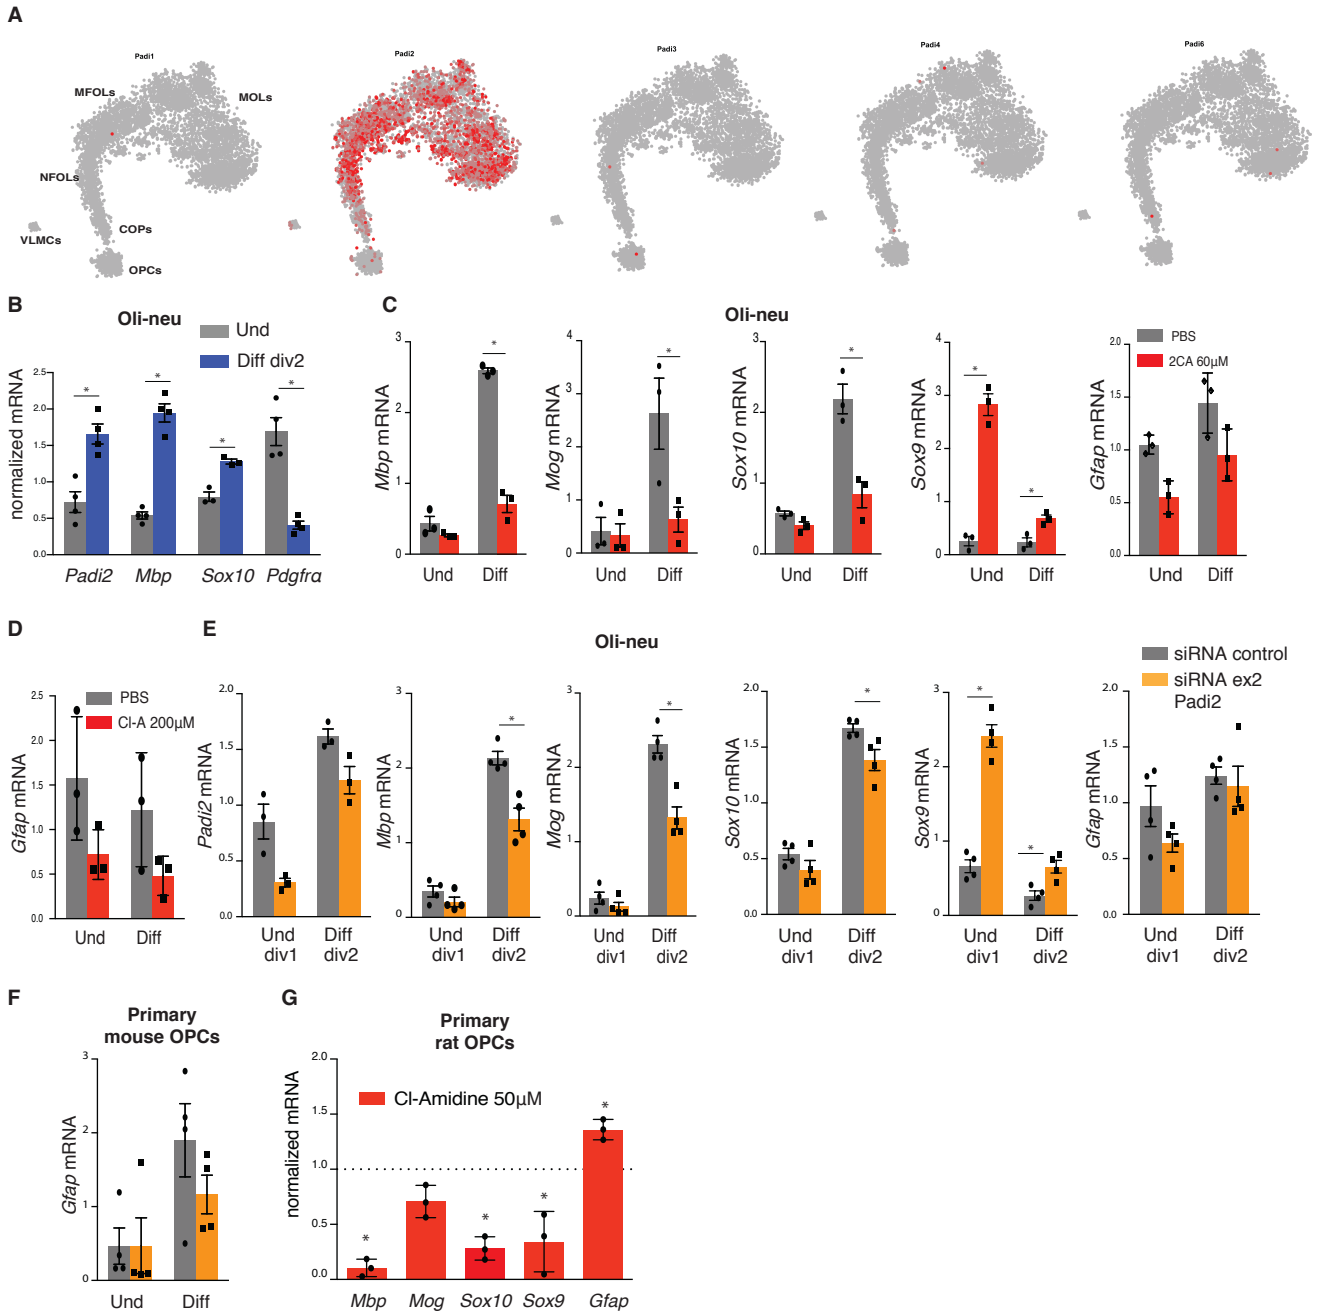

**Supplementary Figure S1 (related to Figure 1 and 2). Inhibition of PADs and *Padi2* knockdown impairs Oli-neu differentiation.**

(A) Gene expression of *Padi* family in the juvenile and adult oligodendrocyte lineage. Overlay in t-SNE from Marques et al., ref 15. Scale gray - low expression, red - high expression).

(B) Comparative gene expression analysis of undifferentiated (Und) and 2-days differentiated (Diff) Oli-neu cells. Means  $\pm$  SEM are shown,  $n=4$ , two-tailed t-test \*  $p<0.05$ .

(C, D) Comparative gene expression analysis of undifferentiated (Und) and 2-days differentiated (Diff) Oli-neu cells treated either with PBS or with the PAD inhibitor 2CA (C) and Cl-Amidine (for Gfap) (D). Means  $\pm$  SEM are shown,  $n=3$ , two-tailed t-test \*  $p<0.05$ .

(E) Comparative gene expression analysis on undifferentiated (Und) and 1-day differentiated Oli-neu cells (Diff) transfected with either scramble siRNA or *Padi2* siRNA targeting exon2. Cells were collected at day in vitro (div)1 or div2 upon transfection. Means  $\pm$  SEM are shown,  $n=4$ , two-tailed t-test \*  $p<0.05$ .

(F) Gfap mRNA transcription analysis on undifferentiated (Und) and 2-days differentiated primary OLs (Diff) transfected with either scrambled siRNA or *Padi2* siRNA targeting exon2. Means  $\pm$  SEM are shown,  $n=4$  two tailed t-test \*  $p<0.05$ .

(G) Gene expression analysis on proliferating rat primary OPCs treated with Cl-Amidine 50mM, dashed line represents control levels, normalized to 1. Means  $\pm$  SEM are shown,  $n=3$ , one-sample t test \*  $p<0.05$ .

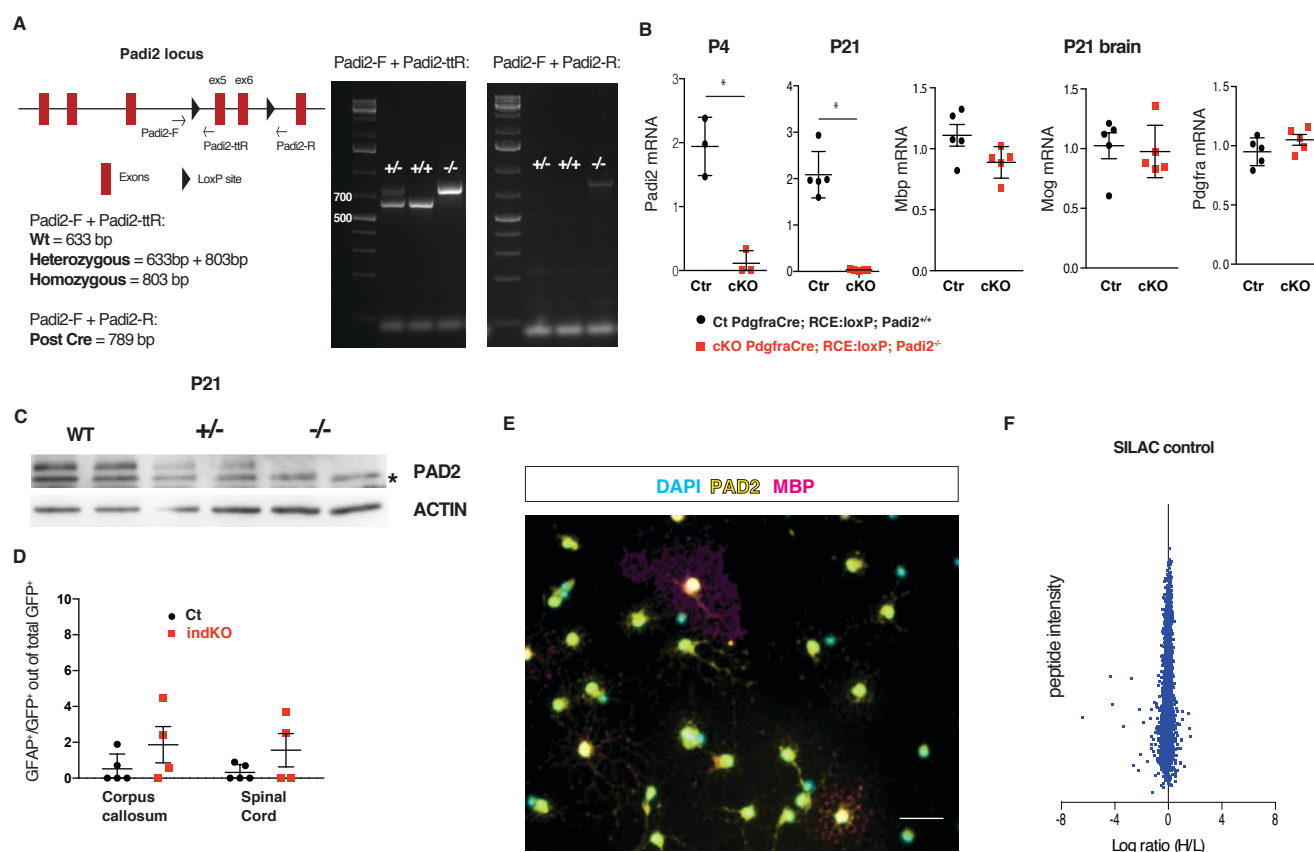

# **Supplementary Figure S2 (related to Figure 3, 4 and 5). Analysis of the PAD2 KO mice used in the study.**

(A) Strategy used to genotype floxed *Padi2* mice and to assess Cre/CreERT-mediated recombination. Primers *Padi2*-F + *Padi2*-ttR are designed amplify a non-recombined DNA sequence including floxed sequences in hetero and homozygous mice. Primers *Padi2*-F + *Padi2*-R detect a DNA sequence post Cre/CreERT mediated recombination. PCR product sizes for these PCRs are shown. Agarose gels depicting PCR products and the corresponding genotyping are shown. PCRs are performed for the ear and/or tail of mice that comprises both *Pdgfra* positive and negative cells allowing the observation of both floxed pre-cre and post-cre sequences.

(B) GFP+ cells were FACS sorted from P4 and P21 controls (Ctr, *Pdgfra*Cre; RCE-loxP; *Padi2*<sup>+/+</sup>) and *Padi2* conditional knockouts (*Padi2* cKO, *Pdgfra*Cre; RCE-loxP; *Padi2*<sup>-/-</sup>). *Padi2*, *Mbp*, *Mog* and *Pdgfra* mRNA expression levels were compared. Means ± SEM are shown, n=4 (P4) and n=5 (P21), two-tailed t test \* p<0.05.

(C) Western blot for PAD2 in Wt and fPAD2 KO depicting the absence of PAD2 protein in the KO. \* depicts a non-specific band.

(D) GFAP and GFP double positive cells were estimated out of total GFP+ cells both in corpus callosum and in spinal cord of *Pdgfra*CreERT; RCE-loxP; *Padi2*<sup>+/+</sup> and *Pdgfra*CreERT; RCE-loxP; *Padi2*<sup>-/-</sup> mice. Means ± SEM are shown, n=5 and n=4, two-tailed t- test \* p<0.05.

(E) Immunocytochemistry in 2-days mouse primary differentiated OLs for PAD2 (in yellow) and MBP (in magenta) depicting PADI2 in the nucleus and cytoplasm of MBP positive and MBP negative cells. Scale bar = 20µm.

(F) Incorporation of isotopes in Oli-neu cells was highly efficient once mixing proteins of LIGHT and HEAVY labeled control cells, resulting in an average ratio of 1, or log ratio (H/L)=0.

depicting chromatin accessibility (assessed by ATAC-Seq) near transcription start sites, in Oli-neu transfected with Ctrl siRNAs (blue) and siRNA against Padi2(red) (n=3, samples pooled for visualization, same scale for ctrl siRNA and Padi2 siRNA).

(B) Gene ontology analysis of genes who present regulatory regions with increased or decreased chromatin accessibility upon Padi2 knockdown in Oli-neu cells.

# Supplementary material for: PAD2-Mediated Citrullination Contributes to Efficient Oligodendrocyte Differentiation and Myelination
**Source:** Cell Rep. 2019 Apr 23;27(4):1090–1102.e10. doi: 10.1016/j.celrep.2019.03.108
**Supplement:** Document S2. Article plus Supplemental Information

# Cell Reports

## PAD2-Mediated Citrullination Contributes to Efficient Oligodendrocyte Differentiation and Myelination

### Graphical Abstract

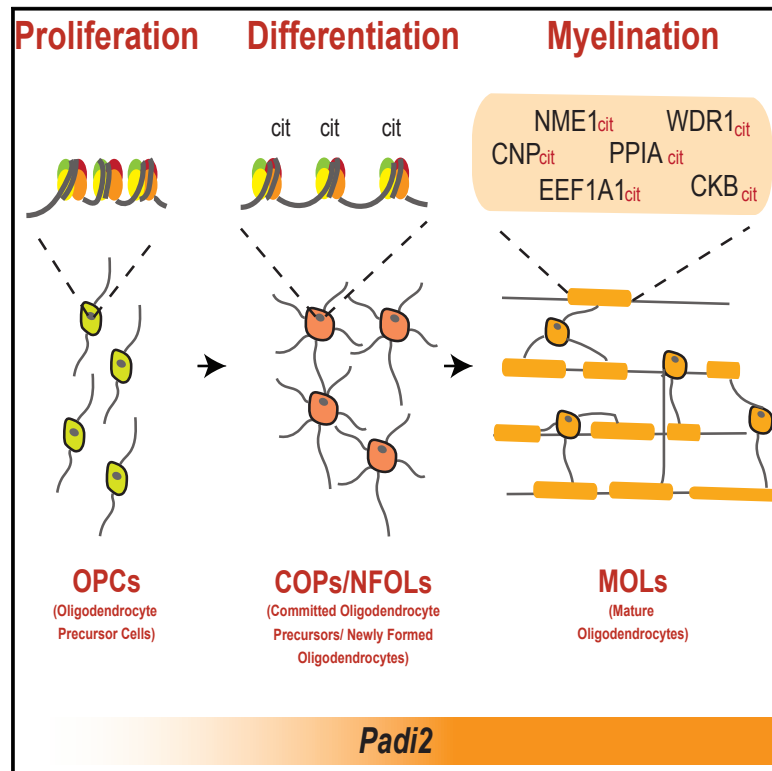

### Authors

Ana Mendanha Falcão, Mandy Meijer, Antonella Scaglione, ..., Michael L. Nielsen, Patrizia Casaccia, Gonçalo Castelo-Branco

### In Brief

Falcão et al. demonstrate that PAD2-mediated citrullination, the conversion of peptidylarginine into peptidylcitrulline, has two roles in oligodendrocyte cells. In the nucleus, PAD2 acts as a chromatin modifier contributing to efficient oligodendrocyte precursor cell differentiation, while in the cytoplasm PAD2 is required for proper oligodendrocyte myelination.

### Highlights

- PAD2 is increased upon OL differentiation
- OL differentiation is facilitated by PAD2-mediated chromatin remodeling in myelin genes
- PAD2 contributes to efficient myelination and motor and cognitive functions
- Nuclear and myelin proteins interact and are citrullinated by PAD2

# PAD2-Mediated Citrullination Contributes to Efficient Oligodendrocyte Differentiation and Myelination

Ana Mendanha Falcão,<sup>1</sup> Mandy Meijer,<sup>1</sup> Antonella Scaglione,<sup>2</sup> Puneet Rinwa,<sup>1</sup> Eneritz Agirre,<sup>1</sup> Jialiang Liang,<sup>7</sup> Sara C. Larsen,<sup>3</sup> Abeer Hesköl,<sup>1,5</sup> Rebecca Frawley,<sup>2</sup> Michael Klingener,<sup>2</sup> Manuel Varas-Godoy,<sup>1,4</sup> Alexandre A.S.F. Raposo,<sup>5,8</sup> Patrik Ernfors,<sup>1</sup> Diogo S. Castro,<sup>5</sup> Michael L. Nielsen,<sup>3</sup> Patrizia Casaccia,<sup>2</sup> and Gonçalo Castelo-Branco<sup>1,6,9,\*</sup>

<https://doi.org/10.1016/j.celrep.2019.03.108>

## SUMMARY

Citrullination, the deimination of peptidylarginine residues into peptidylcitrulline, has been implicated in the etiology of several diseases. In multiple sclerosis, citrullination is thought to be a major driver of pathology through hypercitrullination and destabilization of myelin. As such, inhibition of citrullination has been suggested as a therapeutic strategy for MS. Here, in contrast, we show that citrullination by peptidylarginine deiminase 2 (PAD2) contributes to normal oligodendrocyte differentiation, myelination, and motor function. We identify several targets for PAD2, including myelin and chromatin-related proteins, implicating PAD2 in epigenomic regulation. Accordingly, we observe that PAD2 inhibition and its knock-down affect chromatin accessibility and prevent the upregulation of oligodendrocyte differentiation genes. Moreover, mice lacking PAD2 display motor dysfunction and a decreased number of myelinated axons in the corpus callosum. We conclude that citrullination contributes to proper oligodendrocyte lineage progression and myelination.

## INTRODUCTION

The conversion of a peptidylarginine into a peptidylcitrulline can introduce profound changes in the structure and function of the modified protein. This posttranslational modification, also known as protein citrullination or deimination, is calcium dependent and

is mediated by the family of enzymes called peptidylarginine deiminases (*Padis* or PADs) (Wang and Wang, 2013). Five PAD isozymes (PAD1, PAD2, PAD3, PAD4, and PAD6) have been identified in mammals, and their expression patterns and function are tissue specific (Vossenaar et al., 2003). Citrullination has been recently shown to play key roles in multiple cellular processes, such as inflammatory immune responses (Neeli et al., 2008), apoptosis (Liu et al., 2006), and regulation of pluripotency (Christophorou et al., 2014). In the central nervous system (CNS), PAD2 is the most prevalent expressed PAD and occurs preferentially in oligodendrocytes (OLs) and other glial cells (Zeisel et al., 2015). OLs arise at postnatal stages from the differentiation of OL precursor cells (OPCs), and their most prominent function is the formation of the myelin sheath, an electrical insulating layer for the axons, essential for proper neuronal communication and thus CNS function (Bergles and Richardson, 2015).

PAD2 has been reported to heavily citrullinate myelin binding protein (MBP), a fundamental myelin component. The ratio of citrullinated MBP (MBP<sub>cit</sub>) to total MBP (MBP<sub>total</sub>) is high in the first 4 years of life and similarly in multiple sclerosis (MS), a disease in which demyelination occurs (Moscarello et al., 1994). Upon citrullination, MBP arginine residues lack positive charges and thereby have reduced interaction with negatively charged lipids. Consequently, MBP<sub>cit</sub> does not form compact sheaths, and the myelin remains immature or becomes unstable (Beniac et al., 2000). In accordance, transgenic mice overexpressing PAD2 in OL cells display myelin loss (Musse et al., 2008). In light of this, PADs, in particular PAD2, have been thought to have a detrimental effect in MS, and thus alleviation of symptoms can be achieved by inhibiting their actions (Caprariello et al., 2018). Indeed, treatment of an MS mouse model of experimental autoimmune encephalomyelitis (EAE) with 2-chloroacetamide (2-CA), a PAD2 and PAD4

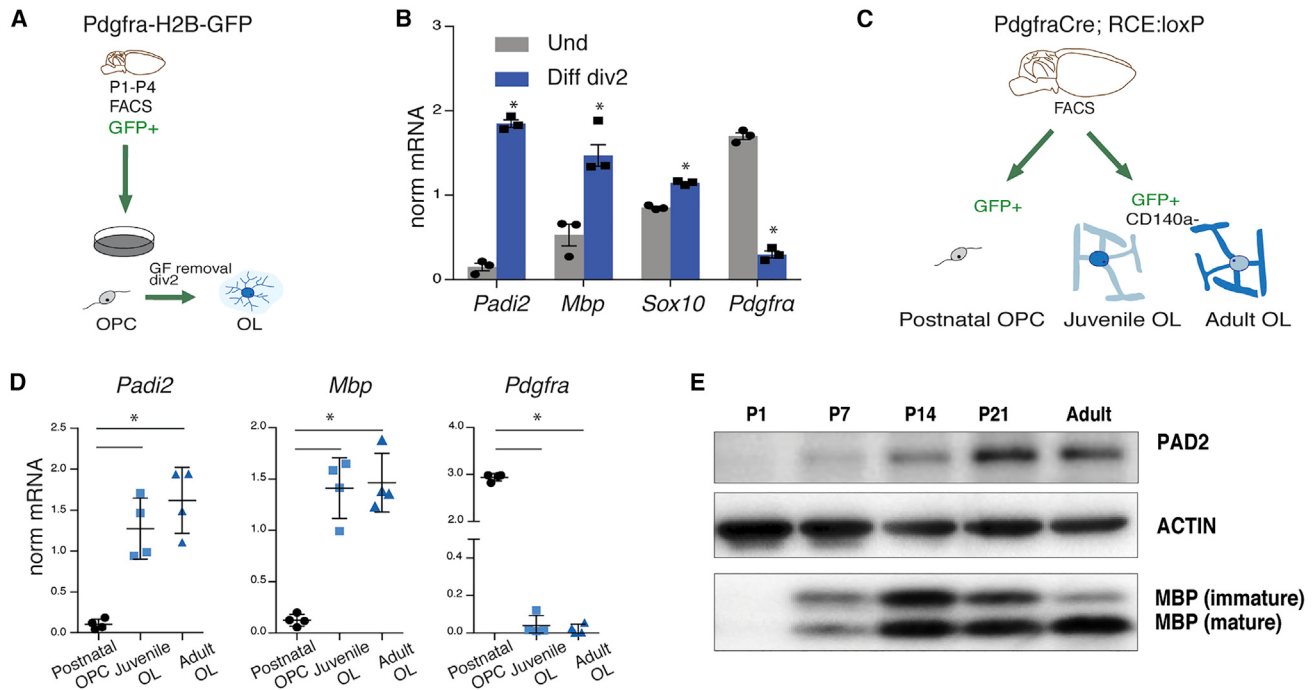

**Figure 1. Padi2 Expression Is Substantially Increased upon OL Differentiation**

(A) Schematic representation of the methodology used for OPC *in vitro* cultures. P1–P4 GFP<sup>+</sup> OPCs are dissociated from brains of the transgenic mice line *Pdgfra*-H2B-GFP and FACS-sorted to plates to expand in the presence of growth factors (GFs). GFs are removed to induce differentiation for 2 days.

(B) Comparative gene expression analysis of OPCs and 2 day differentiated OLs. Means  $\pm$  SEM are shown,  $n = 3$ ; \* $p < 0.05$ , two-tailed  $t$  test.

(C) Schematic representation of the methodology used to specifically isolate OPCs and juvenile and adult OLs from the postnatal (P1–P4), juvenile (P21), and adult (P60) brains of the transgenic mice *Pdgfra*Cre;*RCE*:*loxP* (R26R CAG-boosted EGFP); GFP<sup>+</sup> cells were depleted of the OPC marker CD140a to specifically isolate OLs.

(D) Comparative gene expression analysis of OPCs and juvenile and adult OLs. Means  $\pm$  SEM are shown,  $n = 4$ ; \* $p < 0.05$ , one-way non-parametric ANOVA.

(E) Western blot for PADI2 and MBP on the spinal cords of P1, P7, P14, P21, and adult wild-type mice. ACTIN signal is an internal loading control.

See also Figure S1.

inhibitor, leads to disease attenuation (Moscarello et al., 2013). The reduction of disease progression by 2-CA treatment was not specifically assigned to the lack of PAD activity in OL lineage cells alone but to inhibition of all PAD-expressing cells, including immune cells that play an essential role in disease development.

Interestingly, however, no changes in disease progression were observed upon EAE induction in PAD2 KO mice (Rajmakers et al., 2006). This could point to a possible compensation of PAD2 functions by other PADs or to additional functions of PAD2 in EAE disease progression. Although citrullination of myelin might play an important role in MS, other proteins, such as histone H3, have been found to be citrullinated in MS (Mastronardi et al., 2006). Thus, the role of PAD2-mediated citrullination in MS might not be confined to myelin. Furthermore, although the effects of *Padi2* overexpression in mature OLs have been characterized, its absence in OL lineage cells has not been further investigated, nor its physiological function in OL lineage cells and its significance for myelin integrity maintenance.

## RESULTS

### *Padi2* Expression Is Increased upon OL Differentiation

By analyzing our single-cell RNA sequencing (RNA-seq) dataset of the OL lineage in the adult and juvenile mouse brain (Mar-

ques et al., 2016), we identified *Padi2* as the predominant *Padi* expressed in OLs (Figure S1A). Interestingly, *Padi2* expression is found in OPCs, increases in committed OL precursors (COPs) and newly formed OLs (NFOLs), and peaks at more mature stages (Figure S1A). Surprisingly, we did not observe expression of *Padi4*, which has been previously suggested to be present in myelin (Mastronardi et al., 2006; Wood et al., 2008). To further investigate the pattern of expression of *Padi2* during early OL lineage progression, we cultured OPCs isolated from postnatal day (P) 1 to P4 brains of the transgenic mouse line *Pdgfra*-histone 2b (H2B)-GFP (Klinghoffer et al., 2002) in which nuclear GFP expression is under the control of the endogenous *Pdgfra* promoter locus. GFP<sup>+</sup> OPCs were collected with fluorescence-activated cell sorting (FACS) to plates and expanded in media containing the growth factors (GFs) basic fibroblast growth factor (bFGF) and platelet-derived growth factor (PDGF)-AA and differentiated into OLs by removing the GFs for 2 days (Figure 1A). Gene expression of the differentiation markers *Mbp* and *Sox10* was upregulated, and the progenitor marker *Pdgfra* was reduced upon GF removal (Figure 1B). In agreement with the single-cell RNA-seq data, *Padi2* was expressed in OPCs, and it was greatly enhanced upon differentiation (Figure 1B; Figure S1B, for the mouse oligodendroglia cell line Oli-neu; Jung et al., 1995). To investigate *Padi2* expression

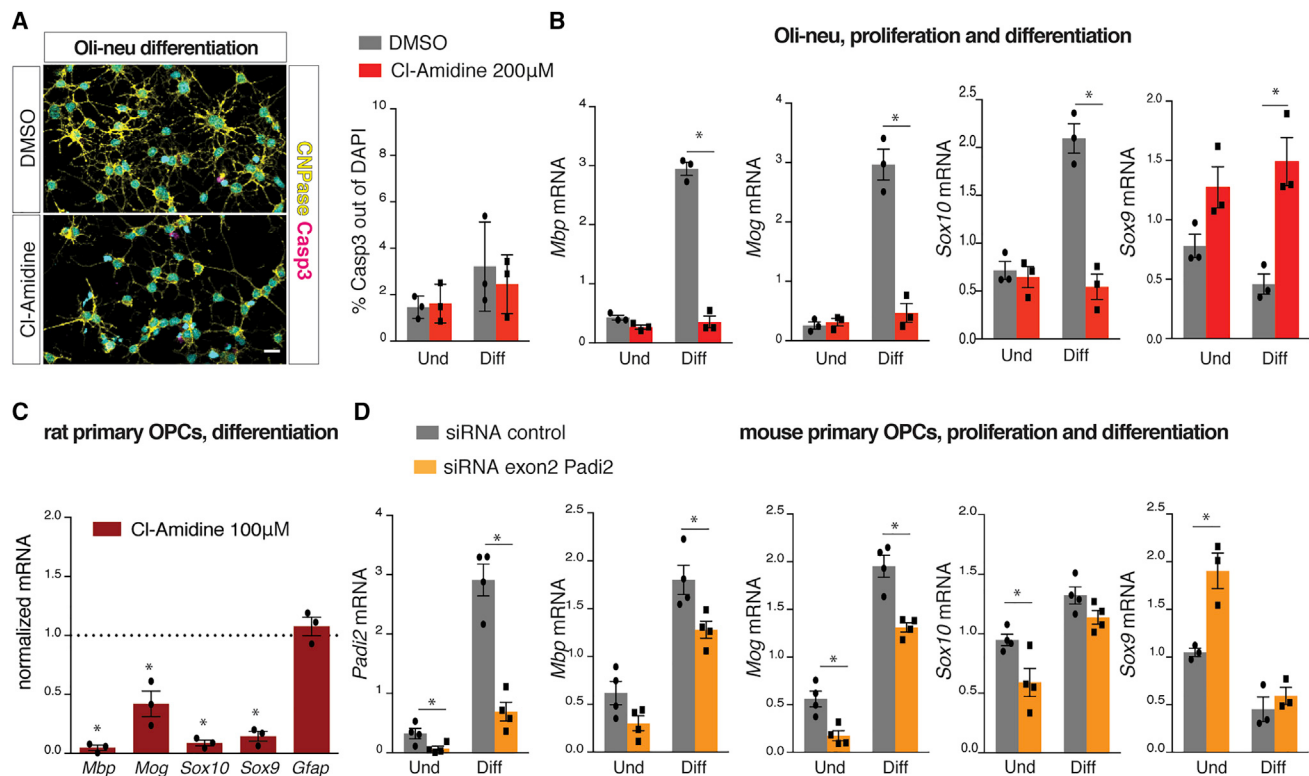

**Figure 2. PAD Inhibition and Padi2 Knockdown Hinders OPC Differentiation**

(A) Immunocytochemistry for CNPase and cleaved Casp3 on 2 day differentiated Oli-neu upon 2 days treatment with DMSO or CI-amidine 200  $\mu$ M and quantification of the percentage of cleaved Casp3<sup>+</sup> cells out of total DAPI in all conditions. Scale bar, 20  $\mu$ m.

(B) Comparative gene expression analysis of proliferating and undifferentiated (Und) Oli-neu cells and 2 day differentiated Oli-neu cells (Diff) treated with DMSO or CI-amidine 200  $\mu$ M for 2 days. Means  $\pm$  SEM are shown,  $n = 3$ ; \* $p < 0.05$ , two-tailed t test.

(C) Gene expression analysis on proliferating rat primary OPCs treated with CI-amidine 100  $\mu$ M; dashed line represents control levels, normalized to 1. Means  $\pm$  SEM are shown,  $n = 3$ ; \* $p < 0.05$ , one-sample t test.

(D) Comparative gene expression analysis on mouse primary undifferentiated (Und) and 2 day differentiated OLs (Diff) transfected with either scrambled siRNA or Padi2 siRNA targeting exon 2. Means  $\pm$  SEM are shown,  $n = 4$ ; \* $p < 0.05$ , two-tailed t test; error bars represent SEM.

See also Figure S1.

in the OL lineage *in vivo*, we isolated OPCs and OLs from the brain of the transgenic mouse line *Pdgfra*-Cre-loxP-GFP (Kang et al., 2010), in which all OL lineage cells express the GFP reporter (Figure 1C). GFP<sup>+</sup> OPCs were collected with FACS from P1–P4 pups (all GFP<sup>+</sup> cells are OPCs because OLs are not formed yet), and GFP<sup>+</sup> CD140a<sup>−</sup> OLs were collected with FACS from juvenile (P21) and adult (P60) mice (at this stage, GFP<sup>+</sup> cells comprise all OL progeny, including CD140a<sup>+</sup> OPCs). As a confirmation of the sorted populations, we assessed the expression of *Pdgfra* and *Mbp* as markers for OPCs and differentiated OLs, respectively (Figure 1D). *Padi2* mRNA was substantially enriched in OLs from both juvenile and adult brains compared with postnatal OPCs (Figure 1D). At the protein level, and in agreement with our gene expression data, we observed a continuous increase in PAD2 protein from P1 to adult in the spinal cord of wild-type mice, concomitant with the increase in the OL marker MBP (Figure 1E). Thus, PAD2 is rapidly upregulated upon OPC differentiation, suggesting a role of this citrullinating enzyme at this stage of OL lineage progression.

### Reduction of PAD2 Activity Hinders OL Differentiation

In order to investigate whether the increased expression of *Padi2* upon OL differentiation has functional significance, we inhibited PAD activity in mouse Oli-neu cells and rat primary OPCs using CI-amidine, a pan-inhibitor of PAD enzymes. The concentration used of PAD inhibitor (200  $\mu$ M) has been used in other studies (Christophorou et al., 2014; Xiao et al., 2017) and had no effect on cell death in Oli-neu cells, as assessed using cleaved CASP3 immunostaining (Figure 2A). Strikingly, Oli-neu cell differentiation was compromised in the presence of this inhibitor, as observed by the reduction of cell branching typical of differentiating OLs shown with CNPase immunostaining (Figure 2A). In accordance, gene expression analysis on undifferentiated and differentiated Oli-neu cells treated with CI-amidine revealed a striking impairment of OPC differentiation. The increase of *Mbp*, *Sox10*, and *Mog* mRNA levels, crucial for proper OPC differentiation, were no longer observed after CI-amidine during differentiation (Figure 2B). Interestingly, the expression of the transcription factor (TF) *Sox9*, required for OL specification (Stolt et al., 2003) and downregulated upon OPC differentiation

(Marques et al., 2016), was increased upon PAD inhibition (Figure 2B). Because *Sox9* is highly expressed in astrocytes, we further investigated if the upregulation of *Sox9* drove OPCs into astrocytes. We did not observe any upregulation of the astrocytic marker *Gfap* upon PAD inhibition, ruling out a possible differentiation of OPCs into astrocytes instead of OLs (Figure S1D). Similar results on impairment of OPC differentiation were obtained by treating Oli-neu with another PAD inhibitor, 2-CA (Figure S1C). Importantly, these effects were also observed in rat OPC primary cultures, in which under differentiating conditions, treatment with 50 or 100  $\mu$ M Cl-amidine impaired differentiation, as observed by the lower mRNA expression levels of the differentiation markers *Mbp*, *Sox10*, and *Mog* (Figure 2C). In contrast to Oli-neu, *Sox9* was reduced upon PAD2 inhibition in rat OPC primary cultures (Figure 2C).

To investigate whether the effect of PAD inhibitors was due to PAD2 inhibition, we specifically decreased *Padi2* mRNA levels in mouse primary OPCs by transfecting cells with small interfering RNA (siRNA) against *Padi2* (targeting exon 2). Similar to PAD inhibition, the reduction of *Padi2* expression led to decreases in the mRNA levels of *Sox10* and *Mog* and an increase in *Sox9* without altering *Gfap* mRNA levels (Figures 2D and S1F). *Mog*, *Mbp*, and *Sox10* mRNA levels were also reduced in *Padi2* knockdown conditions after 2 days of differentiation (Figure 2D). Likewise, *Padi2* knockdown in Oli-neu cells mimicked the effects of PAD inhibition (Figure S1E). The results with inhibitors in Oli-neu are stronger than in primary OPCs, most likely because the inhibitors act in a quicker manner and irreversibly inhibit all PAD2 present in Oli-neu cells, whereas *Padi2* knockdown is slower and not as effective in reducing PAD2 activity. Thus, our findings indicate that PAD2 is dramatically increased at the onset of OL differentiation, when it contributes to the transition from an OPC state to an NFOL state.

### OLs Are Transiently Reduced in the Spinal Cord of Juvenile Mice upon Conditional *Padi2* Knockout in the OL Lineage

To investigate if the observed effects of PAD2 have an impact on OL differentiation and myelin maintenance *in vivo*, we generated a *Padi2* conditional knockout (cKO) mouse line, *Pdgfra*Cre;RCE:loxP;*Padi2*<sup>-/-</sup>, in which *Padi2* is not present in any cells derived from *Pdgfra*<sup>+</sup> cells, which include the whole OL lineage. We estimated the number of CC1<sup>+</sup> cells per area at P21, in the corpus callosum, anterior commissure, and dorsal funiculus of the spinal cord. In accordance with our results in Oli-neu and primary OPC cultures (Figure 2), we observed a reduction in the number of CC1<sup>+</sup> OLs in the spinal cord of PAD2 cKO mice, compared with littermate controls (Figures 3A and 3B). Nevertheless, we did not observe such an effect in the brain (corpus callosum and anterior commissure) (Figure 3A). Accordingly, we observed that *Pdgfra*, *Mbp*, and *Mog* mRNA were unaltered in FACS cKO GFP<sup>+</sup> cells from P21 brains (Figure S2C), indicating that the *Padi2* cKO does not affect OL cell number or transcription in the brain but rather has a more prominent effect in OPC differentiation in posterior regions of the CNS. To further address if the effect in the spinal cord is sustained in adulthood, we estimated CC1<sup>+</sup> cell densities in 4-month-old mice. We did not observe any difference in the three regions

analyzed (Figure 3A), suggesting that there is a recovery in the number of generated CC1<sup>+</sup> cells in adult stages in the spinal cord.

We also generated an inducible *Padi2* cKO (indKO) mouse line, *Pdgfra*CreERT;RCE:loxP;*Padi2*<sup>-/-</sup>, for which *Padi2* could be ablated from OPCs by tamoxifen treatment at early postnatal stages (Figure 3C). Because we observed that PAD2 mainly modulates the transition between OPCs and NFOLs *in vitro* (Figure 2), we depleted *Padi2* specifically at the onset of OPC differentiation by injecting mice with tamoxifen at P6 and collecting the brains and spinal cord at P11 (Figure 3C). We observed a slight effect of the number of OLs formed upon tamoxifen-induced OPC *Padi2* depletion, which nevertheless was not statistically significant ( $p = 0.0828$  for corpus callosum and  $p = 0.0567$  for spinal cord; Figure 3D). Thus, our results with *Padi2* constitutive ablation in OPC suggest that PAD2 facilitates the generation of OLs *in vivo* in the spinal cord.

### *Padi2* KO Mice Display Impaired Motor and Cognitive Functions and a Decrease in the Number of Myelinated Axons

Given the transient decrease in OLs upon *Padi2* cKO in the OL lineage in the spinal cord and the targeting of myelin proteins by PAD2, we investigated whether *Padi2* cKO mice presented a motorical phenotype. Interestingly, *Padi2* cKO mice exhibited impairment in motor coordination and balance as assessed by decreased latency to fall in the rotarod test (Figure 4A). Moreover, we observed similar impairments in the full *Padi2* KO (*Padi2* fKO), in which exon 1 of *Padi2* is deleted in all cells (Rajmakers et al., 2006). In addition, we found an increase in the number of slips on the beam test in the *Padi2* cKO mice, strengthening the motor impairment phenotype (Figure 4B). Interestingly, when testing the *Padi2* cKO mice for cognitive functions, these mice also performed worst in the novel object recognition test, displaying a decrease in the discrimination index that provides an indication of recognition memory (Figure 4C).

To further investigate the mechanisms underlying the impact of PAD2 on motor and cognitive functions, we analyzed the myelin structure of the *Padi2* fKO mice and respective controls using electron microscopy (EM). We found a significant decrease in the g-ratio of small-diameter axons and an increase in the g-ratio of axons with 0.6–0.9  $\mu$ m diameter (Figures 4D–4F). Moreover, the percentage of myelinated axons in the corpus callosum was decreased in *Padi2* fKO mice compared with controls (Figure 4G). As such, our results indicate that PAD2 plays a role initially for efficient OL differentiation in the spinal cord and later on in myelination in the corpus callosum, which is reflected in the motoric and cognitive defects occurring upon its ablation.

### PAD2 Is Present in Both the Nucleus and Cytoplasm in OL Lineage Cells

To disclose the possible mechanisms of action underlying the observed *in vitro* and *in vivo* effects, we further investigated the cellular location of PAD2 in OL lineage cells. Despite that PAD4 is the only one displaying a nuclear localization signal (NLS), PAD2 has recently been detected in the nuclei of mammary

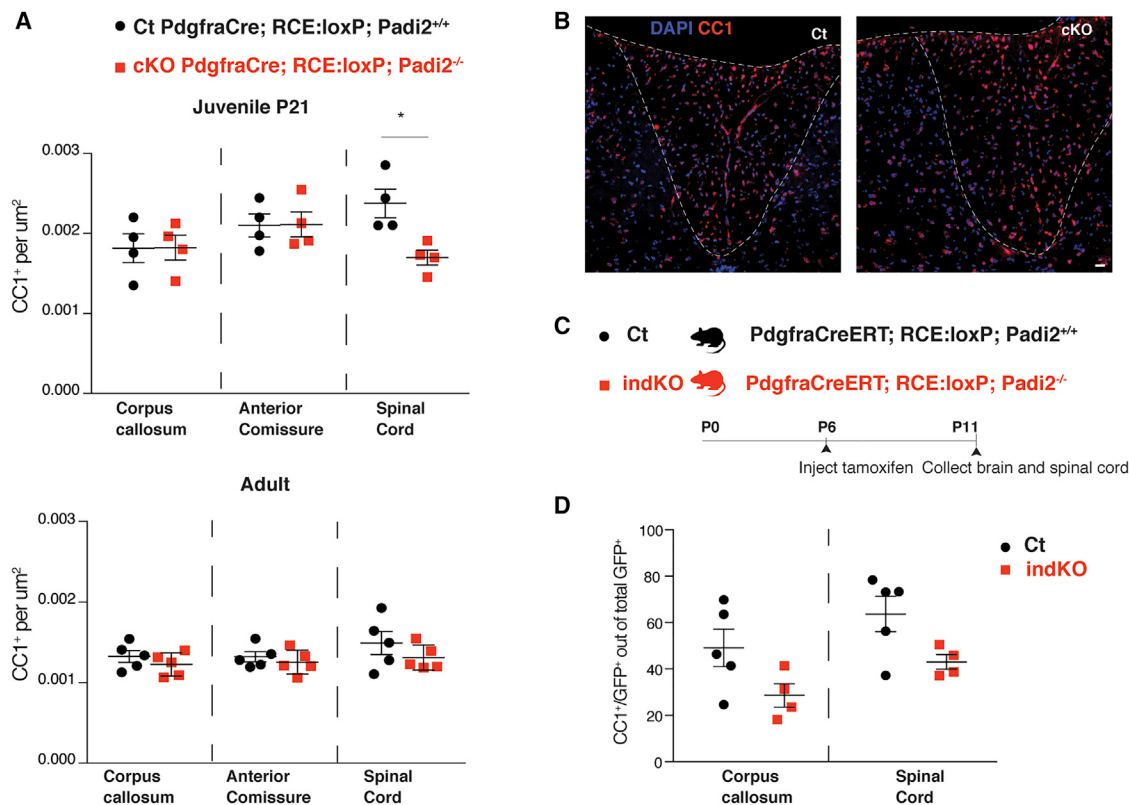

**Figure 3. *Padi2* Knockout Mice Display a Transient Decrease in OPC Differentiation in the Spinal Cord**

(A) CC1<sup>+</sup> cells are presented as number of positive cells per area in the corpus callosum, anterior commissure, and spinal cord of *PdgfraCre*; *RCE:loxP*; *Padi2*<sup>+/+</sup> and *PdgfraCre*; *RCE:loxP*; *Padi2*<sup>-/-</sup> juvenile (P21) and adult mice. Means  $\pm$  SEM are shown,  $n = 4$  (P21) and  $n = 5$  (adult); \* $p < 0.05$ , two-tailed t test. (B) Representative images of the spinal cord dorsal funiculus of *PdgfraCre*; *RCE:loxP*; *Padi2*<sup>+/+</sup> and *PdgfraCre*; *RCE:loxP*; *Padi2*<sup>-/-</sup> mice stained with CC1 antibody and DAPI. Scale bar, 20  $\mu\text{m}$ . (C) Schematic representation of the strategy used to deplete *Padi2* immediately before the peak of OPC differentiation: *PdgfraCreERT*; *RCE:loxP*; *Padi2*<sup>+/+</sup> and *PdgfraCreERT*; *RCE:loxP*; *Padi2*<sup>-/-</sup> mice were injected with tamoxifen at postnatal day 6 (P6) and sacrificed at P11, and brains and spinal cords were collected. (D) The number of CC1 and GFP double-positive cells was estimated out of total GFP<sup>+</sup> cells in both corpus callosum and spinal cord of *PdgfraCreERT*; *RCE:loxP*; *Padi2*<sup>+/+</sup> and *PdgfraCreERT*; *RCE:loxP*; *Padi2*<sup>-/-</sup> mice. Means  $\pm$  SEM are shown,  $n = 5$  (control [Ct]) and  $n = 4$  (*indKO*); \* $p < 0.05$ , two-tailed t test. See also Figure S2.

epithelial cells (Cherrington et al., 2010) and has been found to inhibit transcription through RNA polymerase (Pol) II citrullination in breast cancer cell line T47D (Sharma et al., 2019). Furthermore, PAD2 was able to citrullinate nuclear histone H3R26 in MCF-7 breast cancer cells (Zhang et al., 2012). Remarkably, immunocytochemistry analysis showed the presence of PAD2 protein both in the nucleus and the cytoplasm of differentiated Oli-neu (Figure 5A) and in primary OPCs (MBP negative) and OLs (MBP positive) (Figure S2E). In order to confirm the localization of PAD2 in the nucleus of OPCs, we transfected Oli-neu cells with the fusion vector *Padi2*-ZsGreen. We observed the presence of the green fusion protein both in the nucleus and cytoplasm of these cells (Figure 5B), indicating that PAD2 can indeed be nuclear in OL lineage cells and might thereby regulate transcription through epigenetic mechanisms.

### PAD2 Citrullinates Nuclear Proteins

To determine what could be the molecular targets of PAD2 in both nuclei and cytoplasm, we generated a stable *Padi2*-overex-

pressing Oli-neu cell line, in which citrullination activity was greatly enhanced when tested in an antibody-based assay for PAD activity (ABAP) (Zendman et al., 2007) (Figure 7C) and performed quantitative proteomics by applying stable isotope labeling of amino acids in cell culture (SILAC) followed by mass spectrometry (Ong et al., 2002). SILAC relies on the incorporation of a light (<sup>12</sup>C) or a heavy (<sup>13</sup>C) isotopic version of lysine into proteins of control and overexpressing *Padi2* cell lines, respectively. The proteomes of fully light (L) and heavily (H) labeled cells were mixed 1:1, and the relative dissimilarities in the proteome citrullination target sites of these cell populations were determined and quantified using mass spectrometry (Figure 5C; STAR Methods). Interestingly, we observed a striking difference in the number of citrullination targets and ratios between proliferating and differentiating Oli-neu cells (Figure 5D). In the proteome of proliferating Oli-neu, we found up to 151 citrullination sites, of which 81 were upregulated (H/L SILAC ratio higher than 1.5) with *Padi2* overexpression. In contrast, up to 500 citrullination sites were identified in differentiating Oli-neu cells, of which 347

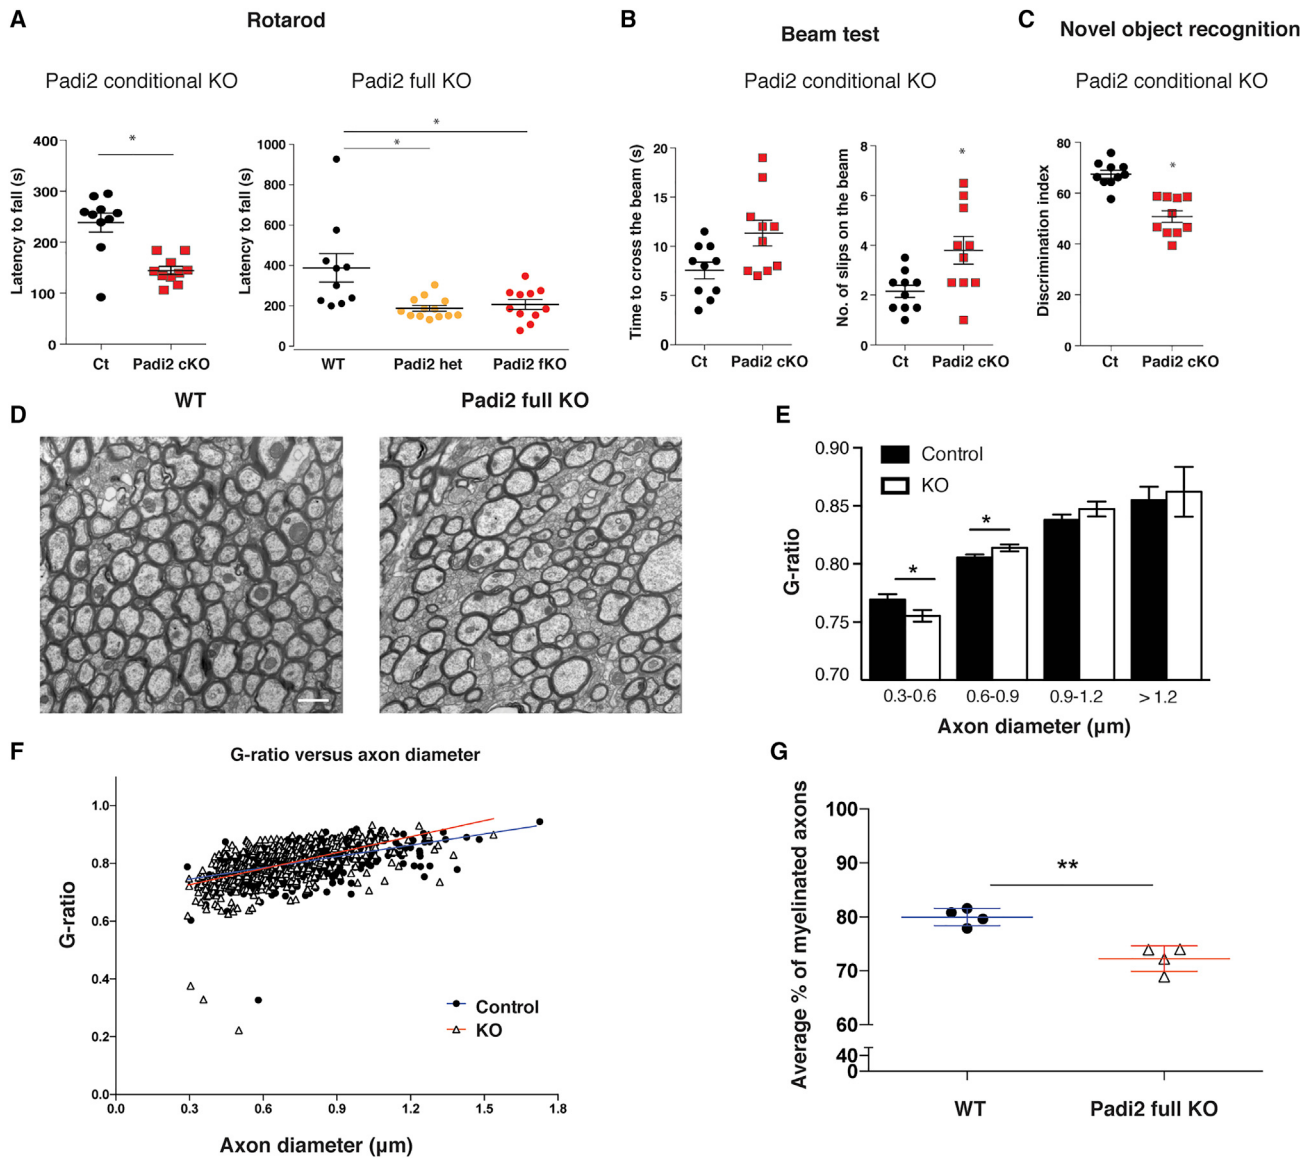

**Figure 4. Padi2 Conditional and Full Knockout Mice Exhibit Impaired Motor and Cognitive Functions and Decreased Myelinated Axons**  
(A–C) Behavior tests for motor (rotarod [A] and beam test [B]) and cognitive (novel object recognition [C]) performance in controls (PdgfraCre;RCE:loxP;Padi2<sup>+/+</sup> and wild-type [WT]), Padi2 heterozygous (Padi2 het), and Padi2 full knockout (fKO) and conditional KO (Padi2 cKO; PdgfraCre;RCE:loxP;Padi2<sup>-/-</sup>). For the rotarod test, the time spent on rotating rod, latency to fall, was measured in seconds, and for the novel object recognition, test the discrimination index corresponds to percentage ratio between the time exploring the novel object and the total time spent exploring both objects. Means  $\pm$  SEM are shown, WT n = 8, Padi2 het n = 11, Padi2 fKO n = 11 (\*p < 0.05, one-way ANOVA), control (Ct) n = 10, and Padi2 cKO n = 10 (\*p < 0.05, Mann-Whitney test).  
(D) Representative electron microscopy (EM) images for WT and Padi2 fKO corpus callosum. Scale bar, 1  $\mu\text{m}$ .  
(E and F) Scatterplot of g-ratio as a function of axon diameter ( $\mu\text{m}$ ) (F) and graph plot for the g-ratio distribution across different axon diameters (E) in WT (n = 4) and Padi2fKO (n = 4).  
(G) Percentage of myelinated axons present in the corpus callosum of WT and Padi2 fKO. Means  $\pm$  SEM are shown, n = 4; \*p < 0.05, Mann-Whitney test.

were upregulated upon *Padi2* overexpression (Figure 5D; Table S1). These observations indicate that OLs have an intracellular environment that is more permissive to PAD2 activity than OPCs.

We also uncovered citrullination sites arising only with *Padi2* overexpression (no H/L SILAC ratio with peptides detected only in heavy proteomes; Figure 5E; Table S1). Consistent with our previous observations on the localization of PAD2 in the

OL lineage (Figures 4A and 4B), PAD2 targets were not only cytoplasmic, such as ribosomal proteins and myelin proteins (such as HSPA8, CNP and RAB1, ENO1 and EEF1A; Jahn et al., 2009), but also nuclear (Figure 5E; Table S1). Chromatin components and modulators such as histone H1 (HIST1H1B), histone H2b (HIST1H2BA), histone H3 (HIST1H3), the histone demethylase KDM3B, and the chromodomain helicase DNA binding

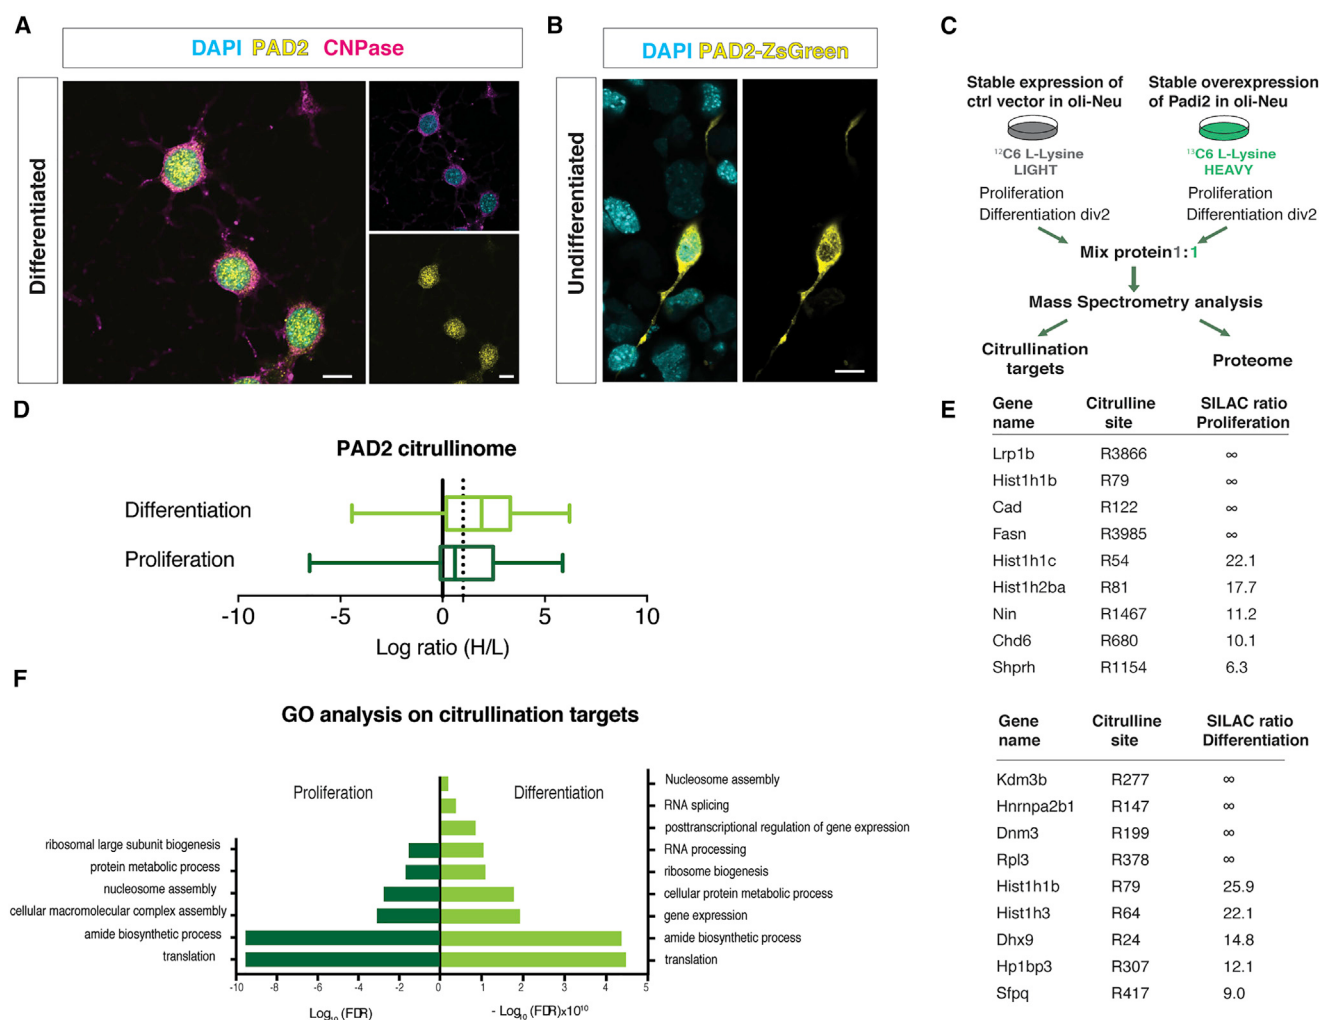

**Figure 5. Padi2 Overexpression Unveils Citrullination Targets**

(A) Immunocytochemistry in 2 day differentiated Oli-neu for PAD2 (yellow) and CNPase (magenta) depicting PAD2 in the nucleus and cytoplasm of cells. Scale bar, 20  $\mu\text{m}$ .

(B) Transfection of Oli-neu cells with Padi2 fused with ZsGreen (depicted in yellow) shows the PAD2-ZsGreen both in the cytoplasm and in the nucleus. Scale bar, 20  $\mu\text{m}$ .

(C) Schematic representation of the strategy used to determine the citrullination targets by means of SILAC followed by mass spectrometry. Control and overexpressing Padi2 cell lines are fed with  $^{12}\text{C}$  (light) and  $^{13}\text{C}$  (heavy) media, respectively. Proteins from proliferating and 2 days differentiating cells are collected from both light and heavy media and mixed 1:1 for further mass spectrometry analysis.

(D) Boxplot representing the fold change of the identified citrullination targets in Oli-neu cells in both proliferation and differentiation conditions. Ratios are represented as  $\log_2(\text{H/L ratio})$ , and PAD2-mediated citrullination targets were considered above a threshold of 1 (dashed line).

(E) Table representing top citrullination targets of PAD2 in proliferation and differentiation conditions.  $\infty$  represents proteins for which only peptides with heavy labeling were detected.

(F) Gene Ontology (GO) analysis for biological processes on the PAD2 citrullinated proteins. The most significant categories ( $\pm \log_{10}[\text{false discovery rate}]$ ) were plotted. See also Figure S2 and Tables S1 and S4.

protein 6 (CHD6), among others, were identified to be citrullinated by PAD2 at specific arginines (Figure 5E). We also observed citrullination of several RNA binding proteins, consistent with the abundance or arginines in their RNA binding motifs (Figure 5F). Gene Ontology (GO) analysis indicated that proteins citrullinated by PAD2 are involved in translation, ribosomal biogenesis, and nucleosome assembly in both proliferating and differentiating conditions and RNA splicing, RNA processing, and posttranscriptional regulation of gene expression in differen-

tiating conditions (Figure 5F; Table S4). Thus, PAD2 activity is not circumscribed to myelin and cytoplasmic proteins but is also relevant to nuclear processes.

### PAD2 Protein-Protein Interaction Network Is Enriched in Cytoplasmic and Myelin Proteins

Our data suggest that PAD2 might be involved in different biological cell processes occurring both in the nucleus and in the cytoplasm. To further explore the PAD2 role in OL lineage cells, we

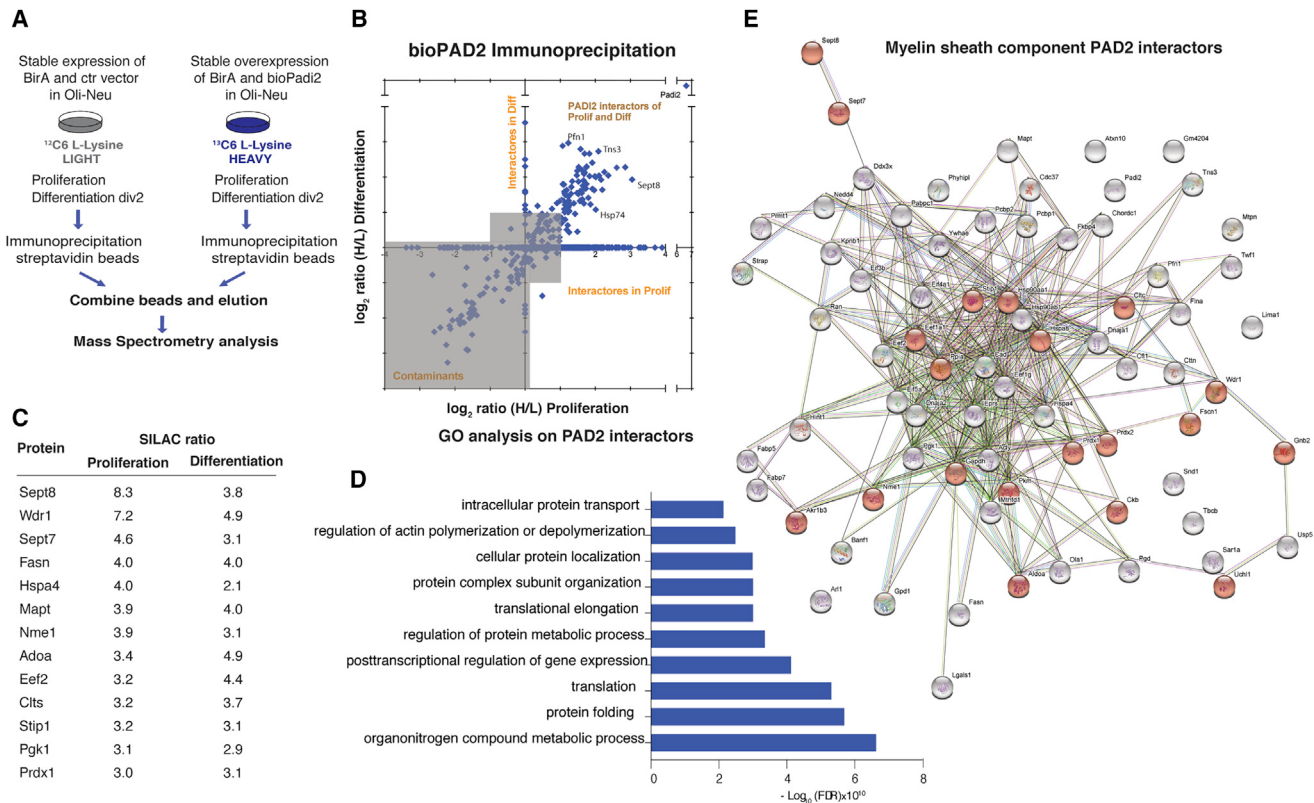

**Figure 6. PADI2 Protein Interactors in Oli-neu Cells**

(A) Schematic representation of the strategy used to uncover PADI2-interacting proteins by means of SILAC followed by mass spectrometry. Control cells (expressing biotin ligase BirA and empty vector) and biotin-tagged *Padi2* (bioPadi2) cell lines (expressing BirA and the biotin-tagged *Padi2*) are fed with <sup>12</sup>C (light) and <sup>13</sup>C (heavy) media, respectively. Immunoprecipitation (IP) with streptavidin beads is performed on the same amount of proteins collected from control or bioPadi2 cells. After IP, the streptavidin beads from the two conditions are mixed and analyzed using mass spectrometry.

(B) Graph plot representing all detected immunoprecipitated proteins by mass spectrometry in both proliferating and upon 2 days differentiation of Oli-neu cells. Ratios are represented as log<sub>2</sub>(H/L ratio) and PADI2-interacting proteins were considered for analysis when displaying a threshold above 1 and detected in both proliferation and differentiation (all targets in the upright quadrant).

(C) Short list of the top ten PADI2-interacting proteins that were previously shown in the myelin proteome.

(D) GO analysis for biological processes on the PADI2 interacting proteins. The most significant categories (+/- Log<sub>10</sub> (false discovery rate)) were plotted.

(E) Network analysis of all PADI2 interactors, proteins found on the cellular component GO analysis for the myelin sheath are highlighted in red.

See also Tables S2 and S4.

identified the PADI2 protein interactors by pulling down biotin-tagged PADI2. Control (expressing biotin ligase, BirA, and empty vector) and biotin-tagged *Padi2* (bioPadi2) Oli-neu cell lines (expressing BirA and the biotin-tagged *Padi2*) were fed with <sup>12</sup>C or <sup>13</sup>C isotopes, respectively, immunoprecipitated with streptavidin beads, and combined for further mass spectrometry analysis (Figure 6A). As expected, PADI2 was the protein enriched the most (Figure 6B). We uncovered up to 74 shared PADI2 protein interactors in proliferating and 2 days differentiated Oli-neu cells (Figures 6B–6E; Table S2), including nuclear proteins such as elongator protein complex 1 (ELP1). Nevertheless, the number of interactors was much smaller than citrullination targets, suggesting that most of the PADI2 interactions leading to citrullination are transient and cannot be captured. Yet, GO analysis of the biological processes showed common categories with the GO analysis of the PADI2 citrullination targets, such as translation and posttranscriptional regulation of gene expression (Figure 6D), suggesting once again a role for PADI2 in these processes. Interestingly, one of the cate-

gories in the GO analysis, the intracellular protein transport, comprises RAN and KPNB1, two key regulators for active nuclear transport, which suggests that these proteins can be involved in the PADI2 nuclear-cytoplasmic shuttling (Table S2). When performing GO analysis for the cellular component, we also have identified a myelin sheath component of PADI2 interactors (Figure 6E, myelin sheath partners highlighted in red; Table S4). Furthermore, comparison with a previously published myelin proteome (Jahn et al., 2009) uncovers additional myelin proteins that interact with PADI2, such as WDR1 and FASN, among others (Figure 6E; Table S2). Thus, although interactions of PADI2 with nuclear proteins might be more transient, we observed several myelin proteins interacting with this enzyme.

### Histone Citrullination by PADI2 Is Associated with Regulation of OL Differentiation Genes

Because we found PADI2 in the nucleus of OL lineage cells and identified several chromatin-associated proteins as targets of

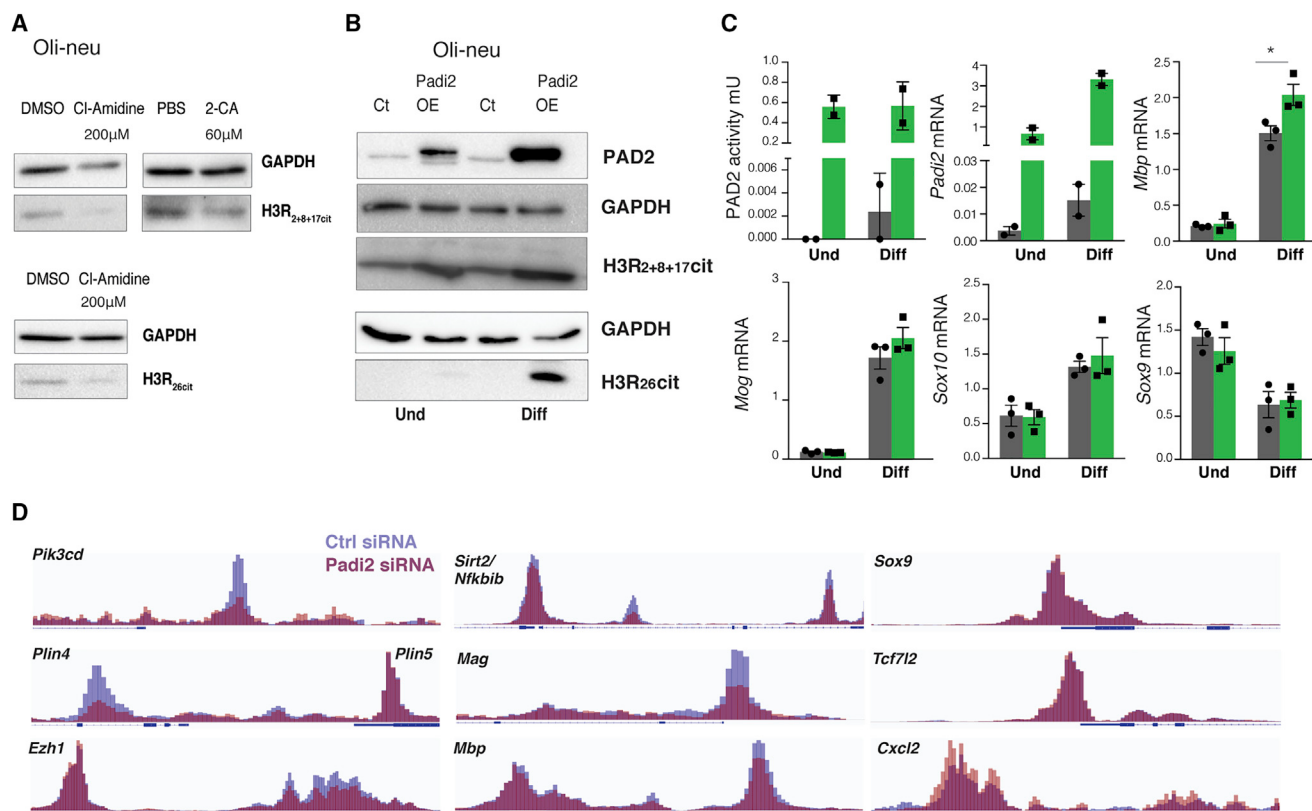

**Figure 7. PAD2 Citrullinates Histones and Regulates the Expression and Chromatin Accessibility of Genes Involved in OL Differentiation**

(A) Western blot for H3R2+8+17cit and H3R26cit upon treatment of proliferating Oli-neu cells with either DMSO or Cl-Amidine 200  $\mu$ M for 2 days. GAPDH signal is an internal loading control. Images represent  $n = 2$ .

(B) Western blot analysis for PAD2, histone H3R2+8+17cit, and H3R26 on *Padi2*-overexpressing cell line versus control. GAPDH was used as a loading control. Representative images of  $n = 3$ .

(C) Analysis of Oli-neu cell line overexpressing *Padi2* or scramble control. *Padi2*-overexpressing cells display higher PAD activity, as assessed using the ABAP kit assay, and high mRNA *Padi2*, as assessed using qRT-PCR. Comparative gene expression gene analysis of proliferating and undifferentiated (Und) Oli-neu cells and 2 days differentiated Oli-neu cells (Diff) overexpressing *Padi2*,  $n = 3$  (*Mbp*, *Mog*, *Sox10*, and *Sox9*). Means  $\pm$  SEM are shown; \* $p < 0.05$ , two-tailed  $t$  test.

(D) IGV genome browser overlay views depicting chromatin accessibility (assessed using ATAC-seq) near transcription start sites, in Oli-neu cells transfected with control (Ctrl) siRNAs (blue) and siRNA against *Padi2* (red) ( $n = 3$ , samples pooled for visualization, same scale for Ctrl siRNA and *Padi2* siRNA).

See also Tables S3 and S4.

PAD2, we investigated whether citrullinated nuclear proteins, such as histones, are present in OL lineage cells using an orthogonal technique. Indeed, western blot analysis of histone citrullination showed the presence of histone H3R<sub>26</sub>Cit and histone H3R<sub>2+8+17</sub>Cit in proliferating Oli-neu cells (Figure 7A). Treatment with 200  $\mu$ M of the pan PAD inhibitor Cl-amidine or 60  $\mu$ M of 2-CA led to a reduction on these modifications (Figure 7A). We also observed increases of histone H3R<sub>2+8+17</sub>Cit and Histone H3R<sub>26</sub>Cit in the *Padi2*-overexpressing cell lines, indicating that PAD2 is mediating histone H3 citrullination and thus acts as an epigenetic regulator in OL lineage cells (Figure 7B). Although the expression of *Mog*, *Sox10*, and *Sox9* was not altered upon *Padi2* overexpression, we observed upregulation of *Mbp* in differentiating cells (Figure 7C), corroborating their downregulation upon PAD2 inhibition or *Padi2* knockdown (Figure 2). Thus, histone citrullination might be one of the mechanisms by which PAD2 regulates the transition of OPCs to NFOLs.

### ***Padi2* Knockdown Results in Reduced Accessibility in OL Differentiation Genes**

To further examine the possible role of PAD2 in transcriptional regulation and the chromatin structure, we investigated if the knockdown of *Padi2* would affect the chromatin accessibility. We performed assay for transposase-accessible chromatin using sequencing (ATAC-seq; Buenrostro et al., 2013) to identify changes in accessibility of regulatory regions in differentiating Oli-neu upon knockdown of *Padi2* with siRNAs (Figure 7D). Interestingly, we observed a general reduction in accessibility upon knockdown of *Padi2* (Figures 7D and S3A; Table S3). We further investigated accessibility of OL enhancers and promoters, presenting H3K27ac in Oli-neu cells (see STAR Methods) or H3K27ac and/or H3K4me3 in OPCs (Lu et al., 2016). Indeed, we observed decreased chromatin accessibility in regulatory regions of genes such as *Pik3cd*, *Plin4*, and *Ezh1*. Importantly, we also observed such reduction in accessibility in important

regulators of OL myelination, including *Sirt2*, *Mag*, and *Mbp* (Figure 7D) and in *Pip1*, *Sox10*, and *Mog*, although to a minor extent (Figure S3A). Accordingly, GO analysis indicated an enrichment in regulatory regions of genes involved in lipid metabolism (Figure S3B; Table S4). Nevertheless, PAD2 appears to target specific regulatory regions, because we did not find regulation of chromatin accessibility at regulatory regions of other genes modulating OL differentiation, such as *Sox9*, *Tcf7l2* (Figure 7D), *Id1*, and *Olig2* (Figure S3A). Interestingly, we also find a cohort of genes in which accessibility of their regulatory regions was instead increased by *Padi2* knockdown, including *Cxcl2* (Figure 7D), *Hspb8*, and *Gabra6* (Figure S3A). GO analysis indicated involvement in the processes of chemotaxis, Polycomb activity, and apoptosis, among others (Figure S3B; Table S4). As such, recruitment of PAD2 to specific regulatory regions in OLs regulates their accessibility, which will also ultimately modulate transcriptional output, as observed for *Mog*, *Mbp*, and *Sox10*.

## DISCUSSION

The formation of myelin is a fundamental biological process that encompasses subsequent steps of OPC specification, differentiation, and myelin sheath formation and wrapping of axons. Our study highlights PAD2 as an important player in these last two steps by (1) facilitating OPC differentiation and influencing the OL epigenetic landscape through histone citrullination and (2) interacting with and mediating the citrullination of several myelin protein components. Although *Padi2* expression in OLs and its occurrence in myelin were described before (Wood et al., 2008), we report its presence in OPCs and the dramatic upregulation of *Padi2* in the transition from OPCs to NFOLs and its function facilitating OL lineage progression. To uncover PAD2 mechanisms of action, we further determined the citrullination targets and the binding partners of PAD2. Our data revealed proteins citrullinated by and interacting with PAD2, both located in the nuclear and cytoplasmic compartments. We also demonstrate, using different *Padi2* KO mouse lines, that PAD2 is important for OL development and motoric and cognitive behavior. Our findings indicate that PAD2-mediated citrullination is required for efficient OL development, not only acting as a myelin modulator, through MBP citrullination, but also displaying other functions in the cytoplasm and nucleus, for instance as an epigenetic modulator. Additional mechanisms underlying PAD2 actions in OPC differentiation remain to be investigated.

Using an unbiased proteomics methodology based on SILAC followed by mass spectrometry, we revealed hundreds of citrullination protein targets and the respective arginine locations, some of those in core histones such as HIST1H1, HIST1H2, and HIST1H3. PAD2-mediated H3R<sub>26</sub>Cit has been shown to lead to local chromatin decondensation and targeted transcriptional activation in breast cancer cells (Guertin et al., 2014). In a similar manner, when we knocked down *Padi2*, we observed a general decrease in chromatin accessibility, as revealed by ATAC-seq. Furthermore, upon PAD inhibition or *Padi2* knockdown, we observed a decrease in the pro-differentiation and myelin genes such as *Mbp*, *Mog*, and *Sox10*, suggesting that PAD2 might be locally enhancing transcription through histone H3 citrullination.

Interestingly, we detected HIST1H1C citrullination on arginine (R) R54 in our cells. This modification was previously described to induce global chromatin decondensation in induced pluripotent stem (iPS) cells (Christophorou et al., 2014) and to be specifically mediated by PAD4, which suggests that there is an overlap of the substrates of PAD2 and PAD4. Moreover, H3R<sub>2+8+17</sub>Cit was also induced upon *hPadi4* overexpression (Christophorou et al., 2014). hPAD2 and hPAD4 were shown to exhibit different substrate preferences and hPAD4 had more pronounced substrate specificity, in both Cos-1 and HEK cells or by adding recombinant hPADs to cell lysates (Assouhou-Luty et al., 2014). Additional hPAD2 targets were disclosed by overexpressing hPAD2 in HEK cells using a different technology (Lewallen et al., 2015). Although these are targets for hPAD2 in different human cell types, we observed many common targets with our mouse OL lineage cells, such as ribosomal proteins and splicing factors. Thus, PAD2 might have a widespread and undetermined role in basic cellular processes such as mRNA splicing and translation.

Differentiated Oli-neu cells displayed considerably more citrullination targets, higher citrullination activity in basal conditions with the ABAP kit, and a more pronounced increase in H3R<sub>2+8+17</sub>Cit and H3R<sub>26</sub>Cit upon *Padi2* overexpression, suggesting that PAD2 activity can be enhanced upon differentiation. In agreement, most of PAD2 effects are more noticeable upon OPC differentiation. Of note, PAD activity can also be context dependent, as these enzymes need a high concentration of calcium to become active, and calcium signaling has been shown to be fundamental for OPC migration, differentiation, and myelination (Pitman and Young, 2016). Although several citrullination targets found in proliferating and 2 days differentiated Oli-neu were common and/or showed additional citrullinated arginine in differentiation, they did not overlap completely, indicating that there is a preference for the targeted arginine between these conditions that could be due, for instance, to differences in binding partners. Likewise, not all proteins found to interact with PAD2 were citrullinated, and vice versa. Nevertheless, GO analysis for the biological processes on the PAD2 interactors also revealed categories similar to the citrullination targets, such as translation and posttranscriptional regulation of gene expression, reinforcing once again a putative role for PAD2 in these processes.

Mice overexpressing *Padi2* under the *Mbp* promoter display abnormal myelination with structural changes of the myelin (Musse et al., 2008). This effect was attributed to the increased citrullination of MBP and also of histones that would ultimately cause OL apoptosis (Musse et al., 2008). However, a striking finding in our study is the abundance of myelin component proteins within the interactors of PAD2, which might also mediate the effect of PAD2 on myelin when overexpressed (Musse et al., 2008). Citrullination of myelin proteins is naturally occurring, and thus normal citrullination levels must certainly have a physiological function. 2',3'-Cyclic-nucleotide 3'-phosphodiesterase (CNPase), which has an important role in the generation of cytoplasmic channels in OLs (Snaidero et al., 2017), displayed PAD2-mediated citrullination of several arginines (Table S1). It is possible that hypocitrullination of CNPase upon knocking out PAD2 could lead to disruption of cytoplasmic channels and ultimately to the observed defects on myelination in our *Padi2* fKO

mice (Figure 7). Further investigation would be necessary to determine which citrullination targets of PAD2 in the myelin could be responsible for these defects.

We found that PAD2 absence in OL lineage cells caused decreased OL cell density in the spinal cord in juvenile mouse and a decrease in the number of myelinated axons in the corpus callosum of adult mice that were reflected in motor and cognitive dysfunctions. Because *Pdgfra* and *Padi2* can also be co-expressed in other non-CNS cells, such as Schwann cells, the impairment on motor functions could also be due to the absence of PAD2 in peripheral cells. However, overexpression of *Padi2* did not have any effect on the peripheral myelin (Musse et al., 2008), and the electron microscopy and OL density analysis in the brain and spinal cord (Figure 7) indicated a phenotype in OLs. In addition, the cognitive behavior test also supports a CNS-specific PAD2 effect.

Analysis of single-cell RNA-seq data (Figure S1) suggested that PAD2 is the only member of the PAD family robustly expressed in the OL lineage. Although PAD4 was identified by immunohistochemistry in the myelin (Wood et al., 2008), we could not detect *Padi4* mRNA in any OL lineage cell tested, nor it was identified in the myelin proteome (Jahn et al., 2009). However, we did detect very low mRNA levels of *Padi3* and *Padi1* in Oli-neu cells and found it expressed in very few cells in OPCs or OLs collected from P90 brains (data not shown). As such, we cannot rule out that these PADs have a function in OL lineage progression and that compensatory mechanisms might be operational upon PAD2 knockdown, KO, or inhibition, particularly as PADs can have overlapping substrates.

PAD2 has been long investigated in the context of MS because MBP hypercitrullination is a hallmark of the disease (Yang et al., 2016). Our study demonstrates that PAD2-mediated citrullination is also required for OL lineage progression and myelination and uncovers several citrullination targets in the OL lineage. Thus, targeted activation of PAD2 in the OL lineage might be beneficial in the context of remyelination in diseases as MS.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODELS AND SUBJECT DETAILS
  - Transgenic Mice Strains
  - Cell Lines
- METHODS DETAILS
  - Genotyping of *Padi2*<sup>fl/fl</sup> Mice
  - Behavioral Analysis
  - Electron Microscopy
  - Tissue Dissociation
  - FACS
  - Cell Culture
  - *Padi2* Overexpression Cell Lines and Knockdown
  - ABAP
  - RNA Extraction, cDNA Synthesis, and Quantitative Real-Time PCR (qRT-PCR)

- Immunofluorescence
- Microscopy and Quantitative Analysis
- Western Blot
- PAD2 Immunoprecipitation
- Mass Spectrometry for Citrullination Targets
- Mass Spectrometry for PAD2 Interactome
- ChIP-Seq
- ATAC-Seq
- Bioinformatic Analysis of ChIP-Seq and ATAC-Seq
- Defined Promoter/Enhancer Regions
- Gene Ontology Analysis

- QUANTIFICATION AND STATISTICAL ANALYSIS
- DATA AND SOFTWARE AVAILABILITY

## SUPPLEMENTAL INFORMATION

Supplemental Information can be found online at <https://doi.org/10.1016/j.celrep.2019.03.108>.

## ACKNOWLEDGMENTS

We would like to thank Tony Jimenez-Beristain, Alessandra Nanni, Ahmad Moshref, and Johnny Söderlund and the Clinical Proteomics Mass Spectrometry unit at Karolinska University Hospital and Science for Life Laboratory for providing assistance in mass spectrometry and data analysis, as well as the Science for Life Laboratory, the National Genomics Infrastructure (NGI), and UPPMAX for providing assistance in massive parallel sequencing and computational infrastructure. We thank Dr. Ursula Wyneken, Universidad de los Andes in Chile, for providing us with two plasmids used in this study. We thank Belinda Panagel and the CMB FACS facility for all the support in FACS sorting of all cells and Jean-Jacques Medard and Roman Chrast for help with electron microscopy. We thank Helena Francis, Iris Muller, Marjan Abbasi, Theresa Mader, Diana Hernandez, and Wouter Beenker, all students who participated and pushed forward this project. We thank P. Soriano (Mount Sinai, New York) for the *Pdgfra*-H2B-GFP mouse. The bioinformatics computations were performed on resources provided by the Swedish National Infrastructure for Computing (SNIC) at UPPMAX, Uppsala University. A.M.F. was supported by the European Committee for Treatment and Research in Multiple Sclerosis (ECTRIMS). Work in P.C.'s research group was funded by NIH-NINDS (grants R01-NS052738 and R37NS-042925). Work in P.E.'s research group was funded by the Swedish Research Council, Wallenberg's Foundation, and ERC (PainCells). Work in D.S.C.'s research group was funded by the Foundation for Science and Technology (FCT; grants PT2020/FCT/029663/2017 and IF/00413/2012). E.A. is funded by the European Union, Horizon 2020, Marie-Sklodowska Curie Actions, and grant SOLO, number 794689. Work in G.C.-B.'s research group was supported by the Swedish Research Council (grant 2015-03558), the European Union (FP7/Marie Curie Integration Grant EPIOPC, Horizon 2020 Research and Innovation Programme/European Research Council Consolidator Grant EPIScOPE, grant agreement number 681893), the Swedish Brain Foundation (FO2015-0182), the Ming Wai Lau Centre for Reparative Medicine, the Swedish Cancer Society (Cancerfonden; CAN2016/555), the Petrus och Augusta Hedlunds Foundation (grants M-2014-0041 and M-2016-0428), and Karolinska Institutet. Raw data have been deposited in GEO: GSE115929.

## AUTHOR CONTRIBUTIONS

A.M.F. and G.C.-B. designed all experiments. A.M.F., M.M., and J.L. performed the *in vitro* experiments. A.M.F. and A.H. performed the tissue collection and microscopic analysis. P.R. and A.S. performed and P.E. and P.C. oversaw the behavior experiments. A.S., M.K., and R.F. processed and analyzed and P.C. oversaw the electron microscopy data. M.V.-G. was involved in all the cloning. S.C.L. and M.L.N. performed and analyzed mass spectrometry data. E.A. analyzed the ATAC-seq experiments. A.A.S.F.R. analyzed the chromatin immunoprecipitation sequencing (ChIP-seq) experiments, under

the supervision of D.S.C., G.C.-B. and A.M.F. wrote the paper, with contribution from all authors, and were involved in all the data analysis.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: August 3, 2018

Revised: December 13, 2018

Accepted: March 27, 2019

Published: April 23, 2019

## REFERENCES

- Althammer, S., González-Vallinas, J., Ballaré, C., Beato, M., and Eyraes, E. (2011). Pyicos: a versatile toolkit for the analysis of high-throughput sequencing data. *Bioinformatics* 27, 3333–3340.
- Assouhou-Luty, C., Rajmakers, R., Benckhuijsen, W.E., Stammen-Vogelzangs, J., de Ru, A., van Veelen, P.A., Franken, K.L., Drijfhout, J.W., and Pruijn, G.J. (2014). The human peptidylarginine deiminases type 2 and type 4 have distinct substrate specificities. *Biochim. Biophys. Acta* 1844, 829–836.
- Beniac, D.R., Wood, D.D., Palaniyar, N., Ottensmeyer, F.P., Moscarello, M.A., and Haraux, G. (2000). Cryoelectron microscopy of protein-lipid complexes of human myelin basic protein charge isomers differing in degree of citrullination. *J. Struct. Biol.* 129, 80–95.
- Benjamini, Y., and Hochberg, Y. (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. *J. R. Stat. Soc. B* 57, 289–300.
- Bergles, D.E., and Richardson, W.D. (2015). Oligodendrocyte development and plasticity. *Cold Spring Harb. Perspect. Biol.* 8, a020453.
- Bindea, G., Mlecnik, B., Hackl, H., Charoentong, P., Tosolini, M., Kirilovsky, A., Fridman, W.H., Pagès, F., Trajanoski, Z., and Galon, J. (2009). ClueGO: a Cytoscape plug-in to decipher functionally grouped Gene Ontology and pathway annotation networks. *Bioinformatics* 25, 1091–1093.
- Buenrostro, J.D., Giresi, P.G., Zaba, L.C., Chang, H.Y., and Greenleaf, W.J. (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. *Nat. Methods* 10, 1213–1218.
- Caprioglio, A.V., Rogers, J.A., Morgan, M.L., Hoghooghi, V., Plemel, J.R., Koebel, A., Tsutsui, S., Dunn, J.F., Kotra, L.P., Ousman, S.S., et al. (2018). Biochemically altered myelin triggers autoimmune demyelination. *Proc. Natl. Acad. Sci. U S A* 115, 5528–5533.
- Chen, F., and LoTurco, J. (2012). A method for stable transgenesis of radial glia lineage in rat neocortex by piggyBac mediated transposition. *J. Neurosci. Methods* 207, 172–180.
- Cherrington, B.D., Morency, E., Struble, A.M., Coonrod, S.A., and Wakshlag, J.J. (2010). Potential role for peptidylarginine deiminase 2 (PAD2) in citrullination of canine mammary epithelial cell histones. *PLoS ONE* 5, e11768.
- Christophorou, M.A., Castelo-Branco, G., Halley-Stott, R.P., Oliveira, C.S., Loos, R., Radziszewska, A., Mowen, K.A., Bertone, P., Silva, J.C., Zernicka-Goetz, M., et al. (2014). Citrullination regulates pluripotency and histone H1 binding to chromatin. *Nature* 507, 104–108.
- Cox, J., and Mann, M. (2008). MaxQuant enables high peptide identification rates, individualized p.b.-range mass accuracies and proteome-wide protein quantification. *Nat. Biotechnol.* 26, 1367–1372.
- Cox, J., Matic, I., Hilger, M., Nagaraj, N., Selbach, M., Olsen, J.V., and Mann, M. (2009). A practical guide to the MaxQuant computational platform for SILAC-based quantitative proteomics. *Nat. Protoc.* 4, 698–705.
- Elias, J.E., and Gygi, S.P. (2007). Target-decoy search strategy for increased confidence in large-scale protein identifications by mass spectrometry. *Nat. Methods* 4, 207–214.
- ENCODE Project Consortium (2012). An integrated encyclopedia of DNA elements in the human genome. *Nature* 489, 57–74.
- Fortress, A.M., Fan, L., Orr, P.T., Zhao, Z., and Frick, K.M. (2013). Estradiol-induced object recognition memory consolidation is dependent on activation of mTOR signaling in the dorsal hippocampus. *Learn. Mem.* 20, 147–155.
- Guertin, M.J., Zhang, X., Anguish, L., Kim, S., Varticovski, L., Lis, J.T., Hager, G.L., and Coonrod, S.A. (2014). Targeted H3R26 deimination specifically facilitates estrogen receptor binding by modifying nucleosome structure. *PLoS Genet.* 10, e1004613.
- Jahn, O., Tenzer, S., and Werner, H.B. (2009). Myelin proteomics: molecular anatomy of an insulating sheath. *Mol. Neurobiol.* 40, 55–72.
- Jung, M., Krämer, E., Grzenkowski, M., Tang, K., Blakemore, W., Aguzzi, A., Khazaie, K., Chlichlia, K., von Blankenfeld, G., Kettenmann, H., et al. (1995). Lines of murine oligodendroglial precursor cells immortalized by an activated neu tyrosine kinase show distinct degrees of interaction with axons in vitro and in vivo. *Eur. J. Neurosci.* 7, 1245–1265.
- Kang, S.H., Fukaya, M., Yang, J.K., Rothstein, J.D., and Bergles, D.E. (2010). NG2+ CNS glial progenitors remain committed to the oligodendrocyte lineage in postnatal life and following neurodegeneration. *Neuron* 68, 668–681.
- Kelstrup, C.D., Young, C., Lavalley, R., Nielsen, M.L., and Olsen, J.V. (2012). Optimized fast and sensitive acquisition methods for shotgun proteomics on a quadrupole orbitrap mass spectrometer. *J. Proteome Res.* 11, 3487–3497.
- Kim, J., Cantor, A.B., Orkin, S.H., and Wang, J. (2009). Use of in vivo biotinylation to study protein-protein and protein-DNA interactions in mouse embryonic stem cells. *Nat. Protoc.* 4, 506–517.
- Klinghoffer, R.A., Hamilton, T.G., Hoch, R., and Soriano, P. (2002). An allelic series at the PDGFalphaR locus indicates unequal contributions of distinct signaling pathways during development. *Dev. Cell* 2, 103–113.
- Langmead, B., Trapnell, C., Pop, M., and Salzberg, S.L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol.* 10, R25.
- Lewallen, D.M., Bicker, K.L., Subramanian, V., Clancy, K.W., Slade, D.J., Martell, J., Dreyton, C.J., Sokolove, J., Weerapana, E., and Thompson, P.R. (2015). Chemical Proteomic Platform To Identify Citrullinated Proteins. *ACS Chem. Biol.* 10, 2520–2528.
- Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., Homer, N., Marth, G., Abecasis, G., and Durbin, R.; 1000 Genome Project Data Processing Subgroup (2009). The Sequence Alignment/Map format and SAMtools. *Bioinformatics* 25, 2078–2079.
- Liu, G.Y., Liao, Y.F., Chang, W.H., Liu, C.C., Hsieh, M.C., Hsu, P.C., Tsay, G.J., and Hung, H.C. (2006). Overexpression of peptidylarginine deiminase IV features in apoptosis of haematopoietic cells. *Apoptosis* 11, 183–196.
- Liu, J., Magri, L., Zhang, F., Marsh, N.O., Albrecht, S., Huynh, J.L., Kaur, J., Kuhlmann, T., Zhang, W., Slesinger, P.A., and Casaccia, P. (2015). Chromatin landscape defined by repressive histone methylation during oligodendrocyte differentiation. *J. Neurosci.* 35, 352–365.
- Lu, F., Chen, Y., Zhao, C., Wang, H., He, D., Xu, L., Wang, J., He, X., Deng, Y., Lu, E.E., et al. (2016). Olig2-dependent reciprocal shift in PDGF and EGF receptor signaling regulates tumor phenotype and mitotic growth in malignant glioma. *Cancer Cell* 29, 669–683.
- Marques, S., Zeisel, A., Codeluppi, S., van Bruggen, D., Mendanha Falcão, A., Xiao, L., Li, H., Häring, M., Hochgerner, H., Romanov, R.A., et al. (2016). Oligodendrocyte heterogeneity in the mouse juvenile and adult central nervous system. *Science* 352, 1326–1329.
- Martin, M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.journal* 17, 10–12.
- Mastronardi, F.G., Wood, D.D., Mei, J., Rajmakers, R., Tseveleki, V., Dosch, H.M., Probert, L., Casaccia-Bonnel, P., and Moscarello, M.A. (2006). Increased citrullination of histone H3 in multiple sclerosis brain and animal models of demyelination: a role for tumor necrosis factor-induced peptidylarginine deiminase 4 translocation. *J. Neurosci.* 26, 11387–11396.
- Menezes, M.J., McClenahan, F.K., Leiton, C.V., Aranmolate, A., Shan, X., and Colognato, H. (2014). The extracellular matrix protein laminin  $\alpha 2$  regulates the maturation and function of the blood-brain barrier. *J. Neurosci.* 34, 15260–15280.

- Moscarello, M.A., Wood, D.D., Ackerley, C., and Boulias, C. (1994). Myelin in multiple sclerosis is developmentally immature. *J. Clin. Invest.* **94**, 146–154.
- Moscarello, M.A., Lei, H., Mastronardi, F.G., Winer, S., Tsui, H., Li, Z., Ackerley, C., Zhang, L., Rajmakers, R., and Wood, D.D. (2013). Inhibition of peptidyl-arginine deiminases reverses protein-hypercitrullination and disease in mouse models of multiple sclerosis. *Dis. Model. Mech.* **6**, 467–478.
- Musse, A.A., Li, Z., Ackerley, C.A., Bienzle, D., Lei, H., Poma, R., Harauz, G., Moscarello, M.A., and Mastronardi, F.G. (2008). Peptidylarginine deiminase 2 (PAD2) overexpression in transgenic mice leads to myelin loss in the central nervous system. *Dis. Model. Mech.* **1**, 229–240.
- Neeli, I., Khan, S.N., and Radic, M. (2008). Histone deimination as a response to inflammatory stimuli in neutrophils. *J. Immunol.* **180**, 1895–1902.
- Olsen, J.V., de Godoy, L.M., Li, G., Macek, B., Mortensen, P., Pesch, R., Makarov, A., Lange, O., Horning, S., and Mann, M. (2005). Parts per million mass accuracy on an Orbitrap mass spectrometer via lock mass injection into a C-trap. *Mol. Cell. Proteomics* **4**, 2010–2021.
- Ong, S.E., Blagoev, B., Kratchmarova, I., Kristensen, D.B., Steen, H., Pandey, A., and Mann, M. (2002). Stable isotope labeling by amino acids in cell culture, SILAC, as a simple and accurate approach to expression proteomics. *Mol. Cell. Proteomics* **1**, 376–386.
- Pitman, K.A., and Young, K.M. (2016). Activity-dependent calcium signalling in oligodendrocyte generation. *Int. J. Biochem. Cell Biol.* **77** (Pt A), 30–34.
- Quinlan, A.R., and Hall, I.M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**, 841–842.
- Rajmakers, R., Vogelzangs, J., Raats, J., Panzenbeck, M., Corby, M., Jiang, H., Thibodeau, M., Haynes, N., van Venrooij, W.J., Pruijn, G.J., and Werneburg, B. (2006). Experimental autoimmune encephalomyelitis induction in peptidylarginine deiminase 2 knockout mice. *J. Comp. Neurol.* **498**, 217–226.
- Ramírez, F., Ryan, D.P., Grüning, B., Bhardwaj, V., Kilpert, F., Richter, A.S., Heyne, S., Dündar, F., and Manke, T. (2016). deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res.* **44** (W1), W160–W165.
- Relucio, J., Tzvetanova, I.D., Ao, W., Lindquist, S., and Colognato, H. (2009). Laminin alters fyn regulatory mechanisms and promotes oligodendrocyte development. *J. Neurosci.* **29**, 11794–11806.
- Salmon-Divon, M., Dvinge, H., Tammoja, K., and Bertone, P. (2010). PeakAnalyzer: genome-wide annotation of chromatin binding and modification loci. *BMC Bioinformatics* **11**, 415.
- Shannon, P., Markiel, A., Ozier, O., Baliga, N.S., Wang, J.T., Ramage, D., Amin, N., Schwikowski, B., and Ideker, T. (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. *Genome Res.* **13**, 2498–2504.
- Sharma, P., Lioutas, A., Fernandez-Fuentes, N., Quilez, J., Carbonell-Caballero, J., Wright, R.H.G., Di Vona, C., Le Dily, F., Schuller, R., Eick, D., et al. (2019). Arginine citrullination at the C-terminal domain controls RNA polymerase II transcription. *Mol. Cell.* **73**, 84–96.e7.
- Shevchenko, A., Tomas, H., Havlis, J., Olsen, J.V., and Mann, M. (2006). In-gel digestion for mass spectrometric characterization of proteins and proteomes. *Nat. Protoc.* **1**, 2856–2860.
- Smoot, M.E., Ono, K., Ruscheinski, J., Wang, P.L., and Ideker, T. (2011). Cytoscape 2.8: new features for data integration and network visualization. *Bioinformatics* **27**, 431–432.
- Snaidero, N., Velte, C., Myllykoski, M., Raasakka, A., Ignatov, A., Werner, H.B., Erwig, M.S., Möbius, W., Kursula, P., Nave, K.A., and Simons, M. (2017). Antagonistic functions of MBP and CNP establish cytosolic channels in CNS myelin. *Cell Rep.* **18**, 314–323.
- Stolt, C.C., Lommes, P., Sock, E., Chaboissier, M.C., Schedl, A., and Wegner, M. (2003). The Sox9 transcription factor determines glial fate choice in the developing spinal cord. *Genes Dev.* **17**, 1677–1689.
- Szklarczyk, D., Morris, J.H., Cook, H., Kuhn, M., Wyder, S., Simonovic, M., Santos, A., Doncheva, N.T., Roth, A., Bork, P., et al. (2017). The STRING database in 2017: quality-controlled protein-protein association networks, made broadly accessible. *Nucleic Acids Res.* **45** (D1), D362–D368.
- Vossenaar, E.R., Zendman, A.J., van Venrooij, W.J., and Pruijn, G.J. (2003). PAD, a growing family of citrullinating enzymes: genes, features and involvement in disease. *BioEssays* **25**, 1106–1118.
- Wang, S., and Wang, Y. (2013). Peptidylarginine deiminases in citrullination, gene regulation, health and pathogenesis. *Biochim. Biophys. Acta* **1829**, 1126–1135.
- Weidner, M.F., Sigurdsson, S.T., and Hopkins, P.B. (1990). Sequence preferences of DNA interstrand cross-linking agents: dG-to-dG cross-linking at 5'-CG by structurally simplified analogues of mitomycin C. *Biochemistry* **29**, 9225–9233.
- Wood, D.D., Ackerley, C.A., Brand, B., Zhang, L., Rajmakers, R., Mastronardi, F.G., and Moscarello, M.A. (2008). Myelin localization of peptidylarginine deiminases 2 and 4: comparison of PAD2 and PAD4 activities. *Lab. Invest.* **88**, 354–364.
- Xiao, S., Lu, J., Sridhar, B., Cao, X., Yu, P., Zhao, T., Chen, C.C., McDee, D., Sloofman, L., Wang, Y., et al. (2017). SMARCA1 contributes to the regulation of naive pluripotency by interacting with histone citrullination. *Cell Rep.* **18**, 3117–3128.
- Yang, L., Tan, D., and Piao, H. (2016). Myelin basic protein citrullination in multiple sclerosis: a potential therapeutic target for the pathology. *Neurochem. Res.* **41**, 1845–1856.
- Zeisel, A., Muñoz-Manchado, A.B., Codeluppi, S., Lönnerberg, P., La Manno, G., Juréus, A., Marques, S., Munguba, H., He, L., Betsholtz, C., et al. (2015). Brain structure. Cell types in the mouse cortex and hippocampus revealed by single-cell RNA-seq. *Science* **347**, 1138–1142.
- Zendman, A.J., Rajmakers, R., Nijenhuis, S., Vossenaar, E.R., Tillaart, M., Chirivi, R.G., Raats, J.M., van Venrooij, W.J., Drijfhout, J.W., and Pruijn, G.J. (2007). ABAP: antibody-based assay for peptidylarginine deiminase activity. *Anal. Biochem.* **369**, 232–240.
- Zhang, Y., Liu, T., Meyer, C.A., Eeckhoute, J., Johnson, D.S., Bernstein, B.E., Nusbaum, C., Myers, R.M., Brown, M., Li, W., and Liu, X.S. (2008). Model-based analysis of ChIP-Seq (MACS). *Genome Biol.* **9**, R137.
- Zhang, X., Bolt, M., Guertin, M.J., Chen, W., Zhang, S., Cherrington, B.D., Slade, D.J., Dreyton, C.J., Subramanian, V., Bicker, K.L., et al. (2012). Peptidylarginine deiminase 2-catalyzed histone H3 arginine 26 citrullination facilitates estrogen receptor  $\alpha$  target gene activation. *Proc. Natl. Acad. Sci. U S A* **109**, 13331–13336.

## STAR★METHODS

### KEY RESOURCES TABLE

(Continued on next page)

**Continued**

(Continued on next page)

**Continued**

**CONTACT FOR REAGENT AND RESOURCE SHARING**

**EXPERIMENTAL MODELS AND SUBJECT DETAILS**

**Transgenic Mice Strains**

All mice were maintained under a pathogen-free environment at the animal facility. Animals were used in adult stage, between 10-12 weeks old and both genders were included. The following light/dark cycle was used: dawn 6.00-7.00; daylight 07.00-18.00; dusk 18.00-19.00; night 19.00-06.00. A maximum of 5 adult mice per IVC-cage of type II Allentown. Breedings were done with 1 male and up to 2 females. All experimental procedures were performed following the guidelines and recommendations of local animal protection legislation and were approved by the local committee for ethical experiments on laboratory animals (Stockholms Norra Djurförsöksetiska nämnd in Sweden). The following transgenic mice strains were used:

*Pdgfra*-H2BGFP knock-in mice([Klinghoffer et al., 2002](#)) where H2B-eGFP fusion gene is expressed under the promoter of *Pdgfra*. *Pdgfra*-H2BGFP pups of both genders from postnatal day P1 to P4 were used for primary cultures.

*Pdgfra*-Cre BAC transgenic mice (The Jackson Laboratories, CA, USA), where Cre recombinase is under the control of the *Pdgfra* promoter;

RCE:loxP, an EGFP reporter mice (Gord Fishell, NYU Neuroscience Institute);

*Pdgfra*-CreERT BAC transgenic mice (The Jackson Laboratories, CA, USA)

*Padi2<sup>tm1a(KOMP)Wtsi</sup>* (UCDAVIS KOMP Repository Knockout Mouse Project)

*Actb*:FLPe (The Jackson Laboratories, CA, USA).

All individual mice strains were in a C57BL/6NJ genetic background, at the exception of RCE:loxP-GFP that was in a CD1 background.

*Padi2<sup>fl/fl</sup>* was generated by breeding *Padi2<sup>tm1a(KOMP)Wtsi</sup>* with Flp deleter mice. *Padi2<sup>fl/fl</sup>* mice were crossed with RCE:loxP, *Pdgfra*-Cre or *Pdgfra*-CreERT.

*Pdgfra*Cre; RCE:loxP and *Pdgfra*Cre; RCE:loxP; *Padi2* mouse lines were used for qPCR analysis at several ages (postnatal P1–P4, juvenile P21 and adult P60) with both genders included. Behavioral analysis of *Pdgfra*Cre; RCE:loxP; *Padi2* was performed in 4 month adult and both genders were included. Immunohistochemistry analysis was performed in both juvenile P21 (both genders included) and 4-month old adults (only females).

Tamoxifen (Sigma T5648) was dissolved in corn oil and administrated i.p. in P6 *Pdgfra*-CreERT;RCE:loxP;*Padi2*<sup>fl/fl</sup> pups at a dose of 2mg/40 g. Brain and spinal cord were subsequently collected at P11. Genders were not confidently determined at this age in these pups.

Use of full *PAD2* KO mice was strictly compliant with the guidelines set forth by the US Public Health Service in their policy on Human Care and Use of Laboratory Animals, and in the Guide for the Care and Use of Laboratory Animals. Mice were maintained under a pathogen-free environment at the animal facility of Mount Sinai Medical Center. All procedures received prior approval from the Institutional Animal Care and Use Committee (IACUC). The C57BL/6-*PAD2*-KO mice were obtained from the Scripps Research Institute (Kerri Mowen's laboratory) which was originally from Lexicon Genetics (Woodlands, TX). Behavioral analysis was performed in 4 month old mice, both genders were included. EM analysis comprised 7 month old males.

### Cell Lines

Oli-neu + *Padi2*<sub>Zc\_Green</sub>, Oli-neu + pB-CAG-Ctr + PBase, Oli-neu + pB-CAG-*Padi2* + PBase, Oli-neu + pB-CAG-BirA + PB-CAG-IRES-GFP + pBase and Oli-neu + pB-CAG-BirA + pB-CAG-*bioPadi2*-IRES-GFP + PBase were all generated in this paper from Oli-neu cell lines donated by Jacqueline Trotter, Johannes Gutenberg University, Germany.

## METHODS DETAILS

### Genotyping of *Padi2*<sup>fl/fl</sup> Mice

We have assessed the presence of the floxed cassette and the product of the Cre/CreERT mediated DNA deletion (Figure S2A) by performing genotyping in mouse ear or tail DNA. Mouse ear and tail DNA have *Pdgfra* positive and negative cells and therefore allowed us to classify mice as WT, hetero or homozygous for the floxed cassette but also for the presence or absence of a PCR product band that occurs only when Cre/CreERT is active (post-cre band). We also confirmed the disruption of *Padi2* mRNA, at P4 and P21, by qPCR in Figure S2B.

DNA was extracted by incubating biopsies at 98°C for 1h in 75ul of NaOH25mM/EDTA 0.2mM. The reaction was neutralized by adding 75ul of TrisHCl 40mM pH5.5. After centrifugation for 4min at 4000rpm 2  $\mu$ L were collected and used in PCR reaction using DreamTaq Green PCR Master Mix 2x (Thermo Scientific K1081) following manufacturer's instructions. Primers:

*Padi2*-F: AGTTAGAGGCCAACTGTGTGAGACC  
*Padi2*-ttR: CCAGAAAGGACCCACATTCAAGAGC  
*Padi2*-R: AGACTCTGTGCTGACATTCTCAGGG

### Behavioral Analysis

For the beam balance test the fine motor coordination and balance was assessed by beam walking assay. Performance on the beam was quantified by measuring the time taken by the mouse to traverse the beam and the number of paw slips that occurred in the process. The beam apparatus consisted of a PVC plastic beam (1.2 cm wide  $\times$  100 cm long) located 50 cm above the table top on two poles. A black box was placed at the end of the beam as the finish point. Nesting material and feces from home cages was placed in the black box to attract the mouse to the finish point. A nylon or cotton pad was placed below the beam, to cushion any falls. Mice were trained three times a day for two consecutive days until they were able to cross the beam without hesitation. No data were collected during these sessions. During the test session, the time needed to cross the beam and the number of paw slips were recorded. The beam and box were cleaned of mouse droppings and wiped with 70% ethanol before the next animal was placed on the apparatus.

The novel object recognition task was conducted as described previously (Fortress et al., 2013), and was used to assess the non-spatial hippocampal memory. A mouse was presented with two similar objects during the first session, and then one of the two objects was replaced by a new object during a second session. The amount of time taken to explore the new object provided the index of recognition memory. The task consisted of habituation, training, and testing phases conducted on separate days. During habituation, mice were allowed to freely explore an empty white box (60 cm wide  $\times$  60 cm long  $\times$  47 cm high) for 5 min/day for two days. Twenty-four hours later, mice were re-habituated (familiarization session) in the same box for 10 min, with two identical objects placed inside, 5 cm away from the walls. Mice were allowed to freely investigate until they accumulated a total of 20 s exploring the objects. Exploration and recognition of the object were determined when the nose of the animal was in contact with an object or directing nose to the object within a defined distance (< 2 cm). Mice were then immediately returned to their home cage. After the familiarization session, the objects and the open field was cleaned with 70% ethanol to minimize olfactory cues. After 1 hour of familiarization session, object recognition was tested, using the same procedure as in training except that one of the familiar objects was substituted with a novel object (cleaned and free of olfactory cues). The position of the novel object (left or right) has to be randomized between each mouse and each group tested. Time spent with each object was recorded using a stopwatch by a trained

observer. Mice inherently prefer to explore novel objects; thus, a preference for the novel object indicates intact memory for the familiar object. A discrimination index was calculated according to the following formula: time of novel object exploration/time of novel plus familiar object exploration  $\times$  100.

Rotarod behavioral analysis was performed for evaluation of coordination and motor learning. Mice were trained on a Rotarod (Ugo Basile, Comerio VA, Italy) at a constant speed (4 rpm), 120 s per day for 3 consecutive days. Subsequently, test day consisted of three trials on an accelerating rotarod for up to 300 s (starting at 4 rpm accelerating to a final speed of 40 rpm), with mice returned to their home cages for at least 30 min between trials. The time at which each animal fell from the rod was recorded as a measure of motor coordination and repeated-measurements of speed at the time of animal falling were averaged.

### Electron Microscopy

For EM analysis, deeply anesthetized C57BL/6-PAD2-KO mice ( $n = 4$  per condition) were perfused transcardially using a varistaltic pump (Manostat) with 0.1M PBS (pH 7.4) followed by cold Karnovsky's fixative (2.0% PFA/2.5% Glutaraldehyde in 0.1M Sodium Phosphate buffer).

Using a McIlwain tissue chopper, coronal brain sections between  $-2.2$  and  $-2.5$  bregma were obtained and corpus callosum tissue was micro-dissected and post-fixed overnight in 2.0% PFA/2.5% Glutaraldehyde in 0.1M Sodium Phosphate buffer. The samples were then processed using standard protocols employed by the Stony Brook University Microscopy Core (see below, and [Menezes et al. \[2014\]](#) and [Relucio et al. \[2009\]](#)). The following day (after overnight post-fixation), an additional fixation step was carried out using 2% osmium tetroxide in 0.1M PBS (pH 7.4), after which samples were dehydrated in a graded series of ethyl alcohol. Finally, samples were embedded using Durcupan resin in between two pieces of ACLAR sheets (Electron Microscopy Sciences). Ultrathin sections of 80nm were obtained using a Lecia EM UC7 ultramicrotome and placed on formvar coated slot copper grids (Electron Microscopy Sciences). Uranyl acetate and lead citrate counterstained samples were viewed under a FEI Tecnai12 BioTwinG2 electron microscope. Digital images (minimum 10 per animal, taken at 11,000x) were acquired using an AMT XR-60 CCD Digital Camera system and compiled using Adobe Photoshop software.

G-ratio was determined by dividing the mean axon diameter without myelin by the same axon diameter with myelin. A minimum of 100 healthy axons were considered per animal. To determine the size distribution of myelinated fibers in corpus callosum, diameters of all measured axons were separated into four ranges (0.3-0.6, 0.6-0.9, 0.9-1.2, and  $>1.2 \mu\text{m}$ ). No axons with diameters smaller than  $0.3 \mu\text{m}$  were considered. Data are expressed as comparison of means between the control and knock-out for each range. Percentage of myelinated axons was determined by placing a centered grid over the image using ImageJ software, and counting whether the axon at each intersection was myelinated or not. Each data point in the graph corresponds to the percentage of myelinated/unmyelinated axons, quantified from 4 animals per each condition (4 wild-type and 4 PAD2 mutant mice). Quantification has been performed by counting at least 100 axons per image, for a total of 10 images per animal. All measurements were acquired on electron microscopy sections images using an ImageJ software. Unpaired t test were performed to assess statistical differences between control and knock out mice for both differences in g-ratio per axon diameter range and percent myelinated axons.

### Tissue Dissociation

Cells were isolated from postnatal, juvenile, and adult brains from *Pdgfra*Cre;RCE:loxP mice, and from juvenile brains from *Pdgfra*Cre;RCE:loxP;*Padi2*<sup>+/+</sup> and *Pdgfra*Cre;RCE:loxP;*Padi2*<sup>-/-</sup> mice with Neural (for postnatal) and Adult (for juvenile and adult) Tissue Dissociation kits (P) (Miltenyi Biotec). Cell suspensions were then filtered with  $30 \mu\text{m}$  filter (Partec) and FACS sorted for selection of GFP<sup>+</sup>. FACS sorted cells were collected in Eppendorf tubes, centrifuged at 400xg, resuspended in Qiazol and frozen for further RNA extraction/cDNA synthesis.

### FACS

GFP<sup>+</sup> cells were FACS sorted using a BD FACS Aria III Cell Sorter B5/R3/V3 system. Cells were collected either in PBS for further RNA extraction processing or in OPC media directly into coated plates. For OPC removal on OL lineage cells from juvenile and adult brains, CD140a (anti-mouse CD140 APC conjugated, BD Bioscience) labeling was performed in tissue-isolated cells and GFP<sup>+</sup>CD140a<sup>+</sup> cells were excluded. To define the gates for specific CD140a<sup>+</sup> cells we have performed an additional labeling with APC conjugated IgG (BD Bioscience) as a negative control.

### Cell Culture

#### Primary OPC Culture

GFP<sup>+</sup> OPCs were obtained with FACS from P1-P4 brains (mixed genders) from the *Pdgfra*-H2BGFP mouse line. The mouse brains were removed and dissociated in single cell suspensions using the Neural Tissue Dissociation Kit (P) (Miltenyi Biotec, 130-092-628) according to the manufacturer's protocol. Cells were seeded in poly-L-lysine (O/N) (Sigma P4707) plus fibronectin (1h) (Sigma F1141) coated dishes and grown in proliferation media comprising DMEM/Gmax (life tec 10565018), N2 media (life tec 17502048), Pen/Strep (life tec 15140122), NeuroBrew (Miltenyi 130-093-566), bFGF 20ng/ml (Peprotech 100-18B) and PDGF-AA 10ng/ml (R&D 520-BB-050). For OPC differentiation, cells were left for 2 days in medium without bFGF and PDGF-AA.

### Oli-neu Cell Culture

Oli-neu cells were grown in poly-L-lysine coated dishes and expanded in proliferation media consisting of DMEM (Life Tech 41965062), N2 supplement, Pen/Strep Glu (Life Tech 10378016), T3 (Sigma T6397) 340ng/ml, L-thyroxine (Sigma 89430) 400 ng/ml, bFGF 10ng/ml and Pdgf-BB 1ng/ml. For Oli-neu differentiation, media without growth factors was added for two days *in vitro* and in the presence of 1  $\mu$ M of erb inhibitor (PD174265, St Cruz, ref sc-204170).

### Rat OPC Cultures

Primary rat OPCs were isolated as reported previously (Liu et al., 2015). Briefly, mixed glia cultures were first derived from rat brain cortex at postnatal day 1. OPCs were selected by the A2B5 antibody followed by purification with the magnetic rat anti-mouse IgM beads (Miltenyi Biotec). Purified OPCs were cultured in the SATO medium supplemented with PDGFA and bFGF, and were induced to differentiate with T3 replacing the growth factors.

Padi inhibition: Oli-neu cells were treated either with Cl<sup>-</sup> Amidine (Millipore 506282 and Cayman Chem 10599) or 2-chloroacetamidine (2CA) (Sigma C0267) at a concentration of 200  $\mu$ M and 60  $\mu$ M for one and two days, respectively, in proliferation and differentiation media.

### SILAC

To generate LIGHT and HEAVY labeled cell lines, Oli-neu cells were grown and expanded in LIGHT (Lysine <sup>12</sup>C) or HEAVY (Lysine <sup>13</sup>C) media for at least five passages. The media was prepared with SILAC Advanced DMEM/F12-FLEX kit (Life Tech, MS10033) and contained 0.1% of dialyzed FBS, 10ng/ml bFGF, 10ng/ml PDGF-BB, 400ng/ml of L-thyroxine and 340ng/ml of T3. For the differentiation, growth factors and the FBS were removed.

LIGHT labeled cells lines correspond to all controls, scramble overexpression control and BirA control, while HEAVY labeled cell lines comprise the overexpression of *Padi2* or the biotin-tagged *Padi2*. A control experiment in which control cells were also fed with heavy media and then mixed 1:1 with light control cells was performed in order to confirm that all proteins in heavy conditions were heavily labeled (Figure S2B).

### Padi2 Overexpression Cell Lines and Knockdown

*Padi2* and Ctr overexpression cell lines were generated by insertion of the following vectors with piggyBac transposon system: pB-CAG-Ctr, pB-CAG-PADI2 for the control and overexpression of *Padi2*, respectively; pB-CAG-BirA together with pB-CAG-IRES-GFP as a control and pB-CAG-BirA together with pB-CAG-*bioPadi2*-IRES-GFP for the biotin-tagged *Padi2*. BirA and *bioPadi2* cDNA were amplified from the plasmids pEF1aBirAV5-neo and pEF1aFlagbio(FLBIO)-puro (Kim et al., 2009) before inserting in piggyback plasmids. The gateway system was used to clone all these vectors in the final piggyback plasmids (Gateway® LR Clonase® II Enzyme mix, Invitrogen/ThermoFisher Scientific, 11791020 and Gateway® BP Clonase® II Enzyme mix, Invitrogen/ThermoFisher Scientific, 11789020). pCAG-IRES-GFP was generated by modifying the donor plasmid (pB-CAG-eGFP) by replacing the eGFP by a IRES-GFP sequence subcloned from the plasmid pCALNL-IRES-GFP). pB-CAG-Ctr, pB-CAG-*Padi2*, pB-CAG-BirA + pB-CAG-IRES-GFP and pB-CAG-BirA + pB-CAG-*bioPadi2*-IRES-GFP were transfected together with piggyBac transposase (pBase) expression vector by lipofection according to the manufacturer's instructions (Lipofectamine® 2000, Invitrogen 11668019). To select for biotin-tagged *Padi2* and pB-CAG-IRES-GFP vectors cells were FAC sorted for GFP, all the other cell lines express the hygromycin resistance gene in the DNA integrated vectors and were selected and expanded in media containing 200  $\mu$ gml<sup>-1</sup> of hygromycin (Hygromycin B gold ant-hg-1, InvivoGen).

For the expression of the fusion *Padi2* plasmid in Oli-neu OPCs, *Padi2* was cloned into the pZsGreen1-N1 plasmid (Clontech, 632448). Oli-neu and primary mouse OPCs were then transfected with these plasmids with Lipofectamine2000 according to the manufacturer's instructions.

For silencing *Padi2* we used the siDESIGN center from Dharmacon. The following siRNAs were selected and purchased from Dharmacon GE Healthcare: mouse *Padi2*; sense: 5' CGUACGUGAUGGAGAGGCAUU 3'; antisense: 5' UGCCUCUCCAUCACGUACGUU 3' and ON-TARGETplus Non-targeting siRNA #1 (D-001810-01-20).

Knockdown experiments for *Padi2* were performed both in Oli-neu and mouse primary OPCs with Lipofectamine2000, following manufacturer's instructions. For mouse primary OPCs, upon 4h of adding the lipids:DNA complexes to the cells, media was changed to either proliferation or differentiation and cells were collected two days after. For Oli-neu experiments, upon 4h of adding the lipids:DNA complexes to the cells, media was changed to proliferation for one day and cells were either collected at this point (proliferation condition) or changed to differentiation media one more day (differentiation condition)

### ABAP

Cells were collected in lysis buffer [20mM Tris-HCl, pH 7.4; 100mM NaCl; 10mM  $\beta$ -mercaptoethanol; 10% glycerol; protease inhibitor complete (Roche)] and sonicated for 5 minutes at high power with 30 s on/off cycles at 4°C. Then the samples were centrifuged at 13000 x g at 4°C for 30 minutes and the supernatant was immediately used for further application. PAD activity was determined with the Antibody Based Assay for PAD activity (ABAP) kit (Modique Research, MQ17.101-96) and performed according to manufacturer's protocol. HRP-conjugated secondary antibody was visualized with a TMB substrate solution [1 mg/ml TMB (Sigma Aldrich); 0.1M sodium acetate, pH 5.2; 0.01% hydrogen peroxide] and the reaction was stopped with sulfuric acid [2M H<sub>2</sub>SO<sub>4</sub>]. The absorbance at 450 nm was determined with a FLUOstar Omega plate reader (BMG Labtech). Human PAD4 enzyme was used as control enzyme activity and was diluted in deimination buffer [40 mM TrisHCl, pH 7.5; 5 mM CaCl<sub>2</sub>; 1mM DTT] with concentrations between

0.002 mU (minimum deimination) and 2.0 mU (maximum deimination) to create a standard curve to correlate activity to the optical density measured at 450 nm.

### RNA Extraction, cDNA Synthesis, and Quantitative Real-Time PCR (qRT-PCR)

RNA was extracted with the miRNeasy mini kit (QIAGEN, 217004) for the Oli-neu cells or with the miRNeasy micro kit (QIAGEN, 217084) for the primary OPCs and direct tissue isolated cells according to manufacturer's protocols. Contaminating DNA was degraded by treatment of the samples with RNase-free DNase (QIAGEN, 79254) in column. 0.35–1 µg of RNA from each sample was reversed transcribed for 1h with the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368813) including RNase inhibitor (Applied Biosystems, N8080119). An RT- control was included for each sample. Both the cDNA and the RT- were diluted 1:5 in RNase/DNase free water.

How the deposited data were processed for this re-analysis (not part of the article)

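H3K27ac ChIP-seq was analysed in Oli-neu cells in 2 states, proliferating and differentiating, with 1 library per state. The ATAC-seq samples of the same study (3 with siCtrl and 3 with siPadi2) were not analysed here, and neither were the paper's statements on chromatin accessibility. By the paper's methods, the authors mapped the reads to GRCm38/mm10, removed PCR duplicates, called broad peaks with MACS and filtered them against blacklisted regions. They deposited 1 list of peaks per library. The blacklist filter was not repeated here. Each deposited peak has a start, an end and a text cell with 3 values, read as the authors' fold enrichment (a ratio), −log10 p and −log10 q from the order in which the peak caller writes them, since the lists have no header. The paper's text does not name an input library. The paper gives 17000000 and 19500000 uniquely mapped reads, counted before PCR duplicates were removed. The deposited lists hold no counts, so no depth per peak could be given.

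Peaks were compared with bedtools 2.31.1, and any shared base counted as an overlap. Promoter regions follow the paper's methods (3000 bp upstream to 100 bp downstream of the TSS, with strand) on the 21951 protein-coding genes of GENCODE M21. The regions that the paper's Table S3 prints for genes such as Pik3cd and Nfkbib reach 6000 bp upstream instead, a width tried as an alternative. With this width 12 of the 26 named genes had a promoter peak in either list, against 8 with the main setting. The paper used another release of the annotation on the same build. Other peaks were called genic where they overlapped a protein-coding gene and intergenic where they did not. The intergenic peaks thus include those in genes of other biotypes. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 for the plots. Shares are given with 95% exact (Clopper-Pearson) binomial intervals, which cover counting error only and not the variation between cultures. Without replicates no test between the states was run. Random expectations come from 100 placements of peaks of the same widths on the same chromosomes, from 10000 random lists of protein-coding genes, and for Padi2 from 10000 placements within the gene.

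The genes named in the text are those the paper names for accessibility, Nfkbib and Plin5 from Figure 7D, the Padi genes, Pdgfra, Gfap and Cnp, together with, in each list, the 5 peaks of highest fold enrichment without a counterpart in the other list and the 5 widest peaks. For 1 of these genes the values are not reported here. Genes of the scan of coding exons other than Padi2 were named after their values were seen. In the genome sequence (GRCm38), the siRNA target was searched on chromosome 4 alone and for exact matches only. In the GENCODE M21 transcripts it was searched with up to 3 mismatches. Of Table S3, 1869 of 4853 regions with a significant change and none of the 6002 without one were at hand, so only regions listed for named genes were looked up.

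The alternatives tried were an overlap of at least 0.5 of both peaks or of the peak counted, a −log10 q of at least 5, the upper part of each list by median fold enrichment, equal numbers of peaks, peaks within 1000 bp merged, chromosomes 1 to 19 only, a promoter region of 6000 bp upstream to 100 bp downstream or of 1000 bp on both sides of the TSS, the TSS of every transcript and genes of every biotype. These were chosen before the data were examined; a q of at most 0.05 in both lists was added afterwards. The overlap and promoter counts were tested on simulated data: 100% of planted overlaps were recovered, and 2.05% of the peaks without a planted counterpart and 3.15% of those without a planted promoter were called.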

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

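The tests of gene density by peaks per gene, of a general excess of peaks on coding exons, of Padi2 mRNA, of H3K27ac spread over the gene, of calls near the threshold among the weaker peaks and of the depth of the libraries were chosen after the results were seen. The numbers of peaks per chromosome and over Padi2 had been seen before any test was set. Each state has 1 library, so none of these patterns can be set against replicates.

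Over Padi2, which the paper does not discuss in its H3K27ac data, 10 peaks lay in the proliferating list and 9 in the differentiating list. Every peak lay on coding exons: 10 of 10 and 9 of 9, where 10000 random placements of the same widths in the gene gave a median of 3, at most 9 and 8, and in no case as many. A general excess of peaks on coding exons is argued against by a scan of 1540 and 1538 genes with at least 5 coding exons and 3 peaks, in which only 1 gene, Padi2, had at least 80% of its coding exons under peaks in each list; Nabp2 (71.4%, proliferating) and Emilin1 (50.0%, differentiating) came next. The limits of 80% and of 3 peaks were set after a first look at this scan. H3K27ac spread over an active gene is argued against by 0 peaks in introns alone in both lists. Padi2 mRNA, a cDNA library or a retrocopy would include the untranslated part of the last exon, of which peaks covered 7.24% and 7.32%; the last peaks ended 193 bp and 195 bp past the stop codon. What stays open is DNA that holds Padi2 exons without introns, such as an expression construct or its carry-over, and the 10 peaks on coding exons are consistent with it. The paper describes Oli-neu lines with an added Padi2 construct. Whether such DNA was in the cells or entered during library preparation was not tested, and the promoter peak of Padi2, which overlaps its first exon, may have the same source. A biological explanation other than spread of the mark was not tested.

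In the other state, 20472 of the 28924 proliferating and 19535 of the 27965 differentiating peaks had no counterpart. The paper uses both lists together and does not compare them. Different splitting of broad regions over at most 1000 bp can account for few of these peaks, since 5.30% and 5.45% lay within 1000 bp of a peak of the other list. Random placements gave 5.37% and 5.57%, but these include placements that overlap such a peak, so the shares cannot be compared. Pieces of a region further apart were not searched, so splitting over more than 1000 bp stays open. Calls near the threshold of the peak caller stay open. The shared share was 11.9% in the weakest 10% of the proliferating list and higher in each of the stronger parts from the third on. It reached 78.7% in the strongest 10%, below the 95% set before that share was computed. Of the strongest 1% of each list, 99.7% and 98.6% had a counterpart, and of the peaks with −log10 q of at least 5, 92.5% and 88.6% had one in the whole other list, so the missed limit excludes nothing. A difference in depth between the libraries would leave peaks without a counterpart mainly in the deeper list. By the paper's uniquely mapped reads, 17000000 and 19500000, the proliferating library is the shallower. These were counted before PCR duplicates were removed, and the order after that step is not given. In the proliferating list 20472 of 28924 peaks had no counterpart. In the differentiating list 19535 of 27965 peaks had none, so the shallower list holds many such peaks in either order. This argues against depth as the cause of all these peaks, and a contribution of depth to some of them stays open. The percent of the proliferating list with a counterpart minus that of the differentiating list was −0.923, but the lists share nearly the same number of peaks (8452 and 8430), so this difference follows their lengths and decides nothing. Differentiation of the cells stays open too. Each of 9 genes was given a direction of change with differentiation, which the paper's text does not report for all of them. Of these, 1 had a promoter peak only in the list that its direction calls for, 2 had peaks in both and 6 in neither. With 1 library per state, differentiation, calling near the threshold, splitting over more than 1000 bp and a partial effect of depth therefore cannot be told apart.

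The highest number of peaks per Mb among chromosomes 1 to 19 was 6.61 times the lowest in the proliferating list and 6.96 times in the differentiating list, and the ranks of the chromosomes were nearly the same in both (Spearman's rho 0.997 over 20 chromosomes, which are not replicates). GC content as the cause is argued against by a rho of 0.248 with peaks per Mb (0.245 in the differentiating list). For gene density, the test set first gave a rho of 0.332 and 0.337, between the limits set for either outcome, so it decided nothing; the number of peaks per protein-coding gene, looked at afterwards, still differed 8.16-fold and 8.38-fold between chromosomes, which argues against gene density as the whole cause. Extra copies of chromosomes or of large segments in the cell line, with no input library to divide by, stay open. The share of peaks in promoter regions fell with peaks per Mb, with a rho of −0.771 in the proliferating list, past the limit of −0.7 set before the test, and of −0.690 in the differentiating list, just short of it. Peaks outside promoter regions per Mb differed 7.79-fold and 8.37-fold between chromosomes, and the share of promoters with a peak differed 2.67-fold and 2.65-fold. Promoter share and peaks per Mb both contain the number of peaks, so any cause that varies the peaks outside promoter regions gives a negative rho, and these values do not single out extra copies. Within chromosome 5, the stretch of 5 Mb from 40 Mb held 137 peaks in the proliferating and 105 in the differentiating list. The next stretch, from 45 Mb, held 10 in each. This step was picked from many stretches after the values were seen, so it leaves extra copies open and decides nothing. Copy number itself was not measured. No biological explanation was tested.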

How the results depend on the processing

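All comparisons here are of values with no test, and a value is said to move where it leaves its 95% binomial interval or, for a number of genes, changes by more than 1.5 times. The alternatives were chosen before the data were examined, except for q of at most 0.05, which was added after the weakest deposited q had been seen. No paired analysis was possible because the 2 ChIP-seq libraries carry no pairing and the siCtrl and siPadi2 samples, which share replicate numbers, were not analysed here. Pairs of values below are given for the proliferating and then the differentiating list, and the cause of these shifts was not tested unless stated.

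The shares of peaks with a counterpart were 29.2% and 30.1%. They fell to 16.7% and 17.3% with a reciprocal overlap of at least 0.5, and to 22.3% and 21.4% with at least 0.5 of the peak counted, as the definition itself requires. With fold enrichment at or above the list's median the proliferating share was 28.7%, and with equal numbers of peaks 29.8%. Keeping chromosomes 1 to 19 left both shares within their intervals. Merging peaks within 1000 bp changed no value, since no peaks of a list lay that close, and so says nothing about stability.

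With −log10 q of at least 5 in both lists, which leaves fewer peaks, the shares with a counterpart were 52.7% and 41.4%. The same peaks set against all of the other list had a counterpart in 92.5% and 88.6% of cases, so the lower shares come from limiting the other list as well. Under this threshold the shares of peaks in promoter regions were 48.8% and 50.2%, and the shares of genes with a promoter peak 3.27% and 4.25%, or 5.81% in either list. Covered sequence was 1.19 Mb and 1.63 Mb, and 1 and 2 of the named genes had a promoter peak, or 2 in either list.

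With 6000 bp upstream to 100 bp downstream, 18.1% and 21.1% of peaks lay in promoter regions, 26.7% and 30.4% of genes had a promoter peak, or 37.6% in either list, and 8 of the named genes did in the proliferating list. With 1000 bp on both sides of the TSS, the shares of peaks were 17.8% and 21.3% and those of genes 26.9% and 31.1%, or 36.4% in either list. With the TSS of every transcript, which adds regions, 23.6% and 27.3% of peaks and 31.3% and 35.3% of genes were counted, or 42.1% of genes in either list, and 8 and 11 of the named genes, or 13 in either list. With genes of every biotype, 21.3% and 24.7% of peaks lay in promoter regions, and of the larger number of genes 14.3% and 16.1% had a promoter peak, or 20.7% in either list.

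With q of at most 0.05, the share of the differentiating list with a counterpart was 32.5%, the shares of peaks in promoter regions were 16.2% and 20.9%, the share of genes was 26.9% in the differentiating list and 33.2% in either list, and covered sequence was 21.1 Mb and 20.9 Mb. Under this setting the proliferating list covered more sequence than the differentiating list, and with −log10 q of at least 5 it covered less. The share of peaks in promoter regions was higher in the differentiating list under all alternatives tried for it; the share with a counterpart was higher in that list too, except with at least 0.5 of the peak counted, with −log10 q of at least 5 and with equal numbers of peaks (29.8% and 29.7%).

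Among single named genes, a promoter peak was lost in 8 cases with −log10 q of at least 5 and in 1 with 1000 bp on both sides of the TSS, and was gained in 4, 6 and 8 cases with 1000 bp on both sides, 6000 bp upstream and every transcript. With no counts per peak and 1 library per state, no difference between the states can be placed beyond the variation between cultures.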

Differences from the paper's values

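The paper's cutoff for H3K27ac peaks is a q of 0.05. The weakest deposited peak had a q of 0.0995 in the proliferating list and 0.0983 in the differentiating list. Of the alternatives set before the data were examined, −log10 q of at least 5 gave 9.97e-06 and 9.99e-06, which also differ from the paper's cutoff by more than 1.5 times. A cutoff at q of at most 0.05, chosen after these values were seen, gives the paper's value in both lists by its own construction.

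The paper's Table S3 tags a region at Mog on chromosome 17, from 37022764 to 37023827, with H3K27ac (the paper's value 1), and no peak of either list overlapped it (0). The nearest peaks lay 4544 bp and 4347 bp away in the proliferating and differentiating lists. Of the alternatives set before the data were examined, 6000 bp upstream to 100 bp downstream, taken as the promoter region that the table prints for Mog, held a peak (1), whereas −log10 q of at least 5 and peaks within 1000 bp merged did not (0), nor did the q of at most 0.05 added later.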

Other observations

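The tests in this part were set before their results were seen, apart from the values for repeats, which were chosen afterwards.

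Most peaks of both lists lay outside promoter regions. Background called as peaks near the threshold is a candidate cause. In the weakest 10% of the proliferating list, the share of peaks in promoter regions was 1.75 times that of randomly placed peaks, and 1.57 times in the differentiating list. Both values lie between the limits set before the test (1.5 times for background, 3 times against it), so background and distal H3K27ac cannot be told apart here: an input library or a second library per state would be needed. No biological explanation was tested.

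Of the 4 genes whose accessibility the paper reports as not changed by Padi2 knockdown, 2 had a promoter peak in the differentiating list, the state in which the paper measured accessibility, and 68.7% of 10000 random lists of 4 protein-coding genes had fewer. In the proliferating list 3 of them had one (95.5% of random lists had fewer), and in either list all 4 did (98.8% had fewer). With −log10 q of at least 5 none of the 4 had a promoter peak in either list. Of the 9 genes with reduced accessibility, 2 had one in either list, against a median of 3 in random lists, and of the 3 genes with increased accessibility none did, against a median of 1. These lists are short and the genes were chosen by the paper.

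Peaks with at least 50% of their bases marked as repeat made up 26.6% and 27.6% of the 1% of peaks with the highest fold enrichment in the proliferating and differentiating lists, and 11.2% and 9.86% of all peaks.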
